# Profiling, Bioinformatic, and Functional Data on the Developing Olfactory/GnRH System Reveal Cellular and Molecular Pathways Essential for This Process and Potentially Relevant for the Kallmann Syndrome

**DOI:** 10.3389/fendo.2013.00203

**Published:** 2013-12-31

**Authors:** Giulia Garaffo, Paolo Provero, Ivan Molineris, Patrizia Pinciroli, Clelia Peano, Cristina Battaglia, Daniela Tomaiuolo, Talya Etzion, Yoav Gothilf, Massimo Santoro, Giorgio R. Merlo

**Keywords:** olfactory development, GnRH neuron, Kallmann syndrome, extracellular matrix, transcription profiling, disease gene prediction

## Abstract

During embryonic development, immature neurons in the olfactory epithelium (OE) extend axons through the nasal mesenchyme, to contact projection neurons in the olfactory bulb. Axon navigation is accompanied by migration of the GnRH+ neurons, which enter the anterior forebrain and home in the septo-hypothalamic area. This process can be interrupted at various points and lead to the onset of the Kallmann syndrome (KS), a disorder characterized by anosmia and central hypogonadotropic hypogonadism. Several genes has been identified in human and mice that cause KS or a KS-like phenotype. In mice a set of transcription factors appears to be required for olfactory connectivity and GnRH neuron migration; thus we explored the transcriptional network underlying this developmental process by profiling the OE and the adjacent mesenchyme at three embryonic ages. We also profiled the OE from embryos null for *Dlx5*, a homeogene that causes a KS-like phenotype when deleted. We identified 20 interesting genes belonging to the following categories: (1) transmembrane adhesion/receptor, (2) axon-glia interaction, (3) scaffold/adapter for signaling, (4) synaptic proteins. We tested some of them in zebrafish embryos: the depletion of five (of six) *Dlx5* targets affected axonal extension and targeting, while three (of three) affected GnRH neuron position and neurite organization. Thus, we confirmed the importance of cell–cell and cell-matrix interactions and identified new molecules needed for olfactory connection and GnRH neuron migration. Using available and newly generated data, we predicted/prioritized putative KS-disease genes, by building conserved co-expression networks with all known disease genes in human and mouse. The results show the overall validity of approaches based on high-throughput data and predictive bioinformatics to identify genes potentially relevant for the molecular pathogenesis of KS. A number of candidate will be discussed, that should be tested in future mutation screens.

## Introduction

Central Hypogonadic Hypogonadism (CHH), is a heterogeneous genetic disorders characterized by absent or incomplete puberty, due to low circulating gonadotropins and sex steroids. Its mode of inheritance can be X-linked, autosomal dominant, or autosomal recessive, although unrelated sporadic cases occur more frequently (1). The disease is often associated with anosmia/hyposmia, in this case it is known as Kallmann Syndrome [KS, on-line Mendelian inheritance in man (OMIM) 308700], or with a normal sense of smell (normosmic CHH, or nCHH). These conditions are variably associated with non-reproductive phenotypes such as unilateral renal agenesis, skeletal abnormalities, midline malformations, or hearing loss. Neurological symptoms (including synkinesia of the hands, sensorineural deafness, eye-movement abnormalities, cerebellar ataxia, and gaze-evoked horizontal nystagmus) may also occur depending on the specific mode of inheritance (2).

Mutations affecting a large number of unrelated genes have been linked to the onset of KS/nCHH, currently including *Anosmin1* (*KAL1), Fibroblast Growth Factor Receptor-1* (*FGFR1*), *Fibroblast Growth Factor 8* (*FGF8*), *GnRH receptor* (*GNRH-R*), *Nasal Embryonic LHRH Factor (NELF), Kisspeptin (KISS1)*; *Kisspeptin Receptor (KISS-R)/G-protein-Coupled Receptor 54 (GPR54), Prokineticin-2 (PROK-2), Prokineticin Receptor-2 (PROKR2), Chromodomain Helicase DNA-binding Protein 7 (CHD7), Neurokinin-B (TAC3), Neurokinin-B Receptor (TAC3R), Heparan Sulfate 6-O-SulphoTransferase 1 (HS6ST1), SOX10, Semaphorin-3A* (*SEMA3A*), and five novel genes, members of the “FGF8-synexpressome” (1–8). In addition, several mouse models of targeted gene disruption have been shown to exhibit a KS-like phenotype (6, 9–18).

Despite the number of genes mutated in KS/nCHH, the majority of patients (>60%) do not harbor mutations in known disease genes, thus it is expected that many additional disease loci remain to be identified. In addition, the mutations found in KS/nCHH patients, once thought to act alone, are now recognized as cooperating mutations, and in fact in some cases a bi-genic or oligo-genic origin of these disease has been reported, with specific genotype/phenotype correlations (19–22). These findings open questions on the actual prevalence of single and combined mutations, the functional cooperation between them, and the possibility to use these information for accurate prognostic evaluations.

Kallmann syndrome is righteously considered a developmental disease. During embryonic development the GnRH neurons originate in the primitive olfactory area, migrate along the extending axons from the olfactory epithelium (OE) and the vomero-nasal organ (VNO), reach the anterior-basal forebrain and home in the septo-hypothalamic region of the adult brain (23–28). The association of the olfactory axons with the immature GnRH neurons, hence their ability to migrate and reach the hypothalamus, is an ancient and highly conserved developmental process, justified by the fact that it is essential for puberty and reproduction, in addition to neuro-modulatory functions (27, 29, 30). Not surprisingly this process is governed by a large set of molecular cues. Several studies have identified specific signaling molecules and their cognate receptors, as well as adhesion molecules, axon-glia and axon-matrix molecules play a role in guiding the axons to the correct position and consent the penetration of the basement membrane and the brain parenchyma (31–40). For instance, the semaphorin co-receptor Nrp1 is expressed by extending axon and GnRH neurons, and mediates the guiding functions of Sema3a, expressed in the nasal mesenchyme (10, 11). FGF8 has been shown to act as survival factor for olfactory and migrating GnRH neurons, which express its receptor FGFR1 (41–43), and both genes are mutated in a subset of KS/nCHH patients. To further complicate the picture, a cell population on the surface of the OB interacts with incoming axons, GnRH neurons and the CNS, and provide key signals for basement membrane fenestration, hence axon connectivity (44).

Due to the close relationship of olfactory axon elongation/connectivity and GnRH migration that occurs during embryonic development, the GnRH neuronal migration is strictly dependent on the integrity and connectivity of the olfactory pathway (30). A premature termination or mislocalization of olfactory axons results in impaired odor perception and GnRH homing. Thus, defects in olfactory development and/or GnRH neuron migration are considered the main primary cause of KS. The genetic findings summarized above have revealed much about the abnormalities that can befall both the development of the olfactory sensory system and GnRH neuron ontogenesis, including their differentiation, migration, maturation, circuit formation, and senescence.

Experimentally, animal models with altered olfactory and GnRH development are becoming available, including mouse, Zebrafish, and Medaka. The zebrafish embryo is ideal for developmental genetic studies, and the depletion of *anosmin-1a* leads to altered olfactory development and a KS-like phenotype (45, 46). In mice, several mutant strains display a phenotype that closely resemble KS/nCHH, including mouse mutant for *Dlx5* (14, 16, 47), *Emx2* (18), *Klf7* (13), *FezF1* (17, 48), *Six1* (12), *Prok2* and its receptor *Prokr2* (6, 15), *Lhx2* (9), *Ebf2* (49), *Nrp1* and *Sema3a* (10, 11). Notably, 7 of these (*Dlx5, Emx2, Klf7, Six1, FezF1, Ebf2*, and *Lhx2*) code for unrelated transcription factors, thus it can be postulated the existence of transcription regulatory networks, yet to be uncovered, that sustain olfactory development and connectivity, consent migration of the GnRH neurons and may contribute to the onset of KS/nCHH when altered. Furthermore, it is increasingly recognized that biological processes are governed and regulated by regulatory modules and networks of molecular interaction, not limited to protein-coding genes, rather then simplistically by individual genes.

To advance in our knowledge on the molecular regulation of axon extension/connectivity and GnRH neuron migration, in the present study we adopted a strategy based on the generation of transcriptome-wide profile data, combined with bioinformatic analyses and meta-analyses. In addition to the normal olfactory tissue we have also included one of the mouse models of KS, i.e., the *Dlx5* null (14, 16, 47). We then used transgenic Zebrafishes to image the olfactory axons and the GnRH neurons, and use these to establish the function of Dlx5 targets for olfactory axon extension/contact and on GnRH neuron migration and neurite extension. The results confirm a role for *Dlx5* and *FGFR1*, and indicate *Lrrn1* and *Lingo2* as novel players for olfactory axon organization and for GnRH neuron migration. Finally, we applied a gene prediction algorithm based on conserved co-expression networks, on all known human and mouse KS-causing genes. We predict a set of best candidates for causing, con-causing, or modifying the KS/nCHH phenotype.

## Materials and Methods

### Mice null for Dlx5

Mice with targeted disruption of *Dlx5* have been previously reported (50). The null allele, denominated *Dlx5^lacZ^*, allows for detection of the *Dlx5*-expressing cells by staining for β-galactosidase (β-gal) expression. The olfactory phenotype has been previously characterized (14, 16, 47). To obtain the WT samples, only WT males and females were crossed. To obtain *Dlx5* mutant samples, *Dlx5*^+/−^ (heterozygous) males and females were crossed; the progeny showed the expected Mendelian ratios of genotypes^+/+^, *Dlx5*^+/−^ and *Dlx5^−^*^/−^. Pregnant females were sacrificed at the chosen embryonic age by cervical dislocation. The day of the vaginal plug was considered E0.5. All animal procedures were approved by the Ethical Committee of the University of Torino, and by the Italian Ministry of Health.

### Tissue collection from mouse embryos

Embryos were collected clean of extra-embryonic tissues (used for genotyping) by manual dissection, transferred in RNAse-free PBS, and further dissected to separate the head. This was then included in 3% low-melting agarose in PBS, let harden and sectioned by vibratome (250 μm). Sections were manually dissected in cold PBS, with fine pins, to collect the OE or the VNO epithelia, or alternatively to collect the adjacent mesenchyme (Figure S1 in Supplementary Material). The excised tissues were individually collected in RNA-later (Ambion) and stored at −20°C until extraction. Following genotyping, samples of the same genotype were pooled. For the *Dlx5* mutant tissues, the entire epithelial lining of the nasal cavity was collected, since it was not possible to discriminate the OE vs. the respiratory epithelium.

### RNA extraction, labeling, and hybridization on mouse exon-specific arrays

At least 15 embryos were used for each developmental age, the collected tissues were pooled in three independent biological samples, used to extract total RNA with the Trizol (Invitrogen).

After extraction, RNA samples were quantified using a NanoDrop spectrophotometer (NanoDrop Technologies), the integrity of RNA molecules was assessed by capillary electrophoresis on a Agilent Bioanalyzer (Agilent), and found to have a RIN (RNA Integrity Number) value >5. One microgram of each total RNA sample (in triplicate) was processed using the Affymetrix platform’s instruments, following the GeneChip Whole Transcript Sense Target Labeling procedure, according to instructions. Ribosomal RNA was depleted using the RiboMinus kit (Invitrogen), cDNA was synthesized with random primers coupled with the T7 Promoter sequence, using SuperScript II for first-strand synthesis, and DNA Polymerase I for second-strand synthesis. The cDNA was and used as template for IVT amplification, using T7 polymerase. The amplificated products were used to synthesize single-stranded cDNAs, with the incorporation of dUTP, the products were fragmented by uracil-DNA-glycosylase (UDG) and apurinic/apyrimidinic endonuclease-1 (APE 1) treatment. Finally, 5.5 μg of fragmented cDNA samples were biotinylated with terminal deoxynucleotidyl transferase and used to hybridize on GeneChip^®^ Exon 1.0 ST Arrays (Affymetrix, Santa Clara, USA). The Chips were washed and stained with Streptavidin-phycoerithrin in the GeneChip Fluidic Station 450 and scanned with Affymetrix GeneChip^®^ Scanner 3000 7G.

### Analysis of microarray data

Quality control was performed using the Affymetrix Expression Console software^1^. All the experiments exhibited optimal quality controls and correctly clustered in the right sample groups; they were thus all included in the analysis. Normalization and probeset summarization steps were performed with RMA, within the OneChannelGUI package (51) included in Bioconductor (52), separately for each pairwise comparison including the six relevant arrays (three biological replicates per condition). Differentially expressed genes (DEG) for each pairwise comparison were obtained with Rank Products (53), adopting a 0.05 false discovery rate (adj. *p*-value ≤0.05).

### Softwares and databases

For preliminary Gene Ontology (G.O.) analyses we used DAVID^2^ and KEGG^3^. For improved categorization and visualization, we used ClueGO (54). For the time course analysis we used default parameters. For the analysis of down-regulated DEGs in the *Dlx5^−^*^/−^ samples we relaxed the analysis by using a cutoff of 0.001 on nominal enrichment *p*-value. For embryonic expression of RefSeq genes we used the two on-line *in situ* hybridization databases GenePaint^4^ and Eurexpress^5^. For the position weight matrix (PWM) we used the JASPAR database. Tissue-specific conserved co-expression networks were obtained with the TS-CoExp Browser^6^ (55).

We also used the following web resources: Ensembl Genome Browser^7^, UCSC Genome Browser^8^, RefSeq^9^, Mouse Genome Informatix^10^, OMIM^11^.

### Genome-wide prediction of Dlx binding sites and putative target genes

With the PWM of Dlx5 provided by JASPAR under accession PH0024.1 (56) Dlx5 sites were predicted by standard log-likelihood ratios, using as null model the nucleotide frequencies computed over the whole intergenic fraction of the mouse genome. We considered only those sites scoring 50% of the maximum possible score or better. We selected sites that are conserved in at least two (of eight vertebrate species). A site is defined as conserved with species S if it lies in a region of the mouse genome which is aligned with a region of the S genome and the aligned sequence in/S/is a site according to the same definition used for mouse sites. A ranked list of putative Dlx5 targets was obtained from the identified sites as described (57).

### Conserved co-expression network, and prediction/prioritization of putative disease genes

Tissue-specific conserved co-expression networks were obtained with the TS-CoExp Browser (see footnote text 6) (55, 58), based on 5188 human and 2310 mouse manually annotated microarray experiments. For disease prediction/prioritization we used a tool within the TS-CoExp Browser and the same approach based on conserved co-expression networks, but instead of using genes causing similar phenotypes, we used KS-disease genes as “reference” genes. These genes were selected based on documented mutations in KS patients (for human) or well described olfactory/GnRH embryonic phenotype recapitulating KS (mouse).

### Validation of array data by real-time qPCR

Tissue samples corresponding to WT and *Dlx5^−^*^/−^ OE were collected from embryos at the age E12.5, transferred in RNA-later in individual tubes and stored at −20°C. The genotype was determined on extra-embryonic tissues. Samples were pooled according to the genotype, collected in Trizol (Invitrogen), and used to extract total RNA according to the instructions. For Real-Time qPCR, 250 ng of total RNA was reverse-transcribed at 42°C for 50 min in the presence of 500 ng/μl random hexamers, 10 mM of each dNTPs, RNasin and Improm Reverse Transcriptase (Promega). Relative cDNA abundance was determined using the AB7900 System and the GoTaq qPCR Master Mix (Promega). Specific cDNAs were amplified using primers and probes designed according the Universal Probe Library system (UPS, Roche). Experiments were repeated at least twice on independent samples, every point was done in triplicate, results were normalized to the level of *TATA-binding protein* (TBP) and *GAPDH* mRNAs. Data analysis was performed with ABI software, version 2.1 (Applied Biosystems) using the comparative Cq method, calculated with the formula of the DDCq. For each primer-pair, the melting curves of the amplified products revealed a single peak. Primer sequences are provided (Table S1 in Supplementary Material).

### Zebrafish strains and gene knock-down in embryos

The following two strains were used for visualization of the olfactory axons: *OMP^2k^:gap-CFP^rw034^* and *TRPC2^4.5k^:gap-Venus^rw037^* (59–61), and were obtained from Drs. Nobuhiko Miyasaka and Yoshihiro Yoshihara (RIKEN Brain Science Inst., Japan). The fish strain *GnRH3:GFP* (62–64) was obtained from Dr. Y. Zohar (University of Maryland Biotechnology Institute, Baltimore, USA) and Dr. Y. Gothilf (Life Sciences, Tel-Aviv University, Israel). Adult fishes were maintained, bred and genotyped according to standard procedures, kept under a 14 h-light and 10 h-dark photoperiod at 28°C. Allelic transmission followed the expected Mendelian ratios. Following fertilization, 1-cell zygotes were collected and maintained in the presence of 0.003% 1-phenyl-2-thiourea (PTU) to prevent formation of melanin.

To down-modulate specific genes, we injected antisense morpholino oligos (MO) into zebrafish oocytes (65, 66). MO were designed either to block splicing at a specific exon-intron junction (GeneTool oligo design), and consequently lead to present of aberrant transcripts and frame-shifted translation, or to anneal to the ATG start codon and inhibit translation initiation. For *z-dlx5a* we combined two MOs: one annealing with the exon1-intron1 splice junction and leading to a premature Stop codon upstream of the homeodomain; the other annealing with the Start codon. Sequences and properties of all the MO are in Table S2 in Supplementary Material. Zygotes were collected at one-cell stage and injected under stereological examination with 4 ng of MO, in presence of Phenol Red for subsequent selection. From 48 to 72 h post fertilization (hpf) embryos were fixed with 4% PFA at 4°C ON, washed in PBS, and embedded in 4% low-melting agarose, 0.1% Tween-20. The apical portion of the head was manually dissected from the rest of embryo. Confocal microscopy analysis was performed using a Leica TCS SP5 (Leica Microsystems). The OMP:CFP+ and the Trpc2:Venus+ (YFP+) axons were viewed in a frontal plane, while the GnRH3:GFP+ neurons were viewed in a ventral plane. Images were acquired as Z-stacks of 1 μm thick optical sections. Digital micrographs images were contrast balanced and color matched using Photoshop7 (Adobe), cropped, rotated, and assembled into figures with QuarkXpress (Pantone).

## Results

### Genes differentially expressed during olfactory development

We set forth to generate expression profiles of the OE at key stages of its development, comprising the time of axonal connection. We selected three developmental stages, i.e., the Olfactory Placode (OPL) at E11.5, the OE at E12.5, and either the OE or the VNO at E14.5. Mouse Affymetrix GeneChip^®^ Exon 1.0 ST Arrays were used to analyze the gene expression profiles of the developing olfactory (neuro)epithelium (OE). 

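RNA of the epithelial (EPI) fraction was hybridized on 3 arrays for each of the OPL at E11.5, the OE at E12.5, the OE at E14.5 and the VNO at E14.5. The sample labels give at least 4 embryos per pool and the methods at least 15 embryos per age. Neither says whether pools shared litters, so the p-values measure the spread between these pools. The authors' values are RMA values on the log2 scale, 1 for each of 23339 transcript clusters, which gather the probes along the exons of a gene, and 23238 of these have values on the arrays of the time course. Pearson's r between replicates of an EPI group, across clusters, which are not independent replicates, lay between 0.963 and 0.986. The array medians did not coincide between groups: they were 6.41 to 6.44 in the OPL E11.5, 6.96 to 7.06 in the OE E12.5, 6.55 to 6.61 in the OE E14.5 and 6.72 to 6.76 in the VNO E14.5. Groups were compared by limma on the deposited values of the 6 arrays concerned, with Benjamini-Hochberg adjustment over all clusters, and a gene was called at an adjusted p of at most 0.05 and a log2 fold change of 0.9 or more in either direction. Counts run over 14090 genes with a single symbol, each read on its brightest cluster, with the OR genes counted apart. Beside each count stand the count after quantile normalization of the 6 arrays and the count by Rank Products, the test named in the methods. In simulated data with known changes, limma recovered 62% of the clusters changed by a log2 of 1 and 97% of those changed by 2 between the E12.5 and E11.5 arrays, with 7 false calls, and Rank Products made 85 false calls. For the OE at E14.5 against E11.5, limma recovered 36% and Rank Products 14% of those changed by 1. Of those changed by 2 they recovered 89% and 97%. With 3 arrays against 3, an exact permutation test of a single gene cannot give a p below 0.1.

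**Figure D1:**
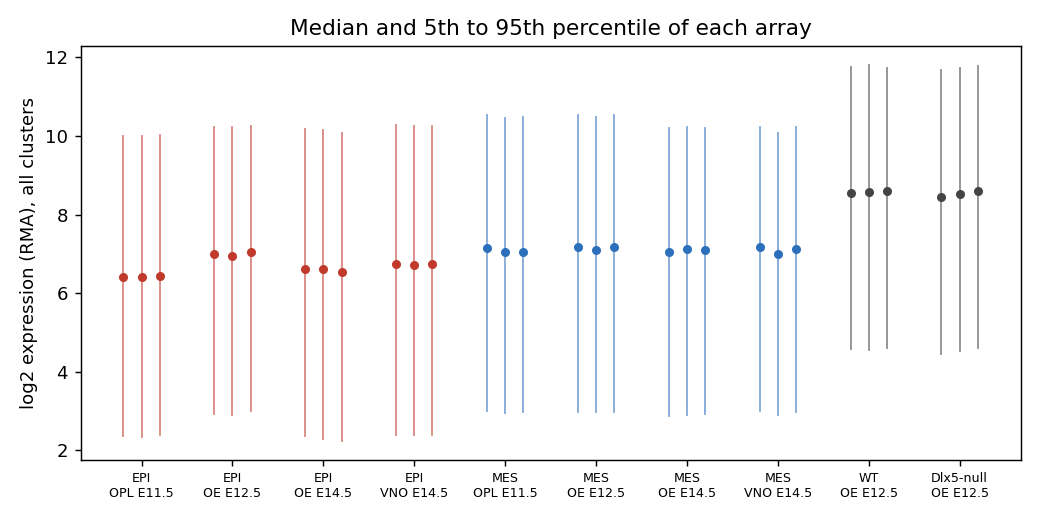
RMA expression on the log2 scale (vertical axis) on each of the 30 arrays, grouped by fraction, tissue and age (horizontal axis), with a dot at the median of all clusters and a line from the 5th to the 95th percentile. The EPI OPL E11.5 medians of 6.41 to 6.44 are the lowest, and the arrays of the Dlx5 comparison, normalized apart from the others, lie at 8.44 to 8.61.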

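Cyp2g1, an olfactory-specific cytochrome P450 of supporting and glandular cells, was among the genes that rose in the epithelium between E11.5 and E12.5. It stood at 7.21 ± 0.75 (SD, n = 3) on the E12.5 arrays against 3.48 ± 0.18 (SD, n = 3) at E11.5, a log2 fold change of 3.73 (standard error 0.36, adjusted p = 0.00123 from limma). Aox2, an aldehyde oxidase, rose by 3.06 (standard error 0.22), Ehf, an epithelial transcription factor, by 2.52, Osr2, a transcription factor of craniofacial tissue, by 2.27, and Grik1, a kainate receptor subunit, by 2.26. Among falling genes were Esd, an esterase, with a log2 fold change of -2.99 (standard error 0.37), Mrto4, a ribosome assembly factor, with -2.70, and Spcs1, a signal peptidase subunit, with -2.17. All of these genes were called by limma, after quantile normalization and by Rank Products. Of the neuronal genes, Prph, a neuronal intermediate filament, rose by 1.75, Nrp1, a semaphorin receptor, by 1.56, and Lhx2, a LIM homeobox factor of olfactory neurons, rose too, each called under both scalings but not by Rank Products. Neurod1, a proneural factor, had a log2 fold change of 1.20 and Omp, the marker of mature olfactory neurons, 0.93, and both calls were lost after quantile normalization.

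By limma 2387 genes were higher and 52 lower at E12.5. The median of all clusters differed by 0.54 between the groups, and quantile normalization, which moved it to 0.015, gave 182 genes higher and 264 lower, so that rising genes made up 97.9% of the calls before it and 40.8% after. Rank Products gave 27 and 54. Relative to the median of all genes, 21 measured genes of immature neurons lay 0.47 higher and 15 of them were called up, 6 after quantile normalization (camera adjusted p = 0.00751, and adjusted p = 0.59 with an estimated correlation). Of 25 genes of sustentacular cells and detoxification 16 were called up, also over the list alone, and 4 after quantile normalization (camera adjusted p = 0.427, and adjusted p = 0.67 with an estimated correlation).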

Comparing the OE E12 vs. the OE at E11, with adj. *p*-value ≤0.05 and fold-change ≤−0.9 or ≥0.9, we found 29 up-regulated and 62 down-regulated genes. Comparing the OE at E14 vs. the OPL E11 we found 358 up-regulated and 17 down-regulated genes. 

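Matrix, bone and surface epithelium genes rose in the OE at E14.5 against the OPL at E11.5. Aspn, a small proteoglycan of connective tissue, stood at 9.88 against 3.26, a log2 fold change of 6.62 (standard error 0.26, n = 3 against 3, adjusted p = 2.51e-04 from limma). Ibsp, bone sialoprotein, rose by 6.49 (standard error 0.44), Bpifa1, listed under its earlier name Plunc in the paper's tables and secreted by respiratory epithelium, by 6.33 and Cyp2g1 by 5.97. Omp rose by 2.81 (standard error 0.28, adjusted p = 0.00158), from 5.28 ± 0.28 to 8.09 ± 0.50 (SD, n = 3). The olfactory transduction channel subunit Cnga2 rose by 2.48 and the receptor transporters Rtp1 and Rtp2 by 2.34 and 2.41. Among falling genes were Hba-x, an embryonic globin, with -2.43 (standard error 0.22), and Hemgn, a factor of red cell precursors, with -2.27. All of these were called by limma, after quantile normalization and by Rank Products.

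Of 17 measured genes of mature olfactory neurons, 11 rose, and 11 when adjusted over the list alone, with a median of 1.02 (camera adjusted p = 6.03e-04, and adjusted p = 0.20 with an estimated correlation). Of 33 collagens 25 rose, of 47 matrix glycoproteins and proteoglycans 30, of 12 bone genes 8 and of 28 genes of respiratory and stratified epithelium 20, and 25, 32, 9 and 21 when adjusted over the list alone (camera adjusted p = 9.43e-09, 1.41e-08, 0.00372 and 1.38e-07, and adjusted p = 0.31, 0.29, 0.20 and 0.29 with an estimated correlation). Among 25 genes of sustentacular cells and detoxification 17 rose (17 adjusted over the list alone; camera adjusted p = 2.51e-06, and adjusted p = 0.20 with an estimated correlation), with Cyp2f2 at 4.81 and Aldh1a1, a retinaldehyde dehydrogenase, at 4.23. Of 15 erythroid genes 6 fell and none rose, also over the list alone. Markers of other tissues moved with them: 10 of 13 skeletal muscle genes and 13 of 19 macrophage genes rose. Some list members, Omp and Prph among them, are genes the paper chose on these samples, and for them the list is not independent evidence. By limma 2023 genes were higher and 184 lower, after quantile normalization 1507 and 353, and by Rank Products 355 and 14, at a shift of 0.18 in the median of all clusters. With the E12.5 EPI arrays in place of those of E11.5, a comparison chosen after seeing the data, limma called 459 genes higher and 809 lower.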

Comparing the VNO E14 vs. the OPL E11 we found 459 up-regulated and 21 down-regulated genes.

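Bone, matrix and surface epithelium genes were among the largest rises between the OPL at E11.5 and the VNO at E14.5, and muscle genes rose too. Ibsp rose by 8.24 on the log2 scale (standard error 0.09, n = 3 against 3, adjusted p = 2.04e-06 from limma), Bpifa1 by 7.91 (standard error 0.18), Aspn by 7.27, Reg3g, a secreted lectin of mucosal epithelia, by 6.38, Cyp2g1 by 6.25 and Acta2, smooth muscle actin, by 5.49. Omp stood at 8.57 ± 0.07 (SD, n = 3), a rise of 3.28 (standard error 0.15, adjusted p = 6.55e-05). Car14, a membrane carbonic anhydrase, fell, with -2.61, as did the Rh glycoprotein gene Rhag of red cells, with -1.96. Each of these genes was called by limma, after quantile normalization and by Rank Products.

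All 13 measured skeletal muscle genes rose, 13 when adjusted over the list alone, at a median of 2.78 (camera adjusted p = 1.21e-05, and adjusted p = 0.052 with an estimated correlation). Tnnc1, a troponin, rose by 5.08, the myosin light chain Myl1 by 3.98 and Myog, a muscle differentiation factor, by 3.58. Of 12 bone genes 11 rose (11 adjusted over the list alone), among them Panx3, a channel of osteoblasts, by 4.66, Mmp13, a collagenase, by 4.21 and Sp7, the osteoblast transcription factor osterix, by 3.84. These lists also rose as a whole by camera, and bone kept an adjusted p = 4.33e-05 there but had an adjusted p = 0.052 with an estimated correlation. Of 9 measured vomeronasal neuron genes 2 rose, and of 83 vomeronasal receptor genes 7 rose and 1 fell (5 and 1 adjusted over the list alone). By limma 2938 genes were higher and 119 lower, by Rank Products 472 and 17, and after quantile normalization 1577 and 372, at a shift of 0.31 in the median of all clusters.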

A fraction of the DEGs might derive from mesenchymal cells present in the epithelial samples; as a matter of fact, epithelial cells do not easily detach from the basement membrane and mesenchymal cells inevitably tend to remain attached. A survey of the embryonic expression territory of the modulated genes using the on-line expression databases and www.genepaint.org and www.eurexpress.org showed that about 10% of the DEGs was indeed expressed in the nasal mesenchyme adjacent to the OE, and not in the OE or VNO proper. Thus, we decided to estimate the extent of mesenchymal contamination in the OPL, OE, and VNO samples, by collecting pure mesenchymal tissue adjacent to the OPL, OE, and VNO, at the same embryonic ages, and use the RNA extracted from these to quantitatively determine the mRNA abundance of “epithelial only” (*FoxJ1, Fmo2*, and *Ehf*) and “mesenchymal only” (*Sp7* and *Lect1*) genes, by Real-Time qPCR. In the same experiment we compared the samples of the OE (mixed epithelium and mesenchyme) with “pure mesenchyme” samples at the same embryonic age. The results indicate that the abundance of a mesenchymal RNA in the OE samples is roughly 15% that of the pure mesenchyme samples, thus we assumed that the contribution of MES in the EPI samples is 15% (Figure S2 in Supplementary Material).

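The mesenchymal (MES) fraction was hybridized on 3 arrays for each of the tissue adjacent to the OPL at E11.5, to the OE at E12.5, to the OE at E14.5 and to the VNO at E14.5. Its RMA values stand in the same deposited table as those of the EPI fraction. The array medians were 7.05 to 7.15 at E11.5, 7.10 to 7.17 at E12.5, 7.05 to 7.12 in the MES OE at E14.5 and 7.01 to 7.16 in the MES VNO at E14.5. Pearson's r between replicates of a MES group, across clusters, lay between 0.977 and 0.990. The same calls and counts were used as for the EPI fraction. In simulated data limma recovered 68% of clusters changed by a log2 of 1 in the comparison of the MES OE at E14.5 with E11.5 and 62% in that of the MES VNO, with 1 and 3 false calls.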

At the same time, using the GeneChip^®^ Exon 1.0 ST Arrays and the same hybridization procedure and statistical analyses used before, we generated profiling data from the MES samples collected from wild-type embryos at E11.5, E12.5, and E14.5. At the age E14.5 the samples were collected adjacent to the OE or adjacent to the VNO, according to their anatomical position, and maintained separated. This effort was undertaken to: (1) explore the global changes of expression that underlie interaction between the OE and the MES, (2) carry out a subtraction step on the raw EPI data, to generate cleaner OE data.

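Connective tissue and cartilage genes were among those that rose in the MES fraction. At E12.5 Aspn had risen by 4.61 on the log2 scale (standard error 0.13, n = 3 against 3, adjusted p = 5.34e-04 from limma), Cnmd, the cartilage protein chondromodulin listed as Lect1 in the paper, by 3.52, and Acan, the cartilage proteoglycan aggrecan, by 2.61. Genes of other kinds rose too, Sult1e1, a sulfotransferase, by 3.12, Sim1, a transcription factor of the hypothalamus and of limb muscle precursors, by 3.07 and Cyp2g1 by 2.12. By E14.5 Ibsp had risen by 6.89 (standard error 0.10) beside the OE, and Bpifa1 by 5.80 (standard error 0.27) beside the VNO. Genes of red cells fell at each step, Hemgn by 2.13 at E12.5, by 2.79 in the MES OE and by 2.57 in the MES VNO. Foxf1, a forkhead factor of mesenchyme, fell by 3.51 and Tbx22, a palate gene, by 3.30 beside the OE, and Lef1, a transcription factor of WNT signalling, fell by 2.55 beside the VNO. All of these calls were made by limma, after quantile normalization and by Rank Products.

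At E12.5, 10 of 21 cartilage genes, 9 of 33 collagens, 8 of 25 genes of sustentacular cells and detoxification and 4 of 21 genes of immature neurons rose, also over each list alone (camera adjusted p = 8.03e-12, 5.33e-09, 3.78e-04 and 1.39e-08, and adjusted p = 0.11, 0.18, 0.13 and 0.17 with an estimated correlation). Of 28 measured cell cycle genes 9 fell in the MES OE and 18 in the MES VNO, counts that were also reached when adjusted over the list alone. Bub1, a spindle checkpoint kinase, fell by 1.66 and Aurka, a mitotic kinase, by 1.42 beside the VNO. As a whole the list was lower in the MES VNO (camera adjusted p = 4.47e-11, and adjusted p = 0.17 with an estimated correlation). By limma 210 genes were higher and 23 lower at E12.5 against E11.5, after quantile normalization 176 and 27, and by Rank Products 145 and 13. In the MES OE at E14.5, 686 were higher and 357 lower, after quantile normalization 792 and 214, and by Rank Products 408 and 63. In the MES VNO at E14.5, 845 were higher and 497 lower, after quantile normalization 908 and 285, and by Rank Products 391 and 65. The medians of all clusters shifted by 0.02, -0.14 and -0.11.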

By comparing the MES samples at E12 vs. E11 we found 118 up-regulated and 17 down-regulated genes; comparing the samples OE at E14 vs. OPL E11 we detected 284 up-regulated and 41 down-regulated genes, while comparing the VNO at E14 vs. OPL E11 we detected 293 up-regulated and 35 down-regulated genes (the non-annotated probes are not included). Then we subtracted the estimated expression of MES genes (15%) from the raw expression data, applying this general formula to all genes present and expressed:

$$E_{i}^{c}\left(g\right)=E_{i}\left(g\right)-F\times M\left(g\right)$$

where *E_i_*(*g*) is the expression of gene g in the i-th replicate of the EPI dataset and *M*(*g*) is the expression in the MES dataset, averaged over all replicates. 

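The subtraction was repeated on the deposited RMA values after returning them to the linear scale. From each EPI array 0.15 times the mean of the 3 MES arrays of the same tissue and age was taken away, values under the lowest value of the EPI array were set to it, and the result was returned to log2. The paper's text does not name the scale or the floor. Between 72 and 150 clusters of an EPI array reached the floor at E12.5, 266 to 320 at E11.5, 770 to 1253 in the OE at E14.5 and 537 to 551 in the VNO at E14.5. These corrected arrays were then compared by limma as before. Since each EPI array of a group had the same MES mean taken away, the spread of the corrected values holds no error of that mean.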

*F* is the estimated mesenchymal fraction, equal to 0.15. 

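More genes lost their call with a larger F, yet the limma total of genes called up rose as well. It went from 2567 with F at 0.1 to 3387 with F at 0.2 in the OE at E14.5, and from 3848 to 5044 in the VNO. Of the genes called up by limma in the OE at E14.5 before the subtraction, 59 were no longer called with F at 0.1 and 117 with F at 0.2, and 57.6% and 65.8% of these were up in the MES OE. In the VNO at E14.5 they numbered 21 and 49, of which 71.4% and 75.5% were up in the MES VNO. By Rank Products, the numbers lost were 82 and 155 in the OE and 98 and 207 in the VNO. Of these, 50% and 53.5% were up in the MES OE and 35.7% and 35.3% in the MES VNO.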

Choosing *F* to be equal to 0.1 or 0.2 did not significantly alter the results. With this calculation we created a subtracted and corrected dataset with expression values more indicative of the sole EPI expression. Comparing the corrected EPI samples at E12 vs. E11 we found 9 up-regulated genes and 57 down-regulated; comparing the samples OE at E14 vs. OPL E11 we detected 250 up-regulated and 19 down-regulated genes, while comparing the VNO E14 vs. OPL E11 we detected 347 up-regulated genes and 14 down-regulated (the non-annotated probes and the OR genes are not counted). 

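Large rises remained after the MES share was taken away. In the corrected OE at E14.5 Bpifa1 rose by 6.74 on the log2 scale (standard error 0.31, n = 3 against 3, adjusted p = 1.77e-04 from limma) and Cbr2, a carbonyl reductase of airway epithelium, by 5.52. In the corrected VNO at E14.5 Ibsp rose by 8.57 (standard error 0.12) and Cyp2f2 by 5.97. Between E11.5 and E12.5 the corrected values of Cyp2g1 rose by 3.94 and those of Ntrk2, the receptor of the neurotrophin BDNF, by 2.93, while Esd fell, with -3.77. Each of these was called by limma, after quantile normalization and by Rank Products. Several of the falls had values at or near the floor: Phxr4, a per-repeat transcript, stood at 0.84 in the corrected OE against 6.74 at E11.5, and Adam4, a testicular protease, at 1.32 against 6.41.

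By limma, 4434 genes were higher and 95 lower in the corrected E12.5 samples, 2938 higher and 250 lower in the corrected OE at E14.5, and 4410 higher and 187 lower in the corrected VNO at E14.5. The medians of all clusters shifted by 0.68, 0.26 and 0.42. Before the subtraction they shifted by 0.54, 0.18 and 0.31, so part of the larger counts can come from this shift. After quantile normalization the counts were 310 and 530, 2344 and 516, and 2222 and 605. Rank Products gave 25 and 92, 252 and 12, and 349 and 7. Without 1 array, the E14.5 OE count of higher genes ran from 1948 without EPI OPL E11.5 replicate 1 to 3333 without EPI OE E14.5 replicate 3.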

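Few genes were at the floor on all 3 arrays of a group after the subtraction: 1 gene in the OPL at E11.5, 0 in the OE at E12.5, 6 in the OE at E14.5 and 2 in the VNO at E14.5. On single arrays the floor held 13 to 34 genes in the OE at E14.5 and 6 to 11 in the VNO at E14.5. No test was applied to these counts.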

After the subtraction, a number of genes reached a “no expression” level. We assume that this is due mainly to the fact that their differential expression was relative to the MES. We examined how many of the genes that disappeared from the raw list are up-regulated in the MES samples, and detected highly significant enrichments (*p* < 4e–12).

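Some genes that lost their call with the subtraction in the OE at E14.5 had large rises in the MES, and others did not. Panx3 went from 3.10 to 2.35 on the log2 scale and Mmp13 from 2.38 to 1.42, while in the MES OE they rose by 4.40 and 4.00, and Sim1 went from 2.10 to -1.87, while it rose by 4.02 in the MES OE. Apoe, an apolipoprotein, went from 1.80 to 2.19 with a value of 0.21 in the MES OE. These genes lost their Rank Products call, and of the 121 OE genes that did, 97 had a larger log2 fold change after the subtraction than before, by a count made after seeing the data. In the VNO Elf5, a factor of glandular epithelium, went from 2.20 to 2.06 and had risen by 3.76 in the MES VNO, while of 141 lost genes counted there 121 had a larger log2 fold change after the subtraction.

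By limma 92 of the genes up in the raw OE at E14.5 were no longer called, and 57 of them, 62.0%, were up in the MES OE, against 4.87% of all 14090 genes (Fisher's exact test, two-sided, odds ratio 34.6, p = 9.55e-52). In the VNO 36 were lost and 28 of them, 77.8%, were up in the MES VNO (odds ratio 56.7, Fisher's exact p = 7.55e-28). Among the raw calls alone, genes that kept their call were up in the MES in 23.6% of cases in the OE (odds ratio of lost against kept 5.28, Fisher's exact p = 2.79e-14) and in 18.4% in the VNO (odds ratio 15.5). Taking away the MES share by itself lowers the log2 fold change of a gene that rose more in MES than in EPI. These limma odds ratios therefore follow in part from the subtraction and do not show where the lost genes were expressed. By Rank Products the lost genes were also more often up in the MES than genes overall (odds ratio 46.1, Fisher's exact p = 1.92e-68 in the OE, and 22.7, Fisher's exact p = 2.14e-44 in the VNO). Among the raw Rank Products calls alone, 53.7% of the lost and 58.1% of the kept OE genes were up in the MES (odds ratio 0.837, Fisher's exact p = 0.432), and 36.1% and 38.7% in the VNO (odds ratio 0.895, Fisher's exact p = 0.608). The paper reports enrichment of MES genes among those that disappeared and assumes, of the genes that reached no expression, that their differential expression was mainly relative to the MES.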

The corrected lists of EPI DEGs up- and down-modulated in the OE E14 vs. OPL E11 are reported in Tables S3 and S4 in Supplementary Material, respectively, while the lists of DEGs up- and down-modulated in the VNO E14 vs. OP E11 are in Tables S5 and S6 in Supplementary Material, respectively. In the OE we find genes expected to be associated or to play a role in neuronal differentiation and/or olfactory development, such as *NeuroD, OMP, Peripherin, NCAM2, Claudins, Keratins*, and *Lhx2* (a gene causing a KS-like phenotype in the mouse) (9). In addition we find a set of olfactory receptor (OR) genes, as expected (Table S7 in Supplementary Material).

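In the corrected OE at E14.5, Omp rose by 3.05 on the log2 scale against the OPL at E11.5 (standard error 0.34, n = 3 against 3, adjusted p = 0.00387 from limma) and Prph by 2.12 (standard error 0.27). Ncam2, an adhesion molecule of olfactory axons, rose by 1.49, and like Prph was called by limma and after quantile normalization but not by Rank Products. Keratins, the intermediate filaments of surface epithelia, were among the larger changes: Krt17 rose by 4.15, Krt5 by 3.92, Krt14 by 3.70 and Krt19 by 3.62. Of the claudins, which seal epithelial junctions, Cldn5 rose by 2.40 and Cldn8 by 1.95, while Cldn1 had a value of 0.49 (adjusted p = 0.391). Of the proneural family Neurod2 rose by 3.49 and Neurod6 by 3.87 (standard error 1.00), to 6.15 ± 2.10 (SD, n = 3), and the call of Neurod6 was lost without EPI OE E14.5 replicate 1 (adjusted p = 0.0810), whereas Neurod1 was at 0.11 (standard error 0.31, adjusted p = 0.800). Lhx2 had a log2 fold change of 0.31 (standard error 0.30, adjusted p = 0.442).

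Of 19 measured keratin genes 10 rose, 12 when adjusted over the list alone (camera adjusted p = 6.64e-04, and adjusted p = 0.35 with an estimated correlation). Of 15 claudin genes 5 rose and none fell, 5 also over the list alone (camera adjusted p = 0.741). Of 13 forebrain genes 5 rose, also over the list alone (camera adjusted p = 0.369, and adjusted p = 0.75 with an estimated correlation). The EPI OE arrays at E14.5 also spread widely before the subtraction for Islr2 and Dcx, with an SD of 2.07 and 1.25. The paper chose several of these genes on the same samples, and for them the lists are not independent evidence. The paper states that these genes are ones with an anticipated link to neuronal differentiation or olfactory development.

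**Figure D2:**
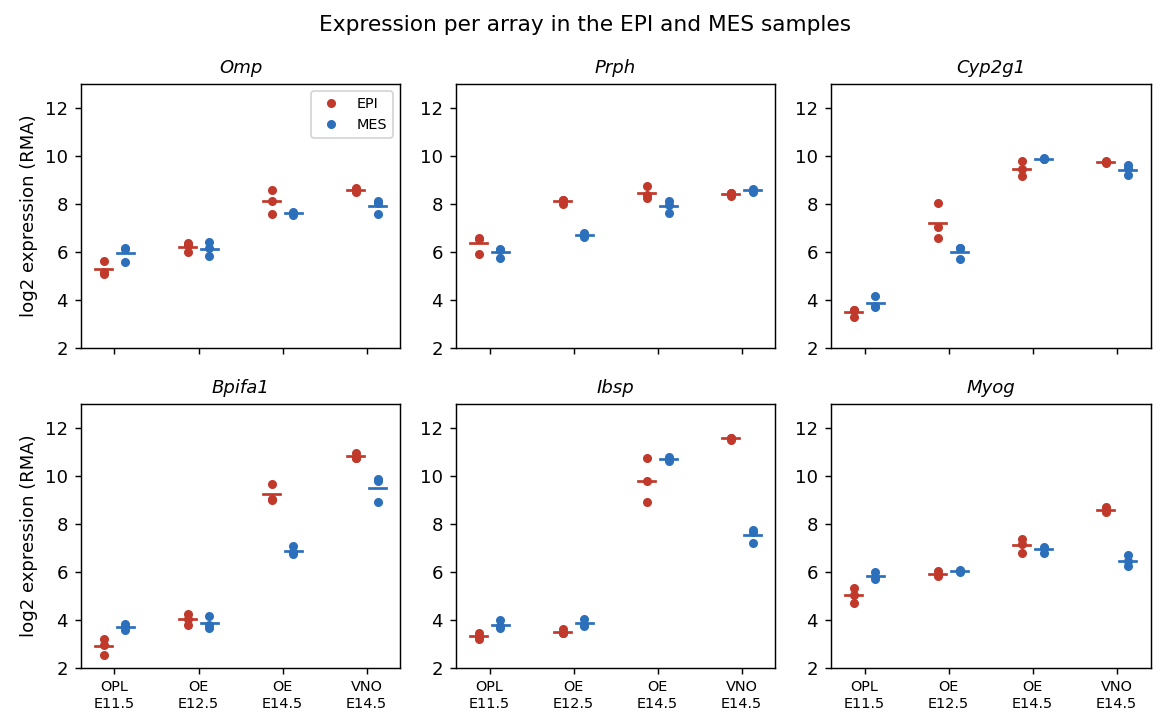
RMA expression on the log2 scale (vertical axis) of Omp, Prph, Cyp2g1, Bpifa1, Ibsp and Myog on each EPI (red) and MES (blue) array by tissue and age (horizontal axis), before the subtraction, with a bar at the mean of 3 arrays. Omp goes from a mean of 5.28 in the EPI OPL E11.5 to 8.09 in the EPI OE E14.5, and the mean of Ibsp at E14.5 is 11.55 in the EPI VNO and 7.53 in the MES VNO.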

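Olfactory receptors, the odorant-sensing proteins of olfactory neurons, were measured as 717 genes on these arrays. In the corrected OE at E14.5, 55 of them were higher by limma and 4 lower, with a median log2 fold change of 0.28. When adjusted over the list alone, 6 were higher. By Rank Products 7 were higher, and after quantile normalization 122. Before the subtraction 50 were higher and 3 lower, 8 by Rank Products, with a median of 0.25. Against all genes, whose median was 0.44, the corrected receptor list lay lower although its own median was positive (camera adjusted p = 0.00107, and adjusted p = 0.020 with an estimated correlation), and after quantile normalization it lay higher, with a median of 0.62.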

Next we carried out functional categorization analyses on the genes up-regulated in the OE, to identify enriched functional categories, using the Gene Ontology-based ClueGo tool (54, 67). Since this analysis could be biased by the OR genes, which are numerous (about 1000 in the mouse genome) and belong to a single category, we masked the OR genes. The results are shown in Figure 1A. 

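Cartilage, collagen and matrix genes, proteases and surface epithelium genes rose in the corrected OE at E14.5. Of 21 measured cartilage genes 20 rose, also when adjusted over the list alone, at a median log2 fold change of 3.07 (camera adjusted p = 1.14e-06, and adjusted p = 0.35 with an estimated correlation). Of 33 collagens 25 rose (26 adjusted over the list alone), led by Col1a1, the main collagen of bone and skin, with 5.11, and Col9a1, a cartilage collagen, with 4.78. Of 47 matrix glycoproteins and proteoglycans 33 rose, and 34 over the list alone (camera adjusted p = 1.44e-07, and adjusted p = 0.33 with an estimated correlation). Among 29 matrix proteases and cross-linkers 19 rose, also over the list alone. Of 28 genes of respiratory and stratified epithelium 18 rose (20 adjusted over the list alone).

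Among genes that pass signals between cells, Nog, a BMP antagonist, rose by 3.91, and of 44 genes of WNT, FGF, BMP and hedgehog signalling 18 rose and none fell, 19 and 0 over the list alone (camera adjusted p = 0.557). Of 17 integrins 5 rose (camera adjusted p = 0.212). Of 34 axon guidance genes 9 rose and 1 fell. Of 28 cell cycle genes 2 fell and none rose, at a median of -0.21 where that of all genes was 0.44 (camera adjusted p = 1.02e-06, and adjusted p = 0.35 with an estimated correlation). Immediate-early genes, which respond to dissection, moved with these groups: 9 of 16 rose (11 over the list alone). These lists were fixed from textbook markers and are not the Gene Ontology terms of Fig. 1.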

From the comparisons OE 14 vs. OPL 11 we detect: regulation of epithelial cell proliferation, regulation of cell migration, regulation of extracellular matrix organization, and various categories of response to signals.

**Figure 1:**
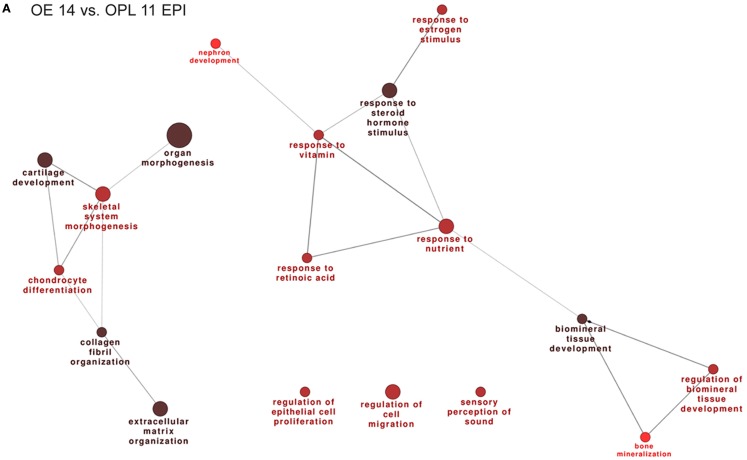

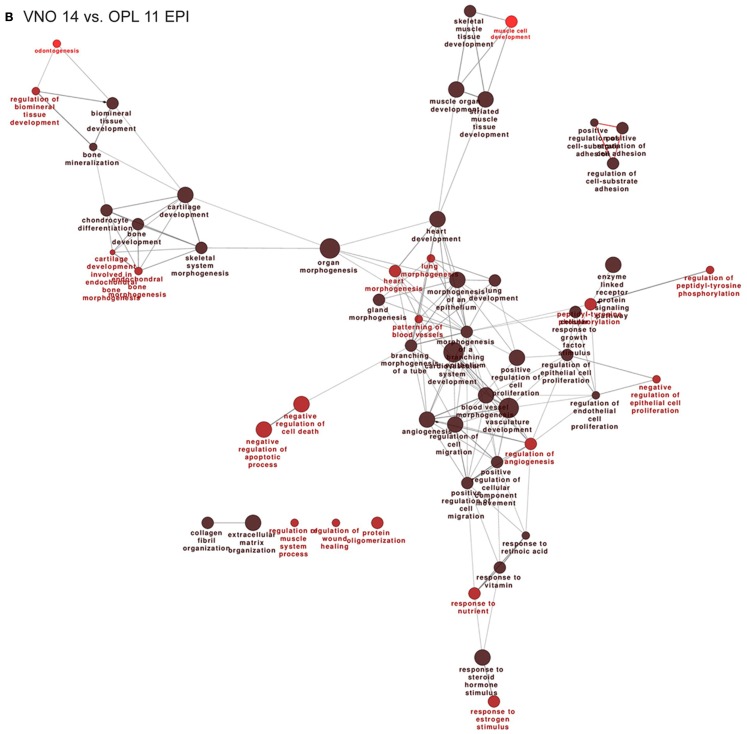
**Functional categorization of genes differentially expressed during normal OE and VNO development**. Significantly over-represented functional categories of DEGs detected in the (corrected) EPI samples, comparing OE 14.5 vs. OPL 11.5 **(A)** or comparing the VNO 14.5 vs. OPL 11.5 **(B)** were organized them in networks using ClueGO. Only the results of the up-regulated DEGs are shown. Circles represent over-represented categories, lines indicate related categories.

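In the corrected VNO at E14.5, Omp rose by 3.55 on the log2 scale against the OPL at E11.5 (standard error 0.20, n = 3 against 3, adjusted p = 2.10e-04 from limma), Lamb3, a laminin chain of epithelial basement membranes, by 2.66 (standard error 0.13) and Epha3, an ephrin receptor of growing axons, by 2.50 (standard error 0.37). These genes were called by limma, after quantile normalization and by Rank Products. Nrp1 rose by 2.24 and Prph by 1.97, called by limma under both scalings and not by Rank Products. The keratins Krt17 and Krt19 rose by 5.42 and 4.35, and the claudins Cldn8 and Cldn5 rose by 2.71 and 2.56. Lhx2 had a log2 fold change of -0.40 (standard error 0.14, adjusted p = 0.0528), Neurod1 -0.32 (adjusted p = 0.319) and Dcx, doublecortin, a microtubule protein of migrating immature neurons, -0.55 (adjusted p = 0.0900). Neurod2 rose by 1.25 by limma alone, and Neurod6 stood at 0.48.

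Of 17 measured genes of mature olfactory neurons 10 rose, also when adjusted over the list alone (camera adjusted p = 0.0213, and adjusted p = 0.28 with an estimated correlation). Of 21 genes of immature neurons 7 rose and 1 fell (camera adjusted p = 0.994). Of 19 keratins 11 rose, and of 15 claudins 7 rose and 1 fell. Genes the paper chose on these samples are members of these lists, which are not independent evidence for them.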

In the VNO, we find several genes expected to be associated or to play a role in VNO development, such as *NeuroD, OMP, Lhx2, Peripherin, Claudins, Keratins, EphA3, Neuropilin1, Lamininβ3, Lhx2* (a Kallmann gene in the mouse), and *Dcx*. In addition we find several OR genes, as expected (Table S8 in Supplementary Material). 

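In the VNO at E14.5 before the subtraction, 101 of the olfactory receptor genes were higher by limma and 6 lower, 84 and 4 when adjusted over the list alone, with a median log2 fold change of 0.35. Rank Products called 11 higher and 1 lower, and quantile normalization gave 69 and 10. In the corrected VNO 114 were higher and 13 lower (77 and 9 over the list alone). Their median of 0.34 lay under the median of 0.58 of all genes (camera adjusted p = 1.23e-07, and adjusted p = 0.024 with an estimated correlation), and this position was lost after quantile normalization (camera adjusted p = 0.998).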

We carried out functional categorization on the genes up-regulated in the VNO, after masking the differentially expressed OR genes, and detected the over-represented classes shown in Figure 1B. 

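Skeletal, muscle, matrix and surface epithelium genes rose together in the corrected VNO at E14.5. Of the 13 measured skeletal muscle genes 13 rose, at a median log2 fold change of 3.39 (camera adjusted p = 1.88e-05, and adjusted p = 0.066 with an estimated correlation), with Tnnc1 at 5.41. Of 12 bone genes 11 rose, at a median of 3.20 (camera adjusted p = 1.28e-04, and adjusted p = 0.066 with an estimated correlation). Of 21 cartilage genes 18 rose, of 33 collagens 29, of 47 matrix glycoproteins and proteoglycans 31 and of 28 genes of respiratory and stratified epithelium 21. Each of these counts was also reached when adjusted over the list alone, and the adjusted p values with an estimated correlation were 0.26, 0.40, 0.27 and 0.070.

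Of 17 integrins, the matrix receptors of cells, 10 rose (camera adjusted p = 0.0342, and adjusted p = 0.40 with an estimated correlation). Of 29 matrix proteases and cross-linkers 21 rose and 1 fell, and of 44 signalling genes of the WNT, FGF, BMP and hedgehog pathways 21 rose and none fell (camera adjusted p = 0.687). Of 34 axon guidance genes 12 rose and 1 fell (camera adjusted p = 0.994). Endothelial and macrophage markers moved with them, 15 of 17 and 18 of 19. Adjustment over the list alone left each of these counts as it was.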

Focusing on the comparisons E14 vs. E11, we detect: regulation of epithelial cell proliferation, regulation of cell migration, regulation of cell adhesion, gland and epithelium morphogenesis, cartilage development, bone development, extracellular matrix organization, and various categories of response to signals.

### DEGs in olfactory-associated MES, during development

We then compared the profiles of the MES samples across the developmental ages E11.5–E12.5–E14.5. The full lists of up- and down-modulated DEGs relative to the OE are provided in Tables S9 and S10 in Supplementary Material, respectively, while the full lists of up- and down-regulated DEGs relative to the VNO are provided in Tables S11 and S12 in Supplementary Material, respectively. 

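Matrix and cartilage genes and some signalling genes rose in the MES fraction between E11.5 and E14.5. Beside the OE, Thbs2, a matrix thrombospondin, rose by 4.47 on the log2 scale (standard error 0.05, n = 3 against 3), Mmp13 by 4.00, Cntn4, an axonal contactin, by 3.59, Matn1, a cartilage matrilin, by 3.58, Mmp9, a gelatinase, by 2.94, Eln, elastin, by 2.69 and Tnc, tenascin C, by 2.23. Of the signals, Fgf7, a growth factor made by mesenchyme for epithelia, rose by 2.83, the WNT modulators Sfrp4 and Sfrp2 by 2.23 and 1.68, Wnt2 by 1.82 and Bmp5 by 1.49. Sema3d and Sema3c, secreted axon guidance molecules, rose by 2.16 and 1.61, their receptor component Nrp1 by 1.59, Lgals9, a galectin, by 1.69 and Fgf12 by 1.57. All of these were called by limma, after quantile normalization and by Rank Products. Fst, follistatin, had a log2 fold change of -0.44 (standard error 0.07, adjusted p = 0.00410) beside the OE and -0.11 (adjusted p = 0.373) beside the VNO, under the minimum in size. The paper's MES tables, as far as held, list the follistatin-like gene Fstl5 as rising in both tissues and do not hold Fst.

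Beside the VNO, Matn1 rose by 4.22, Cntn4 by 3.95, and Eln by 2.95, and Tnc rose by limma but not by Rank Products. Of 17 measured integrins none was called by limma beside the OE, where Rank Products also called 0, and beside the VNO Itgb6, an epithelial integrin, rose by 1.58 and Itgav fell, with -1.00 by limma alone. This list leaves out Itgbl1, integrin beta-like 1, which the paper's MES tables give as rising in both tissues. Collagens rose in 14 of 33 cases beside the OE and 13 beside the VNO, with Col14a1 at 2.91 and 3.41. The paper chose these genes on these samples.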

We recognized genes playing a role in cell–cell communication, signaling, matrix remodeling, etc. such as *Integrins, Contactins, Matrillins, Tenascin, Collagens, MMPs, Adams, Lectin Galactose Binding 9, Elastin, FGF7, FGF12, Sfrp2, Sfrp4, Sema3D, Sema3C, Nrp1, Wnt2, Bmp5, Follistatin*. 

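Genes of olfactory neurons and of supporting cells rose in the MES fraction. Beside the OE at E14.5 Nhlh1, a factor of newly formed neurons, rose by 2.54 on the log2 scale (standard error 0.08, n = 3 against 3), Ncam2 by 2.44, Snap25, a protein of synaptic vesicle fusion, by 2.30, Rtp1 by 2.18 and Lhx2 by 1.44, and Omp rose as well. Beside the VNO Nhlh1 rose by 3.32, Rtp1 by 2.70, Prph by 2.59, Pclo, a presynaptic scaffold, by 2.42, Lhx2 by 2.20 and Neurod1 by 2.03, again with Omp. All of these were called by limma, after quantile normalization and by Rank Products. Gnrh1, the gene of the hormone of migrating GnRH neurons, had a log2 fold change of 1.23 beside the VNO (standard error 0.40, adjusted p = 0.0565), from 5.88 to 7.11 ± 0.83 (SD, n = 3), and -0.18 (standard error 0.25) beside the OE.

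Of 21 measured genes of immature neurons 14 rose beside the OE and 16 beside the VNO, the same counts as over the list alone (camera adjusted p = 5.76e-11 and 1.37e-12, and adjusted p = 0.067 and 0.10 with an estimated correlation). Of 17 genes of mature olfactory neurons 5 and 9 rose, and of 23 synapse genes 7 and 14. Of 25 genes of sustentacular cells and detoxification 16 rose beside each organ (camera adjusted p = 8.64e-12 and 1.64e-11, and adjusted p = 0.060 and 0.094 with an estimated correlation), among them the cytochromes Cyp2g1, by 5.99 beside the OE and 5.55 beside the VNO, and Cyp2f2, by 3.63 and 4.16. Of 9 measured GnRH neuron genes 3 rose beside the OE (camera adjusted p = 0.0699) and 4 beside the VNO, 5 over the list alone (camera adjusted p = 0.00108, and adjusted p = 0.10 with an estimated correlation), among them Gal, galanin, by 1.69. The paper proposes a minimal presence of olfactory neurons in the MES samples and migratory GnRH neurons at E14.5. At that age Cyp2g1 read 9.85 to 9.89 on the MES OE arrays and 9.14 to 9.78 on the EPI OE arrays. Prph read 8.49 to 8.63 in the MES VNO and 8.32 to 8.45 in the EPI VNO. Cyp2g1 and Omp in the VNO and Prph in the OE read lower in MES, and Omp in the OE overlapped. Array medians differed between the fractions. By qPCR of Foxj1, Fmo2 and Ehf the paper estimated a small share of epithelium in the MES samples. That share was not tested on the arrays.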

We also found some neuronal genes, likely due to a minimal presence of olfactory neuron in the MES sample and to the presence of migratory GnRH neurons in the E14 sample, minimal in the E11 sample. Functional categorization on these DEGs detected an enrichment of the following categories: extracellular matrix organization, cell-substrate adhesion, cartilage and bone development, organ morphogenesis, response to signals, and some neuronal categories (Figures 2A,B).

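By gene group, cartilage and matrix rose in both MES samples at E14.5. Of 21 measured cartilage genes 13 rose and 1 fell beside the OE and 13 rose beside the VNO (camera adjusted p = 1.33e-09 and 1.85e-10, and adjusted p = 0.051 and 0.061 with an estimated correlation). Of 12 bone genes 9 rose beside the OE, at a median of 2.28, and 6 beside the VNO, at a median of 0.97, with adjusted p = 0.062 and 0.093 with an estimated correlation. Of 47 matrix glycoproteins and proteoglycans 22 rose and 2 fell beside the OE and 23 rose beside the VNO, and Lama1, a basement membrane laminin, fell, with -1.42 beside the OE. Epithelial genes moved with them: of 28 genes of respiratory and stratified epithelium 17 and 20 rose, and Reg3g rose by 3.44 and 4.55.

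Of 28 genes of the early nasal mesenchyme 11 fell and 3 rose beside the OE (camera adjusted p = 0.0211, and adjusted p = 0.31 with an estimated correlation). Msx1, a homeobox factor of facial mesenchyme, fell, with -1.60 beside the OE and -1.99 beside the VNO, and Foxc2, a forkhead factor of mesenchyme, with -2.15 beside the OE. Of 15 erythroid genes 9 fell in each. Of 44 genes of WNT, FGF, BMP and hedgehog signalling 9 rose and 4 fell beside the OE and 12 rose and 8 fell beside the VNO (camera adjusted p = 0.760 and 0.468). Where no count is given for it, adjustment over the list alone left the count as it was. These lists do not repeat the Gene Ontology terms of Fig. 2.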

**Figure 2:**
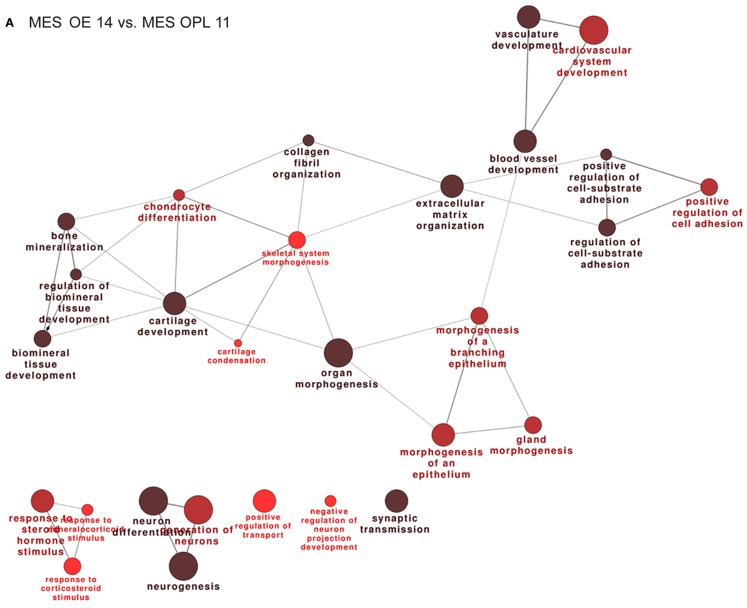

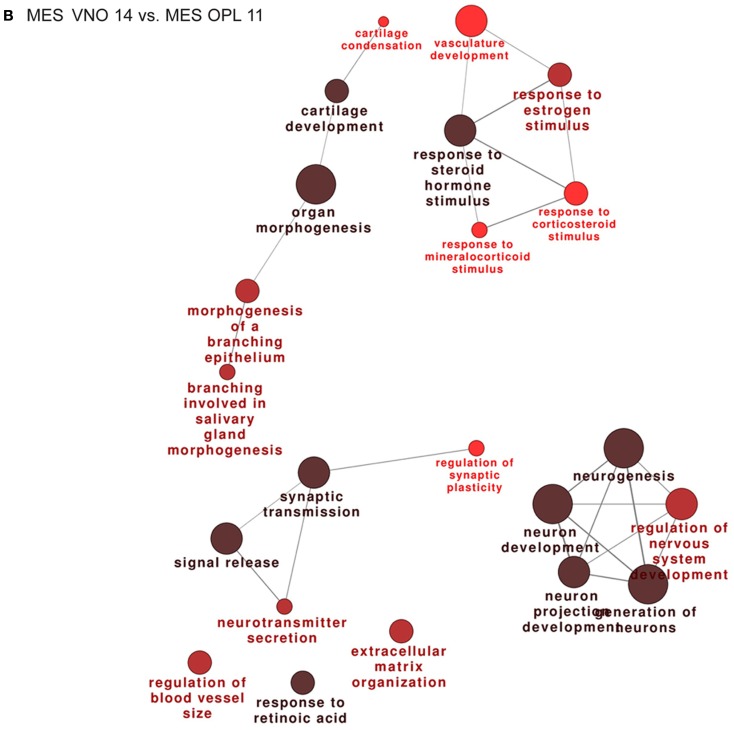
**Functional categorization of genes differentially expressed in the mesenchyme adjacent the OE and VNO, during development**. Significantly over-represented functional categories of the DEGs detected in the mesenchymal tissue associated with the OE 14.5 vs. OPL 11.5 **(A)** or associated with the VNO 14.5 vs. OPL 11.5 **(B)** were organized in networks using ClueGO. Only the results of the up-regulated DEGs are shown.

### Profiling of the Dlx5^*−*/−^ vs. wild-type OE

The *Dlx5^−^*^/−^ mutant mice represent a fully penetrant model of KS (14, 16, 47). Triplicates of the OE and VNO tissues were collected from WT and *Dlx5^−^*^/−^ embryos at the age E12.5, total RNA was extracted and hybridized on the GeneChip^®^ Exon 1.0 ST Arrays. 

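The deposited table holds 3 arrays of WT and 3 of Dlx5-null OE at E12.5, and the paper names the collected tissues as OE and VNO. By the paper's methods the mutant samples took in all of the nasal epithelium, with no separation of OE from respiratory epithelium, so genotype and dissection differ together. These 6 arrays were normalized by the authors apart from the time course, with RMA values for 23332 clusters and array medians of 8.55 to 8.59 in the WT and 8.44 to 8.61 in the null, so values were compared only within this group. Pearson's r between replicates, across clusters, lay between 0.979 and 0.990. Dlx5, the targeted gene, read 10.94, 11.03 and 10.98 on the WT arrays and 10.24, 10.30 and 10.17 on the null arrays, a log2 fold change of -0.75 (standard error 0.09, adjusted p = 0.116 from limma). Where the probes of its cluster lie relative to the deleted segment is not known from the files, so this value checks the genotype only in part. Counts run over 14142 genes with a single symbol. In simulated data on these arrays limma recovered 67% of clusters changed by a log2 of 1 and 96% of those changed by 2, with 6 false calls, and Rank Products recovered 80% and 100%, with 57 false calls.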

Using the indicated statistical parameters (see Materials and Methods) we detected 121 down- and 25 up-regulated genes in the *Dlx5^−^*^/−^ OE vs. the WT, not counting the non-annotated probes and the OR genes (Figure 3A; Table S13 in Supplementary Material). 

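Genes of supporting cells and glia were among those with large negative values in the Dlx5-null OE. By Rank Products, Fabp7, a fatty acid binding protein of radial and olfactory glia, was lower in the null, at 10.73 against 12.69 in the WT, a log2 fold change of -1.96 (standard error 0.26, n = 3 against 3). So were Acsm4, an acyl-CoA synthetase of olfactory tissue, with -2.48 (standard error 0.86), Cyp2g1, with -2.45, Sult1e1, a sulfotransferase, with -2.16, and Cga, the common subunit of the pituitary glycoprotein hormones, with -2.06. The null arrays spread widely for Acsm4 and Cyp2g1 (SD 1.87 and 1.69, n = 3), and without null replicate 1 Acsm4, Cyp2g1 and Sult1e1 had -1.43, -1.48 and -1.48, and Fabp7 -1.99. Gnrh1 stood at 7.82 ± 0.24 against 9.30 ± 0.27 (SD, n = 3), a value of -1.48, and was also called lower by Rank Products. Called higher by Rank Products were Aspn, with 1.62 (standard error 0.36), Cdh8, a neural cadherin, with 1.48, Msx1, with 1.45, and the basal keratins Krt5 and Krt14, the latter with 1.14.

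With the OR genes left out, by limma 0 genes were higher and 0 lower at an adjusted p of at most 0.05. The smallest adjusted p outside the OR genes was 0.0715, of Vsnl1, a calcium sensor of neurons. At an unadjusted p under 0.05, limma gave 775 genes higher and 1270 lower, and with a log2 fold change of 0.9 or more as well, 27 and 115. Rank Products called 21 higher and 53 lower. The arrays of WT and null did not overlap for 24.0% of genes, where chance gives 10%.

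**Figure D3:**
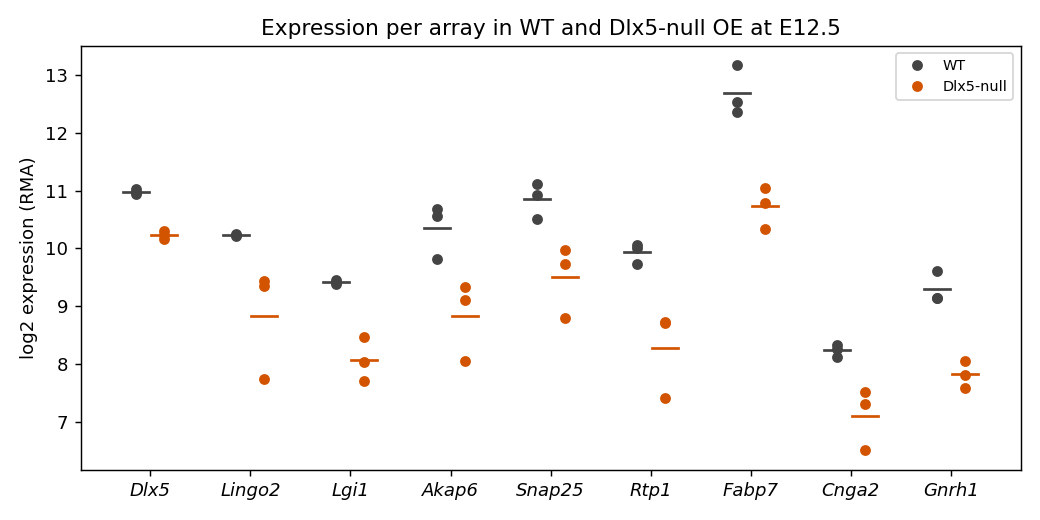
RMA expression on the log2 scale (vertical axis) of Dlx5, Lingo2, Lgi1, Akap6, Snap25, Rtp1, Fabp7, Cnga2 and Gnrh1 (horizontal axis) on each WT (grey) and Dlx5-null (orange) array of the OE at E12.5, with a bar at the mean of 3 arrays. Fabp7 has a mean of 12.69 in the WT and 10.73 in the null, and Dlx5 reads 10.17 to 10.30 in the null.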

Again, the OR genes were removed (provided in Table S14 in Supplementary Material) prior to conducting functional categorization analysis by G.O. We detected: intermediate filament/cytoskeletal organization, endocrine system development, forebrain development, cell–cell signaling, and epithelial cell differentiation (Figure 3B).

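Of the measured olfactory receptor genes of the Dlx5 arrays, 718 in number, limma called 1 lower in the null and 0 higher, 18 lower when adjusted over the list alone, and Rank Products 35 lower and 0 higher. With a log2 fold change of -0.9 or less alone, 47 were lower. Their median was -0.08 (camera adjusted p = 0.0136, and adjusted p = 0.46 with an estimated correlation).

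Of the intermediate filament genes, Rank Products called 2 of 19 keratins higher and 1, Krt23, lower, with -1.20, and limma called 0, or 3 higher when adjusted over the list alone (camera adjusted p = 0.232). In the anterior pituitary list Rank Products called 1 of 10 genes lower, Cga, limma 1 higher and 1 lower when adjusted over the list alone, and in the forebrain list 0 of 13 (camera adjusted p = 0.353 and 0.232). Of 23 synapse genes 22 had negative values, 4 were called lower by Rank Products and 5 by limma adjusted over the list alone, at a median of -0.49 (camera adjusted p = 1.65e-07, and adjusted p = 0.46 with an estimated correlation). Of 28 genes of respiratory and stratified epithelium Rank Products called 4 higher and 1 lower, and limma 3 higher when adjusted over the list alone (camera adjusted p = 0.623), among them Grhl3, a factor of epidermal differentiation, with 1.07. Of 44 genes of WNT, FGF, BMP and hedgehog signalling 35 had positive values and Rank Products called 3 higher, as limma did over the list alone, among them Gli1, a target of hedgehog signalling, with 1.08, and Rspo2, a WNT agonist, with 1.01 (camera adjusted p = 2.09e-06, and adjusted p = 0.26 with an estimated correlation).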

**Figure 3:**
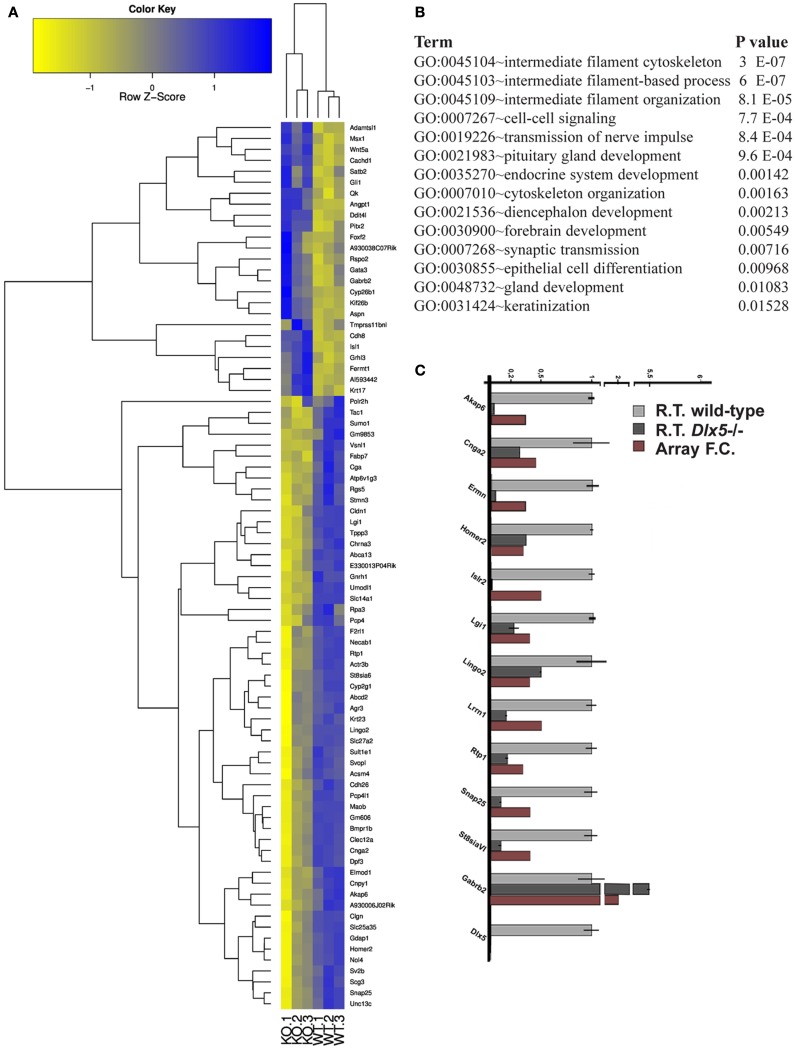
**Genes differentially expressed in the *Dlx5*^−^*^/−^ O*E vs. wild-type OE**. **(A)** Heatmap and cluster analyses on the MicroArray data, after elimination of non-annotated genes and of the OR genes. The triplicate *Dlx5^−^*^/−^ (KO) and wild-type (WT) samples are indicated at the bottom. **(B)** Gene Ontology to detect over-represented functional categories. **(C)** Validation by Real-Time qPCR on selected down-regulated genes, done on independently collected samples. The abundance in the wild-type tissue is set = 1. For each gene, the fold-change determined by MicroArray hybridization is also reported.

We carried out a technical validation of the microarray results, by selecting 12 down- and 4 up-regulated DEGs and quantifying their expression on independently collected samples, by Real-Time qPCR. Of these DEGs, 11 down- and 2 up-regulated were confirmed (Figure 3C).

Next we verified whether the identified DEGs are expressed in the OE, in the adjacent mesenchyme, or in both, by consulting the on-line expression databases GenePaint and Eurexpress. We classified DEGs as either not expressed (−), expressed in the neurepithelium (NEp), expressed in the mesenchyme (Mes), expressed in the respiratory epithelium (Res) or ubiquitously expressed (Ub). We assumed that the OR were all expressed in NEp, and in any case they were excluded. Among the 72 down-modulated DEGs considered, 50 (69%) have a NEp expression, 14 (19%) are not expressed in the OE, 4 (5%) have a Mes expression, 3 (4%) have a Res expression, and 2 (3%) are ubiquitously expressed. Thus, conclude that the majority of down-modulated genes are expressed in the OE.

Then we examined whether the DEGs were differentially expressed also in other mouse tissues upon loss of *Dlx5*, specifically the inner ear and the pharyngeal arches (68, 69). No common DEG was found, indicating that Dlx5 targets are strongly tissue-specific. Next we examined whether the olfactory DEGs we detected were also differentially expressed in other published mouse models of KS, i.e., the *Klf7* and the *Emx2* mutants (70, 71). Three genes were found commonly differentially expressed the three models, namely *stathmin-like 3, synaptotagmin 1*, and *calmegin*, all expressed in the embryonic OE. 

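In the Dlx5-null OE at E12.5 the array values of these genes were all negative. Stmn3, stathmin-like 3, a microtubule regulator of neurons, had a log2 fold change of -1.13 (standard error 0.21, n = 3 against 3), and Clgn, calmegin, a chaperone of the endoplasmic reticulum, one of -1.21 (standard error 0.33), and Rank Products called both lower. Syt1, synaptotagmin 1, a calcium sensor of vesicle release, had a value of -1.10 (standard error 0.24), and its estimated share of false positives by Rank Products was 0.0509, over the threshold. Limma called none of them at an adjusted p of at most 0.05. The other mouse models are not among these arrays.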

Fifty genes were in common between Dlx5 and Emx2 datasets, seven were in common between *Emx2* and *Klf7*, and one was in common between Dlx5 and Klf7. However it should be noted that the profiles of the *Emx2* and *Klf7* mutants were obtained from the OB and not the OE.

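Among the genes called higher in the Dlx5-null OE by Rank Products were Ddit4l, a stress-regulated inhibitor of mTOR, with a log2 fold change of 1.47 (standard error 0.14, n = 3 against 3), Foxf2, a forkhead factor of facial mesenchyme, with 1.47 (standard error 0.70), Cyp26b1, a retinoic acid-degrading enzyme, with 1.17, Fermt1, an integrin-binding kindlin of epithelia, with 1.15, and Pltp, a phospholipid transfer protein. As groups, 30 of 33 collagens had positive values in the null, at a median of 0.26 (camera adjusted p = 3.53e-08, and adjusted p = 0.46 with an estimated correlation), and 19 of 28 nasal mesenchyme genes, 1 of them higher by limma adjusted over the list alone, at a median of 0.41 (camera adjusted p = 2.44e-04, and adjusted p = 0.48 with an estimated correlation). No single collagen was called by limma or by Rank Products, also not when adjusted over the list alone.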

The DEGs up-regulated in the absence of *Dlx5* are enriched in generic terms: biosynthesis, metabolic processes, morphogenesis. Of the 27 DEGs considered, 14 (52%) are expressed in the Mes, 6 (22%) are not expressed in the OE/VNO, 3 (11%) have a Res expression, 2 (7.5%) are expressed in the OE, and 2 (7.5%) are ubiquitously expressed. Thus, we conclude that most of the up-regulated DEGs are not expressed in the OE. Since the Dlx proteins are generally considered transcription activators (72, 73), the interest in these DEGs is low and they were not further considered.

### Genome-wide prediction of Dlx5 binding sites and transcriptional targets

Using the consensus PWM for Dlx5 (56) (Figure S3 in Supplementary Material) we screened conserved regions of the vertebrate genome and detected putative Dlx5 binding sites. We attributed to each site a score that reflects the number of species in which the site is conserved. We then associated the sites to an associated Refseq transcripts and found 3,426 RefSeq targets, corresponding to 2,683 unique Entrez-IDs [see Materials and Methods, and Ref. (57)]. The top scoring RefSeq are reported in Table S15 in Supplementary Material. We then categorized the predicted Dlx5 targets by ClueGO (54), and detected an enrichment categories such as neuronal differentiation, brain development, etc. as expected [there is ample literature on this; see Ref. (73)].

We then intersected the best predicted Dlx5 targets (having at least one binding site conserved in at least three mammalian species, and located <10 kb from the TSS) with the list of DEGs obtained comparing *Dlx5^−^*^/−^ vs. WT OE, and we found that 16% of the down-regulated DEGs (19/121; *p* = 0.0003) were indeed predicted target of *Dlx5*, while 40% of up-regulated DEGs (9/21; *p* = 0.00019) were predicted targets. In both cases statistical significance was reached. This suggests that the prediction algorithm we have used is sensitive and sound. To restrict the number of candidate genes we intersected the profile datasets with: (a) embryonic expression databases, (b) conserved co-regulations, (c) predicted Dlx5 sites and target RefSeq, (d) data from published literature, in order to assign a score value to each DEG (Tables 1A–E). The expression of these putative *Dlx5* targets in the embryonic OE and nasal region, by *in situ* hybridization (see footnote text 4) is reported in Figure S5 in Supplementary Material. Some of the most functionally relevant genes are briefly described below:

**Table 1:** **Best *Dlx5* target gene, selected combining the profiling results with PWM-based site prediction and embryonic expression**.

Gene title	Gene symbol	log2.FC.	Dlx site	Express	Score	Notes
**(A) SURFACE RECEPTORS/ADHESION MOLECULES OR MODIFIERS**						
Leucine-rich repeat and Ig domain containing 2	*Lingo2*	−1.3995539	+	N Ep	5	Structure similar to other Receptor Tyrosine Kinases, such as Trk. Associated to higher risk of tremor and Parkinson. Lingo1 is a component of the NOGO-66 receptor and may play a role in neurite outgrowth and oligodendrocyte differentiation
Leucine-rich repeat LGI family, member 1	*Lgi1*	−1.355411	+	N Ep	5	Secreted molecule of the SLIT family, promotes formation of stress fibers. Inhibits cell movement and invasion. Enhances growth of neuronal processes on myelin-based substrates. Its receptor forms complexes with Adam22
Leucine-rich repeat protein 1, neuronal	*Lrrn1*	−1.032383	+	N Ep	5	Transmembrane protein of unclear function. Regulates neurite growth
Ig superfamily containing leucine-rich repeat 2	*Islr2*	−0.9967503	+	Not/migr cell	4	Also known as Linx, could be a Receptor Tyrosine Kinase evolutionarily related to Trk receptor. Modulates axon extension and guidance
ST8 α-*N*-acetyl-neuraminide α-2,8-sialyltransferase VI	*St8siaVI*	−1.3472121	+	N Ep	4	Sialo-transferase expressed by neurons, essential for surface functions during neurite growth and neuronal migration
**(B) SCAFFOLD INTRACELLULAR PROTEINS**						
A kinase anchor protein 6	*Akap6*	−1.5186358	+	N Ep	5	Protein Kinase A-anchoring proteins. Serves as scaffold to bring together PKA and PDE and coordinate the timing and intracellular localization of cAMP signaling. Also binds to- and modulates-signaling through ERK, MAPK, and PP2A
Dual adaptor for phosphotyrosine and 3-phosphoinositides 1	*Dapp1*	−1.2094534		N Ep	4	Signaling adapter molecule, coordinates timing and location of signaling by PIP3 and PIP2 with that of ERK. Also binds F-actin and Rac
RIKEN cDNA 9330120H11 gene	*9330120H11Rik*	−1.1589186		N Ep	4	Also known as HOMER 2, present at post-synaptic density, involved in receptor clustering, trafficking, and in calcium homeostasis
**(C) SYNAPTIC PROTEINS**						
Synaptosomal-associated protein 25	*Snap25*	−1.3481758	+	N Ep	5	Controls membrane trafficking and fusion at the growth cone and at the synapse. Implicated in neuroblast migration and neuritogenesis during development. Forms complex with p140CAP which also binds to p130 CAS
γ-Aminobutyric acid (GABA) A receptor, subunit β 2	*Gabrb2*	1.0063619	+	N Ep	5	Receptor subunit for GABA. GABA-b receptors mediate signals inhibitory for olfactory axon elongation
Receptor transporter protein 1	*Rtp1*	−1.6548021		N Ep	4	Chaperon, required for the efficient translocation of OR molecules to the membrane. Interacts with the OR and with Homer
RIKEN cDNA 9330120H11 gene	*9330120H11Rik*	−1.1589186		N Ep	4	Also known as *Homer2*, present at post-synaptic density, involved in regulation of calcium fluxes and homeostasis
**(D) AXON-GLIA INTERACTION PROTEINS**						
Fatty acid binding protein 7, brain	*Fabp7*	−1.9620307		N Ep-Gliale	4	Known as BLBP in human. Controls surface functions that are required for axon-Schwann cell interaction. May be involved in peripheral axon elongation and regeneration
Ermin, ERM-like protein	*Ermn*	−1.5033487		N Ep/Sust cell	4	Also known as Juxtanodin. Expressed in sustentacular cells, binds to F-actin and stabilizes the actin cytoskeleton. In the CNS promotes myelination
Ganglioside-induced differentiation-associated-protein 1	*Gdap1*	−1.1935825	+	N Ep/Res	4	Involved in the Charcot-Marie tooth disease, in particular those forms with axonal deficits. Cellular function unclear
UDP Galactosyltransferase 8A	*Ugt8a*	−1.1139671	+		4	Important for the biosynthesis of galacto-lipids and in myelin formation
**(E) CALCIUM-REGULATION**						
Cyclic nucleotide gated channel α 2	*Cnga2*	−1.129349	+	N Ep	5	Regulate axon extension and glomerular formation. KO mice have behavioral defects possibly linked to olfactory functions
Visinin-like 1	*Vsnl1*	−1.3860936	+	N Ep	4	Also known as GP2. Calcium-regulated guanylate cyclase transduction system. Play a role in adaptation. Inhibits the formation of cAMP. May affect dendrite and growth cone arborization

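In the array values, genes with synaptic and transduction roles had negative values in the Dlx5-null OE, apart from Gabrb2. Rtp1, which carries olfactory receptors to the membrane, had a log2 fold change of -1.65 (standard error 0.35, n = 3 against 3) and Snap25 one of -1.35 (standard error 0.32), and Cnga2 one of -1.13. St8sia6, a sialyltransferase, had -1.35 (standard error 0.45), Vsnl1 -1.39 and Ermn and Gdap1 -1.50 and -1.19. All of these were called lower by Rank Products. Null replicate 1 had the lowest value for Rtp1, Snap25 and Cnga2, and without it they had -1.22, -1.00 and -0.83, and St8sia6 -0.79. Islr2, a leucine-rich repeat receptor of axons, had -1.00 and Ugt8a, an enzyme of myelin lipids, -1.11, and neither was called by Rank Products. Gabrb2, a GABA receptor subunit, had a value of 0.70 (standard error 0.24) on its brightest cluster, and 0.85 as the mean of its clusters. By limma none of these genes had an adjusted p of at most 0.05.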

*Genes are sub-divided in five general categories (A–E)*.

*Lrrn1* codes for a transmembrane protein related to Drosophila TRN/CAPS proteins, known play a role in neuromuscular target recognition, and to mediate interactions between incoming axons and the targets, possibly via homophilic adhesion. *Lrrn1* is expressed in the mouse embryonic OE.

*Lingo2* (also known as *Lrrn6c*) codes for a transmembrane protein, expressed in the OE and in the ventricular region of the embryonic forebrain. Lingo proteins interact with the NOGO receptor and are able to modulate the NOGO pathway (74), however their precise functions are poorly known.

*Lgi1* codes for a leucine-rich repeat secreted molecule of the SLIT family, involved in growth of neuronal processes on myelin substrates (75, 76).

*St8siaVI* is expressed by olfactory neurons and might be implicated in polysialylation the N-CAM to confer anti-adhesive properties to neuronal surfaces (77–79).

*Homer2* codes for a protein present at post-synaptic density, likely to be involved in receptor clustering and trafficking, as well as calcium homeostasis (80). Recently, a role of Homer2 in tuning the activity of G protein-coupled receptors (such as ORs) has been reported (81). *Homer2* is expressed in the OE of the mouse embryo, however its function is unknown.

### Testing Dlx5, Dlx5 targets, and KS genes in zebrafish strains: The olfactory axons

The development of olfactory system is well conserved during vertebrate evolution (27, 35, 82) and consists of two independent components: the main OE for detecting chemical compounds (odorants) and the VNO-accessory system for detecting pheromones. Fishes and primates lack a VNO organ and present only one olfactory organ, the OE (83). Within the OE of the fish, all ORNs project their axons to the OB – at different region in a mutually exclusive manner (60) – but display distinct properties with respect to their morphology, relative position in the OE, and molecular expression. The ciliated OSNs with long dendrites are situated in the deep layer of the OE, whereas microvillous ORNs with short dendrites are located in the superficial layer. The ciliated and microvillous ORNs are reported to express OR-type and V2R-type receptors, respectively (84, 85).

We opted to use *Danio rerio* (zebrafish) as a model to functionally examine *in vivo* the identified DEGs for their role in olfactory/GnRH development. We used two transgenic zebrafish strains expressing distinct fluorescent proteins in the fish olfactory neurons (59–61). In one strain the *CFP* reporter is expressed under the control of *OMP* promoter, which marks the majority of basal-layer ORN, projecting their axons to the dorsal OB. In the other strain, the *Venus* (YFP) reporter is expressed under the control of the *Trpc2* promoter, which marks a sub-population of apical-layer ORN, projecting to the ventro-lateral OB (scheme in Figure S4 in Supplementary Material) (60). The CFP+ and the Venus+ (YFP+) neurons are thought to correspond, respectively, to the OE and VNO receptors of the mammalian system. Since the reporter fluorescent proteins are efficiently translocated in the ORN axons, these two strains visualize the peripheral olfactory pathway.

We tested z-*fgfr1a*, the fish ortholog of mammalian *FGFR1*, to establish whether its depletion recapitulates the hallmarks of KS. Notably, mice hypomorphic for *FGF8* expression show distinctive signs of a KS phenotype, i.e., impaired migration of GnRH+ neurons and defects in olfactory development (41, 42). We injected *z-fgfr1a* MOs in 1-cell embryos of the *OMP:CFP* and the *Trpc2:Venus* strains, and 72 hpf we examined the number of fluorescent embryos, the organization of the OPL, the fasciculation, extension and glomeruli formation. In 61% (32/52) of the embryos we observed an altered morphogenesis of the OPL and an abnormal distribution of the CFP+ and the Venus+ neurons within the OLP (Figure 4); we defined this phenotype as “placode defect.” In 30% (16/52) of cases we observed bundles of OE-type and VNO-type axons either overshooting past the OB or taking a misguided route (arrows in Figure 4). We also observed lack or impairment of connection with the OB, as indicated by the absence of typical glomerulus structures or their disorganized position at the OB (asterisks in Figure 4). We collectively defined these phenotypes as “connectivity and glomeruli defect.” None of these phenotypes were seen in control embryos.

**Figure 4:**
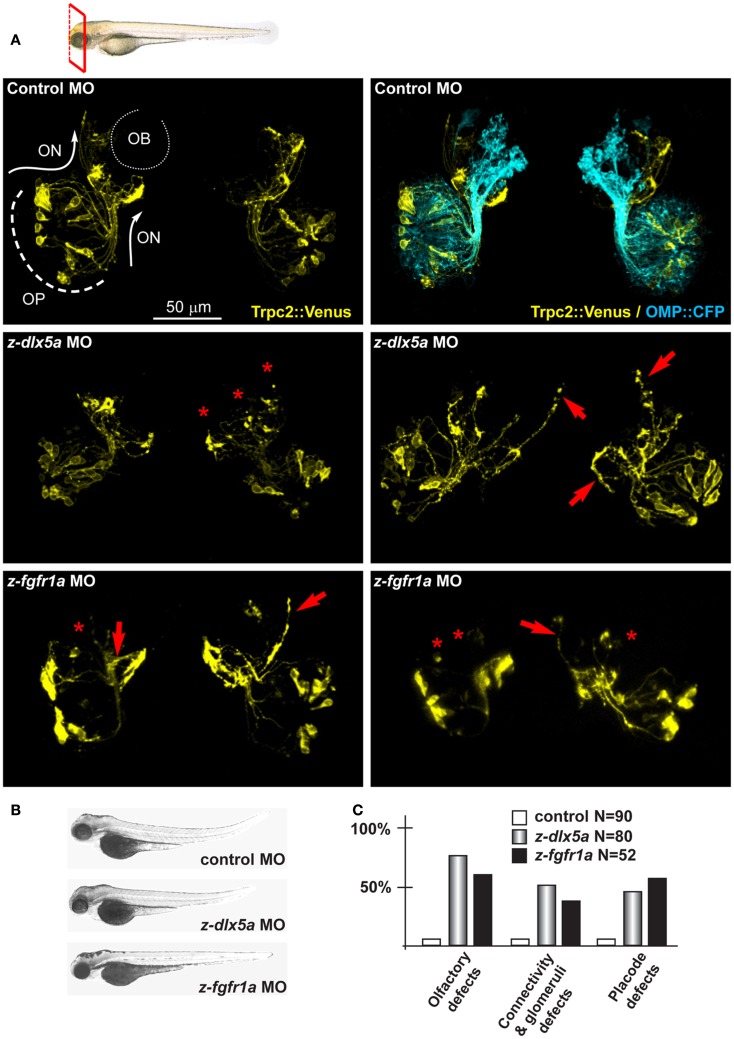
**Depletion of endogenous *z-dlx5a* and *z-fgfr1a* in zebrafish embryos, to image the olfactory axons**. **(A)** Micrographs of *Trpc2:Venus* (YFP, yellow fluorescence) and *OMP:CFP* (cyan fluorescence) fish embryos injected with a control MO (top panels), injected with anti-*z-dlx5a* MO (middle panels) or injected with anti*-z-fgfr1a* MO (bottom panel). White arrows and lines indicate the normal axonal pathway in control embryos. Red asterisks indicate absence of glomeruli. Red arrows indicate altered axonal trajectories. **(B)** Whole-mount bright field micrographs of injected embryo, showing an overall normal embryonic morphology and growth rate in the injected embryos, compared to control injected ones. **(C)** Proportions of embryos showing either placode defects (OPL disorganization, altered neuron distribution), or connectivity/glomeruli defects (altered axon trajectory, altered fasciculation, reduced or absent glomeruli), or both, upon injection of control (open bars), anti-*z-dlx5a* (gray bars), or anti-*z-fgfr1a* (solid black bars) MOs.

*z-dlx5a* is the fish ortholog of mammalian *Dlx5*, in fact the embryonic expression territory is similar (86), and its knock-down causes craniofacial and neuronal phenotypes resembling the *Dlx5^−^*^/−^ phenotype in mice (87, 88). We depleted *z-dlx5a* in zebrafish embryos using a combination of two MO, and examined the organization of olfactory axons. Following MO injection, 72 hpf we recovered about 50% of CFP+ embryos (95% of the control injected) and about 72% of Venus+ embryos (78% of the controls). In 45% of cases (of 80 examined) we observed OPL defects, while in 54% of cases we observed OE-type and VNO-type axons targeting abnormal regions of the head near the OBs, often overshooting past the OB (arrows in Figure 4). We also observed impaired axon-OB connections, as judged by the absence of glomeruli-like bundles or their disorganized position (asterisks in Figure 4). None of these phenotypes were seen in non-injected or control MO-injected embryos. Thus, the depletion of *z-dlx5a* causes defects that recapitulates key aspects of the *Dlx5^−^*^/−^ phenotype (14, 16, 47).

Next we focused on the putative Dlx5 targets *Lrrn1, Lingo2, Islr1, St8siaVI*, and *Homer2*, whose embryonic expression in the brain and olfactory system is reported in Figure S5 in Supplementary Material. We depleted z-*lrrn1* in 1-cell zygotes by MO injection. Of the injected embryos, only approximately 50% were recovered and positive for OMP:CFP (vs. 85% in the control injected), and in a majority of these (75% of a total of 62 examined) we observed a reduction of the CFP+ signal intensity. On the contrary, we recovered a not significantly different percentage of Venus+ embryos (71 vs. 78% in the control injected) and these occasionally (20%) showed a reduced YFP fluorescent signal (Figure 5). Twenty percent of *z-lrrn1* MO-injected embryos displayed placode defects, consisting in a reduced size, altered shape, and mispositioned neuron. Half of the *z-lrrn1* MO-injected embryos displayed an altered pattern of olfactory axon fasciculation and extension, with axons overshooting or taking an ectopic route (arrows) and reduced or absent glomeruli (asterisks). Thus, the depletion of *z-lrrn1* results in a delayed differentiation of the OMP+ type olfactory neurons and altered olfactory axons trajectory and connectivity, hallmarks of the phenotypes observed in *Dlx5^−^*^/−^ mice and in *z-dlx5a* fish morphants.

**Figure 5:**
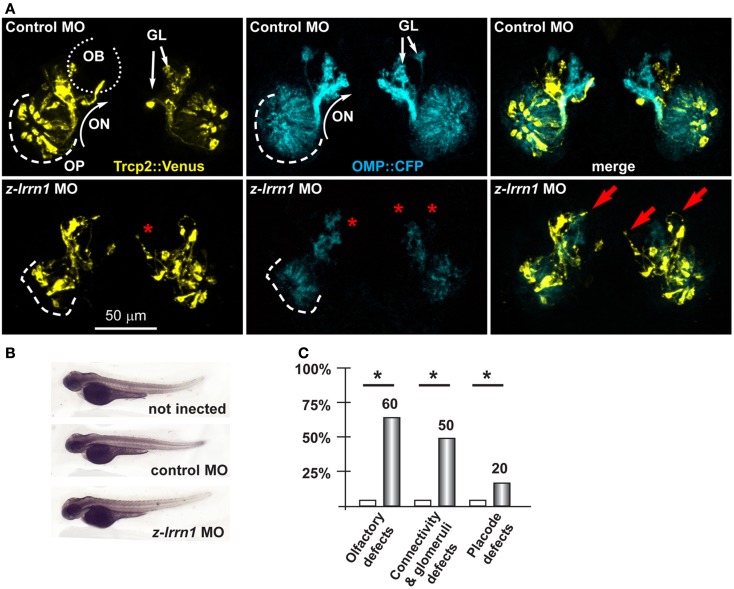
**Depletion of endogenous *z-lrrn1* in zebrafish embryos, to image the olfactory axons**. **(A)** Micrographs of *Trpc2:Venus* (YFP, yellow fluorescence) and *OMP:CFP* (cyan fluorescence) zebrafish embryos injected with control (top panels) or with anti-*z-lrrn1* (bottom panels) MOs. The control MO did not cause any significant alteration. White arrows indicate the normal axonal pathway and glomeruli in the control embryos. Red asterisks indicate absence of glomeruli. Red arrows indicate altered axonal trajectories. **(B)** Whole-mount bright field micrographs of injected embryo, showing normal embryonic morphology and growth rate. **(C)** Proportions of embryos showing either OPL disorganization, or olfactory axon mistargeting, or both (last bars) upon injection of control (open bars) or anti-*z-lrrn1* (gray bars) MOs.

Next we depleted *z-lingo2* in reporter zebrafish embryos. Injection of the anti*-z-lingo2* MO in 1-cell embryos caused minor OP defects, consisting in altered organization and shape, while axon trajectory and glomeruli formation appeared normal (Figure 6). Next we depleted *z-st8SiaVI* in zebrafish embryos. Injection of the anti-*z-st8siaVI* MO in 1-cell embryos resulted in a phenotype affecting axon extension, trajectory, and glomeruli formation (Figure 6). Next we depleted *Homer2* in the reporter fish embryos. Injection of the anti*-z-homer2* MO in 1-cell embryos resulted in defects of OP organization and axonal targeting, plus also resulted in a reduced expression of *Trpc2*, seen as reduced YFP fluorescent signal (Figure 6). This last result might indicated that *z*-*homer2* is involved in the differentiation of the VNO-type neurons, and its depletion may delay this process. Finally, the depletion of z-*islr1* yielded no appreciable phenotype affecting the olfactory pathway (data not shown). This gene is not expressed in the embryonic OE (Figure S5 in Supplementary Material).

**Figure 6:**
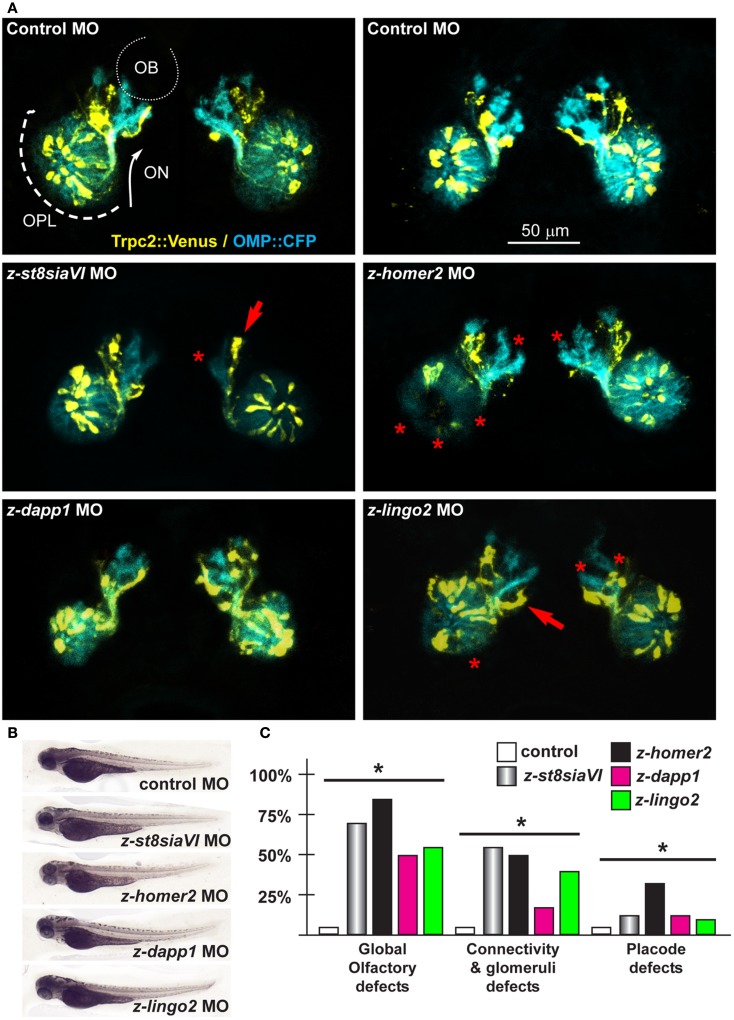
**Olfactory and VNO axons, upon depletion of endogenous *z-St8siaVI, z-lingo2*, and *z-homer2* in zebrafish embryos**. **(A)** Micrographs of *Trpc2:Venus* (yellow fluorescence) and *OMP:CFP* (cyan fluorescence) embryos injected with control MO (top panels), or injected with anti-*z-st8siaVI*, anti-*z-homer2*, anti-*z-dapp1*, and anti-*z-lingo2* MOs, as indicated on top of each image. The control MO did not cause significant alterations. Arrows indicate altered axonal trajectory, asterisks indicate absence of glomeruli or altered OPL organization. Asterisks indicate the regions of reduced fluorescence intensity. **(B)** Whole-mount bright field micrographs of injected embryo, showing normal morphology and growth rate. **(C)** Proportions of embryos showing either placode defects, connectivity and glomeruli defects, or both, upon injection of the MOs indicated above (colored bars), compared to control MO (open bars). Asterisks indicate statistical significance.

### Testing Dlx5, Dlx5 targets, and KS genes in zebrafish strains: The GnRH neurons

To determine whether some of the DEGs that emerged from transcription profiling of *Dlx5* mutants had some function of GnRH neuronal migration and neurite organization, we used the *GnRH3:GFP* transgenic zebrafish strain, previously reported (62–64). In these animals the GFP reporter is expressed under the transcription control of a fragment of the fish *GnRH3* promoter. The *GnRH3*-GFP+ neurons have been widely characterized, and they consist in a population of terminal nerve associated GnRH+ neurons, thought to represent the mammalian hypothalamic neurons with olfactory origin (27, 62–64, 89) (Figures 7A,B).

**Figure 7:**
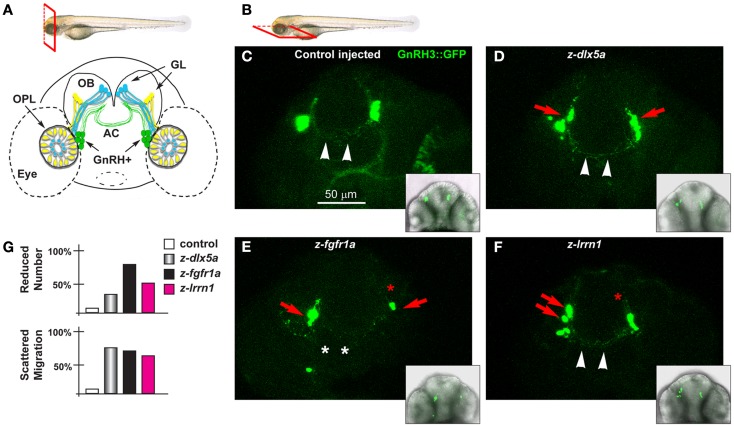
**The GnRH3 neurons upon depletion of endogenous *z-dlx5a, z-fgfr1a*, and *z-lrrn1* in zebrafish embryos**. **(A)** Scheme showing the positions of the GnRH3:GFP+ neurons (green cells), relative to the OPL, the OB, and the olfactory nerves (yellow and blue), in a frontal view. The anterior commissure is shown at the basis of the OB. On top, a scheme illustrating the view plane (frontal) used in **(A)**. **(B)** Scheme illustrating the view plane (ventral) used for the fluorescent images in **(C–F)**. **(C–F)** Micrographs of *GnRH3:GFP* zebrafish embryos, at 60 hpf, injected at the 1-cell stage with either a control MO **(C)**, with anti-*z-dlx5a* MO **(D)**, with anti-z-*fgfr1a* MO **(E)**, or with anti-*z-lrrn1* MO **(F)**. Insets on the lower right of each panel is a low-magnification merged micrograph (bright field and GFP fluorescence) of the higher magnification one. Red asterisks indicate reduced number of cells, red arrowheads indicate scattering and delayed cell migration, white arrowheads indicate the anterior commissure, white asterisks indicate absence of anterior commissure. **(G)** Quantification of the observed phenotypes, as percent over the total number of GFP+ embryos examined with each MO.

We depleted *z-dlx5a, z-fgfr1a/b*, and *z-lrrn1* in the *GnRH3:GFP* 1-cell zygotes, and examined the effect on the number, position, neurite organization, and commissure formation of the GFP3+ neurons associated to the terminal nerves. The depletion of *z-dlx5a* resulted in a reduced number of GFP+ neurons in 30% of cases, and in 70% of cases clearly appeared mispositioned (40 morphants examined) (Figures 7C,D; quantifications in 7G). However, the depletion of *z-dlx5a* did not affect the ability of GFP+ axons to cross the midline at the anterior commissure. Thus, a reduction of *z-dlx5a* in the fish model recapitulates (some of) the GnRH phenotype observed in the mouse model (16, 47).

The depletion of *z-fgfr1a/b* resulted in a reduced number of GFP+ neurons in 80% of cases (a total of 40 morphants examined), and in 22% of cases these neurons were clearly mispositioned, and had shorter neurites (Figure 7E). In 35% of cases the GnRH+ neurites failed to properly cross the midline in the anterior commissure. This phenotype recapitulates that seen upon depletion of *z-kal1a/b* (45, 46), thus we conclude that, based on the results of two well-established KS/nCHH genes and one KS-causing gene in the mouse, the use of MO in the *GnRH3:GFP* strain is a valid approach to examine the KS phenotype *in vivo*, and assures that future analyses on this subject will be informative.

The depletion of *z-lrrn1* in the *GnRH3:GFP* fish embryo caused a reduction in the number of GFP+ neurons in 45% of cases, and in 65% of cases caused their misposition along the terminal nerve (40 morphants examined) (Figure 7F). We also observed a reduction of their neurite length, but little of no defect of the anterior commissure. Thus also one Dlx5 target is involved in the organization and the maturation of the olfactory/GnRH system.

### Bioinformatic prediction/prioritization of new kallmann disease genes

A large set of genes has been found mutated, alone or in combination, in KS/nCHH patients, by classical mutation search approaches. However, with the exception of *KAL1* and *FGFR1*, each of them is mutated in a small fraction of the patients, and together account for no more than 40% of KS/nCHH cases. Five novel genes, functionally linked to FGF8, have been recently identified using predictive bioinformatics followed by mutation search in patients’ DNAs (7). With the exception of some genes evidently linked (*Prok2* and *ProkR2*; *FGF8* and *FGFR1*; *GnRH* and *GnRH-R*) the remaining genes appear to be unrelated, or distantly related on a functional basis. We reasoned that relationships might exist between the KS-disease genes that are not obvious, or not easily detected, or that genes may have pleiotropic functions, not know as yet. Tools have been developed that search for such relationships in databases or newly generated data, and can be used to propose candidate disease genes (90).

### Human network

We compiled a list of genes known to cause KS, or KS and nCHH, excluding those causing only nCHH; the list included *FGFR1, FGF8, KAL1, PROK-2, PROKR2, CHD7, GnRH, GnRH-R, HS6ST1, TAC3, TACR3, SOX10 e SEMA3a*. We also included *FLRT3, IL17RD, FGF17, SPRY4, DUSP6*, members of the “FGF8 synexpression” group (7) and named all these “human reference genes.” 

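Of the reference genes of human Kallmann syndrome that were measured, Gnrh1 was called lower in the Dlx5-null OE by Rank Products and by limma had an adjusted p of 0.116. The ones nearest to it in size were Fgf17, a fibroblast growth factor, with a log2 fold change of 0.69 (adjusted p = 0.265), Tacr3, a receptor of neurokinin B, with -0.66 and Dusp6, an inhibitor of FGF signalling, with 0.43. Chd7, a chromatin remodeller, had -0.42, Prokr2, a prokineticin receptor, -0.31, Fgf8 0.32, Sema3a 0.26, Fgfr1 0.26 and Sox10 -0.17, and Hs6st1, a heparan sulfate enzyme, -0.02. None of these other genes was called by limma or by Rank Products.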

First we searched for the presence of the reference genes among the DEGs from the *Dlx5^−^*^/−^ OE vs. WT, however none of them was found. Likewise, we searched for the presence of these genes among the DEGs from the time course of the normal OE and VNO. 

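In the time course of the EPI fraction Prokr2 fell, with a log2 fold change of -2.01 in the OE at E14.5 (standard error 0.35, n = 3 against 3, adjusted p = 0.00710 from limma) and -1.57 in the VNO (standard error 0.34, adjusted p = 0.00898). In the VNO Chd7 fell, with -1.01 (standard error 0.09), and Prok2, the prokineticin ligand, rose, by 1.15 (standard error 0.10). These genes were called under both scalings and not by Rank Products. Gnrh1 stood at 5.67 in the OPL at E11.5, 6.87 in the OE at E12.5, 5.49 in the OE at E14.5 and 6.01 in the VNO at E14.5, and had log2 fold changes of 1.20 at E12.5 (adjusted p = 0.00217), called by limma but not after quantile normalization or by Rank Products, of -0.18 in the OE at E14.5 (adjusted p = 0.391) and of 0.34 in the VNO (adjusted p = 0.120). Il17rd, a modulator of FGF signalling, had -0.89 in the OE and -0.73 in the VNO, and was called lower only after quantile normalization, with -1.02 and -1.00. Sox10, a factor of neural crest and olfactory glia, was called in the OE by limma alone, with 0.94.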

With the exception of *GnRH*, none of the other genes was found. Next, we positioned the “human reference genes” within the global conserved co-expression network, using TS-CoExp (with the exception of *KAL1/anosmin1* that lacks a mouse ortholog and for which the conservation criterium cannot be applied) (Figure 8A).

**Figure 8:**
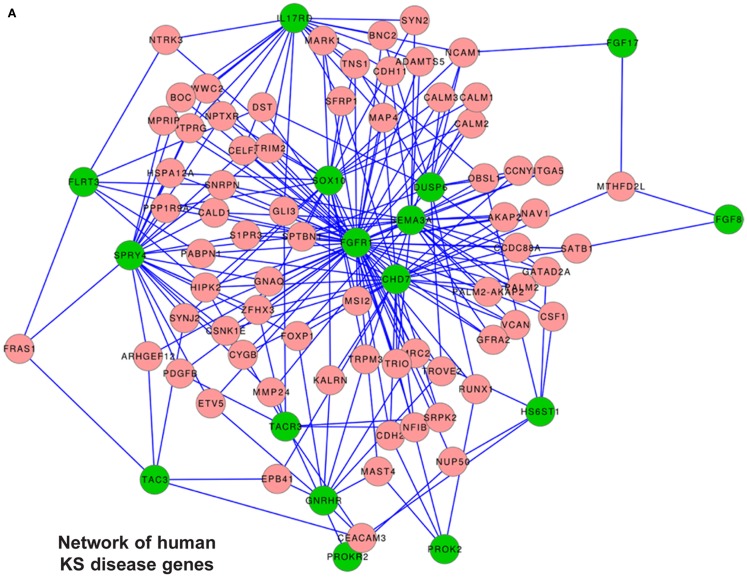

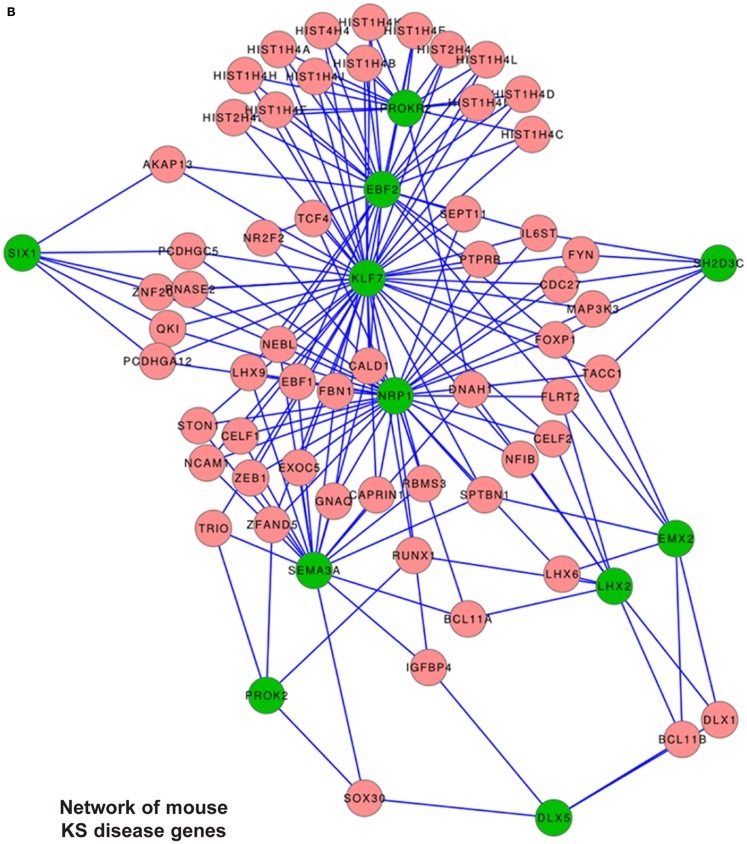
**Disease gene networks for KS**. **(A)** Position of the human KS-causing genes within the global conserved co-expression network, as computed with the TS-CoExp algorithm. **(B)** Position of the genes causing a KS-like phenotype in mice, within the global conserved co-expression network. The lists of the input (human and mouse) “disease” genes used for these analyses are in the text. For simplicity, only the genes connected with at least three input genes are shown; the genes connected with “at least one” or “at least two” input genes are available upon request. Green circles represent the input genes, pink circles represent the connected genes, lines represent statistically significant co-regulations.

The network representation does not consent *per se* to derive relevant information. Instead, from the data we extracted those genes connected with at least six (*N* = 2), at least five (*N* = 3), at least four (*N* = 10), at least three (*N* = 45), at least two (*N* = 317), and at least one (*N* = 1977) reference genes. We then categorized these genes by G.O. and detected an enrichment of the following G.O. categories: phosphoproteins, kinase/transmembrane receptors, cell adhesion, cell junctions, regulation of cytoskeleton, cell migration/motility, neuronal projection. Among the most connected ones we did not find any gene causing KS in mice, but we identify *TRIM2, GATAD2A, SNRPN*, and *CDH2*. Being expressed in the embryonic OE (Figure S6 in Supplementary Material), these represent most interesting genes.

Next, we used the disease gene prediction tool of TS-CoExp to identify novel candidate KS genes: the “human input genes” were taken as reference to independently prioritize the following DEG lists: (a) *Dlx5^−^*^/−^ OE vs. WT at E12; (b) EPI OE 14 vs. OPL E11 (WT); (c) EPI VNO 14 vs. OPL E11 (WT); (d) MES OE14 vs. OPL E11 (WT); (e) MES VNO 14 vs. OPL E11 (WT). 

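On the Dlx5 arrays, Rgs5, a regulator of G protein signalling of pericytes, had a log2 fold change of -1.18 in the null (standard error 0.21, n = 3 against 3) and Dpf3, a chromatin factor, one of -1.22 (standard error 0.27), both called lower by Rank Products. Gata3, a transcription factor of epithelia and nerve, was called higher, with 1.02 (standard error 0.37). Adamts5, an aggrecan-cleaving protease, had 0.94 (standard error 0.27), and its estimated share of false positives was 0.0645, over the threshold. Limma called none of these.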

From the DEG list (a) we found nine genes significantly associated with the KS phenotype, three of which (*RGS5, F2RL1*, and *DPF3*) are expressed in the embryonic OE, while two (*GATA3* and *ADAMTS5*) are expressed in the olfactory mesenchyme (Figure S6 in Supplementary Material).

From the DEG lists (b) and (c) we found 21 and 73 genes respectively, significantly associated with the KS phenotype, 19 of which are present in both lists, and the majority of these are expressed in the nasal mesenchymal. Notably, the search predicted two genes known to cause KS in the mouse, namely *Ebf2* and *Nrp1*, confirming that our analysis is in principle correct. From the DEG lists (d) and (e) we found 47 and 189 genes respectively, significantly associated with the KS phenotype, 27 of which are present in both lists. Among these, 50% show expression in the embryonic OE (*ACAN, AKAP6, ATF5, KRT18, MYT1L, NDRG1, NRXN1, SYT1*, and *TPD52*) and 50% in the olfactory-associated mesenchyme (*ANXA1, DCN, FCGRT, PAPS2, PTRF, RUNX1, S100b*, and *TGM2*). 

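On the MES arrays at E14.5 these prioritised genes rose in both tissues. Atf5, a stress-response factor of olfactory neurons, rose by 2.26 on the log2 scale beside the OE and by 2.79 beside the VNO, Myt1l, a neuronal zinc finger factor, by 2.10 and 2.94, Ndrg1 by 2.13 and 2.19, Krt18 by 1.71 and 1.97, Syt1 by 1.58 and 1.85, Tpd52 by 1.62 and 2.05 and Acan by 3.86 and 3.78. Of the other set, Dcn, the collagen-binding proteoglycan decorin, rose by 4.32 and 3.49, Anxa1, an annexin, by 3.30 and 3.17, Papss2, which makes the sulfate donor of cartilage proteoglycans, by 2.46 and 2.51, Cavin1, the caveolar protein listed as Ptrf in the paper, by 2.37 and 1.82, Fcgrt by 1.78 and 1.75, Runx1 by 1.72 and 2.26, S100b by 1.54 and 1.98 and Tgm2 by 1.46 and 1.85. Each of these was called by limma, after quantile normalization and by Rank Products, with n = 3 against 3. The genes were chosen by the paper from these samples.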

Notably, the search predicted two genes known to cause KS in the mouse, namely *Ebf2* and *Nrp1*. Furthermore, we found genes such as *AKAP6, LINGO2, LGI1*, and *LGI2* that were found among the *Dlx5* targets in the OE, and *SEMA3C* and *MET*, known to play a role in axon guidance and cell migration, respectively.

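In the MES fraction between E11.5 and E14.5, Lingo2, a leucine-rich repeat protein of neurons, rose by 1.85 on the log2 scale beside the OE (standard error 0.23, n = 3 against 3) and by 2.25 beside the VNO (standard error 0.22). Akap6, an anchor of protein kinase A, rose by 1.46 and 1.94, and Lgi2 by 1.80 and 2.33. Lgi1, a secreted leucine-rich repeat protein of synapses, rose beside the OE, where Rank Products did not call it, and by 1.94 (standard error 0.34) beside the VNO. Met, the receptor of hepatocyte growth factor, rose by 1.56 and 1.61, and Sema3c by 2.22 beside the VNO. Apart from Lgi1 beside the OE, these genes were called by limma, after quantile normalization and by Rank Products.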

### Mouse network

We applied the approach previously used to those genes causing a KS-like phenotype in mice; the list included *Dlx5, Emx2, Klf7, Fezf1, Six1, Prok2, ProkR2, Lhx2, Shep1, Ebf2, Nrp1*, and *Sema3a*. None of them was found in the DEG lists from the *Dlx5^−^*^/−^ OE vs. wild-type, and none was found in the DEG list from the time course of the normal OE and VNO, with the exception of *Lhx2* and *GnRH*. 

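Among the mouse reference genes, Lhx2 had log2 fold changes before the subtraction of 0.42 in the EPI OE at E14.5 (standard error 0.25, adjusted p = 0.217 from limma) and 0.00 in the EPI VNO (standard error 0.12, adjusted p = 0.978), and of -0.64 in the Dlx5-null OE (standard error 0.22, adjusted p = 0.308). Emx2, a homeobox factor of olfactory and cortical development, had 0.47 in the OE, -0.17 in the VNO and -1.04 in the null, and Ebf2, a helix-loop-helix factor of olfactory neurons, 0.57, 0.64 and -1.01. Klf7, a factor of axon growth, had 0.61, 0.69 and -0.45. No one of these was called in these comparisons by limma or by Rank Products. Nrp1 rose by 1.87 in the EPI OE (standard error 0.13, adjusted p = 8.10e-04) and by 2.18 in the EPI VNO (standard error 0.09, adjusted p = 4.98e-05), called by limma, after quantile normalization and by Rank Products, and had -0.07 in the null. After the subtraction Nrp1 kept the limma call in both tissues and lost that of Rank Products. With the E12.5 EPI arrays in place of those of E11.5, chosen after seeing the data, Lhx2 was at -1.16 in the VNO and Ebf2 at -1.12 in the OE.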

We positioned the mouse reference genes within the conserved co-expression network (with the exception of *Fezf1* for which no result was obtained) (Figure 8B), and extracted lists of genes connected with at least five (*N* = 1), at least four (*N* = 3), at least three (*N* = 33), at least two (*N* = 261), and at least one (*N* = 1850) of them. These genes were then categorized by G.O. and we detected these over-represented terms: phosphoproteins, cell adhesion/cell junctions, neuronal projection, cell motility, cytoskeleton regulation, transcription regulation.

Next, for each of the four DEG list (from the profiling results, see above), we used the disease gene prediction tool in TS-CoExp to identify those genes most likely to be involved in KS, using the mouse reference genes as input. 

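On the Dlx5 arrays, Sv2b, a synaptic vesicle glycoprotein, had a log2 fold change of -1.33 in the null (standard error 0.40, n = 3 against 3) and was called lower by Rank Products, and Wnt5a, a secreted WNT ligand of mesenchyme, stood at 12.02 against 10.98 in the WT and was called higher. Scn3b, a sodium channel subunit, had -1.11 (standard error 0.33), with an estimated share of false positives of 0.0548 by Rank Products, over the threshold. None was called by limma.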

From the (a) list we found 13 genes, two of which (*Scn3B* and *Sv2B*) are expressed in the OE, while two (*Adamts5* and *Wnt5a*) are expressed in the olfactory mesenchyme (Figure S6 in Supplementary Material). From the (b) and (c) lists we found 19 and 65 genes respectively, 17 of which are present in both lists. Most are expressed in the nasal mesenchyme. Contrary to the human network, the mouse network did not predict any human KS gene. From the (d) and (e) lists we found 65 and 41 genes respectively, 17 of which are present in both lists and most of these are expressed in the nasal mesenchyme. Also in this case, we could not predicted any human KS genes. We found two genes: *Dcx* and *Lrrtm*, the first is relevant for migration of immature neurons, the second codes for a leucine-rich repeat protein similar to Lrrn1.

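Genes that occur in several of the prioritised lists rose in the EPI fraction before the subtraction. Between the OPL at E11.5 and the OE at E14.5 Dcn rose by 5.14 on the log2 scale (standard error 0.16, n = 3 against 3), Cavin1 by 4.09, Ntrk2 by 3.13 and Fgf7 by 2.73, and in the VNO by 5.45, 4.43, 3.32 and 3.78. Aspn rose by 7.27 in the VNO. In the MES fraction Fgf7 rose by 2.06 and Ntrk2 rose too beside the VNO, whereas beside the OE Ntrk2 had a log2 fold change of 0.69 (standard error 0.10) and was not called. Apart from that value, each was called by limma, after quantile normalization and by Rank Products. In the Dlx5-null OE Aspn was higher, with 1.62 (standard error 0.36), and called by Rank Products but not by limma, and the values of Dcn, Fgf7, Cavin1 and Ntrk2 were 0.22, 0.22, 0.45 and 0.05, none of these 4 called.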

Finally, considering both the human and the mouse reference genes, five genes were found in at least three lists of genes associated with KS, namely *Dcn* (*Decorin*), *FGF7, Aspn, Ptfr*, and *Ntrk2*. Three of these, *Ntrk2, Dcn*, and *Ptfr* are clearly expressed in the juxta-OE and VNO mesenchyme, *Aspn* is ubiquitously expressed and the expression of *FGF7* is unclear. *FGF7* codes for a growth factor related to FGF22, the literature reports indications that it functions as pre-synaptic organizing molecule during hippocampal development (91, 92) and is needed for migration of enteric neurons (93). Its function in the developing OE is unknown. In conclusion, the most promising predicted KS genes are mesenchymally expressed. This is not surprising, considering that in all our profiling results, the prevalent categories are cell–cell and cell-matrix interactions, remodeling, signaling, etc…

Note: all gene lists, categorizations or tables not included in the manuscript or as supplementary material are available on request. All data are deposited at GEO repository, N° GSE52800.

## Discussion

Kallmann syndrome and nCHH are developmental/pediatric conditions phenotypically well characterized, however less well understood molecularly. Despite the number of genes found mutated in KS/nCHH patients, the majority of them still await a molecular definition. Thus, there is a strong basis to predict that many additional disease loci remain to be identified. Furthermore, the mutations found in KS patients, once thought to act alone, are now recognized as cooperating mutations, and the prevalent notion states that most KS/nCHH cases should be a bi-genic or oligo-genic disease (21, 22). This raises hopes that a more exhaustive knowledge of cooperating genes and mutations, should consent a better prognosis and possibly personalized therapies.

Methods and algorithms have been proposed to identify/prioritize novel disease genes, based on (meta)-analyses of specific profiling data, co-expression networks, genome locations, functional categorizations, protein-protein interactions, etc. (90, 94). These methods have several advantages over direct whole exome sequencing of large panels of DNAs from KS/nCHH patients (95–97). In this study, on one side we have uncovered functional classes, possible networks, and individual genes involved in the olfactory/GnRH developmental, and validated some of them in the zebrafish model recapitulating the KS phenotype. On the other side we positioned known human genes causing KS and mouse models with a KS-like phenotype in gene-co-expression networks, in order to identify genes potentially relevant for the process and candidate KS-disease genes.

Embryonic development of the olfactory connection and the migration of immature GnRH neurons are anatomically and functionally linked. Since olfactory detection is a primary sensory system in most vertebrates, and sexual maturation/reproduction is essential for the species, it is not surprising the developmental process is highly conserved and is controlled by multiple – partially redundant – networks of molecular regulations. The high degree of conservation among vertebrates justifies the use of the zebrafish embryo for *in vivo* testing (98): not only its general anatomy has not greatly changed, but also the migration of GnRH neurons along the terminal nerve, in association with the VNO axons has been overall maintained (83).

We have generated profiling data, comparing the mouse normal OE and VNO at three developmental time-points, and comparing the normal vs. a mutant model characterized by a KS-like phenotype. The data have been used to identify novel gene categories involved in the development of the olfactory system, to identify Dlx5 target genes in the OE, and to intersect this wealth of information with data from other sources. As a further step, it might be useful to generate profiles from other models of KS in the mouse (i.e., *Prok2, Fezf1*, etc.) and intersect the results searching for common patterns and co-regulations. We have attempted this, however with little success, most likely because we specifically profiled the olfactory epithelia, while data form the *Emx2* and *Klf7* models were generated from the OB. Likewise, it would be useful to intersect our profiles from the *Dlx5* model with datasets from freshly dissociated embryonic GnRH neurons.

Categories that emerge from the “time course” profiles strongly implicate extracellular matrix remodeling, cell adhesion, and cell–cell signaling molecules. This is true both for the OE and VNO development, that after all appear more “similar” than “different.” 

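Changes in the OE and the VNO ran together across genes. Tissue against tissue at E14.5, muscle genes were higher in the EPI VNO: Myl1 by 2.83 on the log2 scale (standard error 0.18, n = 3 against 3, adjusted p = 0.0287 from limma), Mstn, myostatin, by 2.18, and Chrna1, the muscle acetylcholine receptor subunit, by 1.97. Cxcl14, a chemokine of epithelia, was lower in the VNO, with -1.37 (standard error 0.13). Of 13 skeletal muscle genes 6 were higher in the VNO, 12 when adjusted over the list alone (camera adjusted p = 8.29e-13, and adjusted p = 0.041 with an estimated correlation). Of 21 genes of immature neurons none was called, at a median of -0.47 (camera adjusted p = 4.53e-07, and adjusted p = 0.68 with an estimated correlation).

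Across 14090 genes, which are not independent replicates, Pearson's r between the log2 fold changes of the OE and of the VNO, each against the same OPL arrays, was 0.866, with a covariance of 0.377. In simulated data with no effect the shared E11.5 arrays alone gave r = 0.499 and a covariance of 0.0176. The limma calls shared 1728 rising and 76 falling genes. Independent lists of these sizes would share 422 and 1.55, and simulated groups with no effect shared 0 and 0, but neither number holds both the effects and the shared OPL arrays, and part of the excess can come from those arrays. By limma 32 genes were higher in the VNO than in the OE at E14.5 and 2 lower, after quantile normalization 0 and 0, and by Rank Products 17 and 21. A replicate block gave 0 and 0, and a single fit over all 24 time-course arrays 229 and 121. Limma gave 0 and 0 without any 1 of the 3 VNO arrays, without EPI OE E14.5 replicate 1 and without replicate 2, and 77 and 15 without EPI OE E14.5 replicate 3. The paper states that OE and VNO development appear more alike than different.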

The profiles of the “pathologic” condition, i.e., the *Dlx5* knock-out model, indentified a number specific molecules in the categories of membrane receptors/adhesion molecules, axon-glia interaction molecules, but nothing specifically related to “axon elongation.” This suggests that the cell-autonomous properties of the olfactory/VNO axons to establish connections, provided (directly or indirectly) by the transcription factor Dlx5, reflects cytoskeletal properties and cell surface events, mediated by receptors, scaffold proteins and cell adhesion (see below).

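Neuronal groups had negative values as a whole in the Dlx5-null OE, most of all in null replicate 1. The mean over immature neuron genes was 9.89, 10.61 and 10.69 on the null arrays and 10.92 to 11.09 on the WT arrays, and over mature olfactory neuron genes 7.97, 8.50 and 8.46 against 8.80 to 8.93. Of 21 measured genes of immature neurons 20 were negative, at a median log2 fold change of -0.58, with 1 called lower by Rank Products and 4 by limma adjusted over the list alone (camera adjusted p = 1.65e-07, and adjusted p = 0.48 with an estimated correlation). Of 17 genes of mature olfactory neurons Rank Products called 3 lower (4 by limma adjusted over the list alone), at a median of -0.51, and adjusted p = 0.46 with an estimated correlation. Of 11 olfactory glia genes 10 were negative and 2 lower by limma adjusted over the list alone, at a median of -0.22 (camera adjusted p = 0.00279, and adjusted p = 0.40 with an estimated correlation). Of 34 axon guidance genes 25 were positive, at a median of 0.19 (camera adjusted p = 6.12e-05, and adjusted p = 0.26 with an estimated correlation), and Epha3 had a value of 0.72 (adjusted p = 0.413). No gene of the axon guidance list was called by limma or by Rank Products. From the classes found in this profile, the paper proposes that the connections formed by olfactory axons under Dlx5 reflect cytoskeletal properties and events at the cell surface, through receptors, scaffold proteins and cell adhesion.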

Since profile data may easily lead to false positives, functional validations are mandatory; we show that the zebrafish embryo can be effectively used either to examine the trajectory and of the olfactory axons, or the status of the GnRH3 neurons. We have functionally tested five genes for olfactory axons, and three genes for GnRH3 neurons, and the results clearly indicate that the chosen genes do affect axonal trajectory and GnRH3 migration. Previous works have shown that the depletion of *z-kal1a/kal1b* in the fish embryo also causes KS-like phenotypes (45, 46), thus the use of the reporter zebrafish strains we have adopted appears to be a valid approach in which to examine new KS-causing genes in human, or genes causing a KS-like phenotype when mutated in mice. Work is continuing in this direction. The following interesting genes/categories emerge from the profile data.

### The leucine-rich repeat proteins

We identified three leucine-rich repeat transmembrane protein genes among the *Dlx5^−^*^/−^ targets, namely *Lrrn1, Lingo2*, and *Lgi1*. 

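On the Dlx5 arrays, Lingo2 stood at 8.84 ± 0.96 in the null and 10.24 ± 0.01 in the WT (SD, n = 3), a log2 fold change of -1.40 (standard error 0.44, adjusted p = 0.283 from limma). Its null arrays read 7.73, 9.35 and 9.43, and without the first, null replicate 1, the value was -0.85, under the minimum in size. Lgi1 stood at 8.07 against 9.42 (adjusted p = 0.146). Rank Products called both lower. Lrrn1, a leucine-rich repeat protein of neurons, stood at 10.73 ± 0.45 against 11.74 ± 0.02 (SD, n = 3), a value of -1.01 (adjusted p = 0.211), with an estimated share of false positives of 0.0712, over the threshold.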

We functionally tested two of these using zebrafish embryos, and the results clearly show that these proteins participate in the development of the olfactory pathway. *Lrrn1* was also tested in GnRH3:GFP fish embryos, and the results show that it is required for correct GnRH neuron migration. Furthermore, *Lingo1, Lingo2*, and *Lgi* were prioritized with the human network, and *Lrrtm* (another member of this family) emerged from the mouse network.

Lrrn1 is a glycosylated single-pass transmembrane protein with 12 external leucine-rich repeats, a fibronectin domain, an immunoglobulin domain and short intracellular tails capable of mediating protein-protein interaction. Lrrn1 is closely related to drosophila tartan/capricious (trn/caps) proteins. Differential expression of trn/caps promotes an affinity difference and boundary formation between adjacent compartments in a number of contexts. The regulated embryonic expression and cellular location of these proteins suggest important roles during mouse development in the control of cell adhesion, movement, or signaling (99). Indeed, Lrrn1 has been identified as a positive and negative regulator of neurite growth (100). Lrrn1 appears to be a key regulator of the process of generating distinct cells at the midbrain-hindbrain boundary of the brain. In the chick embryo *Lrrn1* is dynamically expressed, the timing of its down-regulation correlates closely with the activation of signaling molecule expression at boundary regions. Cells over-expressing *Lrrn1* violate the boundary and this result in a loss of cell restriction at the midbrain-hindbrain boundary (101). Lrrn1 may regulate the subcellular localization of specific components of signaling or cell–cell recognition pathways in neuroepithelial cells (102).

Lingo2 is an exclusively neuronal transmembrane protein (103), containing 12 extracellular leucine-rich repeats, an immunoglobulin C2 domain and a short intracellular tail, and with a predicted structure similar to the Trk Receptor Tyrosine Kinases. In human Lingo2 been linked both to essential tremor and to Parkinson’s disease (104). Interestingly, the combination of leucine-rich repeat and immunoglobulin-like domains is found in the domain architecture of the Trk neurotrophin receptor protein. In the mouse embryo *Lingo2* is expressed in a the olfactory neurepithelium and in various areas of the adult brain (99). Lingo1, another neuron-specific member of the same family, has been shown to be a component of the Nogo66 receptor/p75 signaling complex (74). This ternary complex confers responsiveness to oligodendrocyte myelin glycoprotein, as measured by RhoA activation. Such responsiveness is linked to the inhibition of axon regeneration of neurons in the adult brain, by myelin. Thus, Lingo proteins are likely to play a role in neurite outgrowth and oligodendrocyte differentiation.

Lgi1 is a leucine-rich repeat molecule, found to be down-regulated in the absence of Dlx5. This is a secreted molecule of the SLIT family, promotes formation of stress fibers, inhibits cell movement and invasion, and enhances growth of neuronal processes on myelin-based substrates (75, 76). At the moment we have no functional data on the possible role of Lgi1 in olfactory development, yet should be explored.

### Multi-adaptor scaffold molecules

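On the Dlx5 arrays Akap6 stood at 8.84 in the null against 10.35 in the WT, a log2 fold change of -1.52 (standard error 0.38, n = 3 against 3), and was called lower by Rank Products. Dapp1, an adaptor of B-cell receptor and phosphoinositide signalling, had -1.21 (standard error 0.48), with an estimated share of false positives of 0.0509, over the threshold. Homer2, a scaffold of the postsynaptic density, had -0.44 (standard error 0.12, adjusted p = 0.252 from limma) on its own cluster. The cluster 9330120H11Rik, which Table 1 lists as Homer2, had -1.16 (standard error 0.31) and was called lower by Rank Products.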

Among the *Dlx5* targets we note the presence of a set of scaffold-adaptor proteins, including *Akap6, Dapp1* (also known as *BAM32*), and *Homer2*. Akap6 belongs to a class of protein kinase A-anchoring proteins, serving as scaffolds to cluster PKA and PDE and to coordinate the timing/intracellular localization of cAMP signaling. Akap proteins also bind to- and modulate-signaling through ERK, MAPK, and PP2A (105, 106). The potential importance of this class of molecules is suggested by the fact that *Akap6* (expressed in olfactory neurons) and *Akap2* (expressed in the mesenchyme) emerge as predicted/prioritized disease genes from the human network. *Akap6* is absent in the zebrafish genome and could not be tested.

*Dapp1* codes for a signaling adapter molecule, much studied in B lymphocyte activation, in which it coordinates timing and location of signaling by PIP3 and PIP2 with that of ERK. Dapp1 also binds F-actin and Rac (107–109). *Dapp1* is not apparently expressed in the embryonic OE, nevertheless when *Dapp1* was depleted in the fish model a mild effect on axonal trajectory and OPL organization have been observed. It appears very likely that lipid signaling is involved in axonal trajectory and connectivity during olfactory development.

*Homer2* is a post-synaptic scaffold molecule, involved in receptor clustering and modulating their downstream signaling. However, recently a role for Homer2 in tuning the activity of G-proteins coupled receptors (such as the ORs) by controlling calcium influxes has been demonstrated. We carried out functional experiments depleting Homer2 in zebrafish embryos: the results provide evidence for its involvement in olfactory axonal development. Considering the established importance of the OR for olfactory axon connectivity and guidance during embryonic development, much before their role in odor perception, an embryonic role of Homer2 can be envisioned, and our results with zebrafish clearly show this.

#### The p130CAS – Shep1 regulation

Mouse embryos null for *Shep1* show retarded OE differentiation, lack of primary axonal connections with the OB and retention of GnRH neurons in the nasal mesenchyme (110). These defects are accompanied by a reduced phosphorylation of the multi-adapter scaffold molecule p130CAS in the olfactory neurons and axons. Shep1 promotes Src-dependent phosphorylation of the multi-adapter molecule p130CAS, *in vitro* (111). These data implicate the phosphorylation of p130CAS in the establishment of olfactory contacts and in GnRH neuron migration, in line with previous studies suggesting that p130CAS is required for neurite outgrowth and axon guidance (112–114). p130CAS belongs to a family of multi-adaptor and scaffold molecules that spatially and temporally collect, integrate, and modulate signals coming from RTKs and adhesion receptors (115–117), undergoing changes in phosphorylation and interacting with a large set of effectors proteins. In light of the phenotype of *Shep1^−^*^/−^ mice, the involvement of *p130CAS* in olfactory development and GnRH neuron migration is a likely possibility to be explored. Since *p130CAS* null mice are embryonic lethal (118), this study will have to be pursued via conditional deletion of *p130CAS* in the olfactory system.

*St8siaVI* codes for a sialyl-transferase, expressed by olfactory neurons. The highly related St8siaII and St8siaIV proteins are required for polysialylation the N-CAM, confer to this neuronal surface molecule anti-adhesive properties and thereby promote neurite elongation and cell migration (77–79). Thus a role for this protein in OE development is conceivable, and supported by the presented data in fish embryos.

*EphA3* codes for a receptor for the guidance molecules EphrinA3 and EphrinA5, which are expressed by VNO axons and have a preference for interacting with EphA expressing cells in the Accessory OB. Alterations of this pathway leads to abnormal topography, i.e., guidance defects, of the olfactory and VNO axons (119), indicating the EphrinA-EphA system is a positive guidance cue. *Dlx5* is co-expressed with *EphrinA3* and *EphrinA5* in the VNO, while *EphA3* is expressed in the mesenchyme near the VNO (Figure S7 in Supplementary Material). The link between Dlx5 and EphA signaling should be deeply explored.

### Genes emerging from the bioinformatic analyses

A recent work has succeeded to use bioinformatics to prioritize candidate KS genes, focusing on the FGF8 co-expression and functional network (7). Inspired by this work, we opted for an un-biased approach that simultaneously searches for links between genes apparently unrelated. Limiting our search to co-regulations, we strongly introduce the notion of conservation, reasoning that the olfactory/GnRH development is highly conserved within vertebrates. Indeed, in our work we have attempted to use also mouse KS-disease genes to run the search. The advantage is the possibility to use all the disease genes, instead of focusing only on those logically related. An additional advantage of the present work derives from combining bioinformatic predictions, putative gene functions, phenotype descriptions, and information from the literature with “wet” profiling data *specifically* obtained from embryonic olfactory tissues.

The “human” network was able to predict few mouse KS gene (*Ebf2* and *Nrp1*), providing an evidence that the algorithm is effective. The outcome, both in terms of individual genes and the G.O. classes, assures that the pipeline works. The addition of protein-protein interaction data (when made available) or other data to carry out meta-analyses will certainly refine the results. On the contrary, it appears that the “mouse” gene network is little informative, i.e., less able to predict the human KS genes. This might be due to the fact that the definition of mouse input gene is based on accurate phenotypic analyses on the olfactory system, reported in the literature, that scientist don’t routinely conduct (we may miss many other genes) or it is incomplete and does not examine olfactory axons but only hypothalamic GnRH neurons.

The predicted/prioritized genes emerging from our analyses may represent a novel set of KS-causing genes, or genes that might contribute when co-mutated with others. While the use of modern sequencing approach (WES) on KS patients’ DNAs is the straight-forward approach to define their role in the human disease, additional filters may be needed to further prioritize these genes, i.e., testing their function on GnRH3+ neurons fish embryos.

*TRIM2 – tripartite motif containing 2*, codes for an E3 ubiquitin-protein ligase that has been implicated in ubiquitination of neurofilament light chains. TRIM2 controls the dynamic of neuronal cytoskeleton, by which determines the specification of the choice of the axonal vs. dendritic projection in hippocampal neurons (120).

*CDH2 – cadherin-2*, also known as *N-cadherin*, codes for a well known calcium-dependent neuronal cell adhesion molecule that contributes to the formation of neural circuits by regulating growth cone migration and synapse formation. In the mammalian embryonic neocortex, radial migration is instructed by several signals that include homophilic interactions mediated by Cdh2 (121), and the fish embryo Cdh2 is involved in neuroblast migration within the hindbrain (122, 123). Chd2 function is required for guidance of afferent fibers of cranial sensory neurons (124) and regulates motor axon growth and branching, in fish embryos (125). During olfactory development, Cdh2 is expressed by receptor neurons and closely parallels expression of γ-catenin in neuronal axons (126), thus Cdh2 is positioned to underlie the formation of olfactory primary olfactory connections.

*ADAMTS5* codes for a disintegrin-like and metallopeptidase extracellular protease, with thrombospondin-like motif. Adamts5 plays a role in the specification and patterning of progenitor cells in the lateral and medial ganglionic eminences (127). The proteolytic cleavage of astrocyte-derived proteoglycan, exerted by Adamts5, loosens the matrix environment and promotes neurite outgrowth (128). Being predicted by both the human and the mouse disease-gene networks, *Adamts5* appears to be a very interesting candidate.

*RGS5 – regulator of G-protein signaling 5*, codes for a protein that accelerates the inactivation of Gα-dependent signaling in various cells types. Down-regulation of *RGS5* induces GPCR-mediated signaling pathways and promotes migration of vascular and cancer cells (129, 130). A role of this protein in promoting the migration of GnRH neurons is possible, although RGS5 null mice don’t show any obvious phenotype (131).

*DPF3 – D4, zinc* and *double PHD fingers, family 3*, codes for a component of the BAF chromatin remodeling protein, and acts a transcription co-activator in SWI/SNF complex-activation (132). DPF3 functions to activate transcription of the target genes *Pitx2* and *Jmjd1c* in association with the BAF complex, and binds histone H3 and H4 in an acetylation-dependent manner (133, 134). How this could be relevant for olfactory development, GnRH neuron migration and KS, is unclear.

*FGF7* has been proposed to act as a pre-synaptic organizing molecule in the mammalian brain, and in particular during hippocampal development. Indeed FGF7-deficiency impairs inhibitory synapse formation, which results in mossy fiber sprouting and enhanced neurogenesis (91, 92). Neutralization of FGF7 inhibits pre-synaptic differentiation of mossy fibers at contact with granule cells, and inactivation of FGFR2 has similar effects (92). In neurons, FGFs and cell adhesion molecules stimulate neurite outgrowth via activation of FGF receptors. A role for FGF7 for the migration of enteric neuroblasts has been suggested from analyses of CAMs and FGFs expression in Hirschsprung Disease patients (93).

## Conclusion

The molecular control over the ability of olfactory axons to contact the anterior forebrain, and/or the ability of GnRH neurons to efficiently migrate and home to the hypothalamus, entails numerous proteins of various functional classes, many of which appear to be directly and indirectly involved in matrix remodeling and signaling. Indeed, the data indicate that the navigation of OE and VNO axons is mostly governed by cell–cell and cell-matrix cues, rather than intrinsic properties of the axons. These include a set of scaffold molecules that, for their nature, are strong candidates for playing a key role in guiding axonal elongation-guidance and connectivity, as well as for GnRH neuron migration and homing. These molecules will be of great interest for developmental biologists.

Perturbations in the expression and sequence (mutations) of these molecules and in their associated gene networks may cause phenotypes similar to KS, a possibility that can be rapidly tested in zebrafish strains, and eventually in the mouse. Human geneticists should consider these molecules for mutation screens. This opens the possibility to test them in the mammalian model and to search for mutations in large collections of DNAs from KS/nCHH patients, hereditary, or sporadic, with the hope to find mutations, alone or in combination with mutations in known KS/nCHH genes.

Finally we show the validity of approaches based on high-throughput data generation and predictive bioinformatics to identify genes potentially relevant for specific developmental processes, and ultimately for disease. Indeed, we have uncover a set of molecules that might be candidate disease genes, to be tested in future mutation screens.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

The Supplementary Material for this article can be found online at http://www.frontiersin.org/Journal/10.3389/fendo.2013.00203/abstract

## Footnotes

^1^www.affymetrix.com

^2^http://david.abcc.ncifcrf.gov/

^3^http://www.genome.jp/kegg/pathway.html

^4^www.genepaint.org

^5^www.eurexpress.org

^6^http://www.mbcunito.it/cbu/ts-coexp

^7^http://www.ensembl.org/index.html

^8^http://genome.ucsc.edu

^9^http://www.ncbi.nlm.nih.gov/RefSeq

^10^http://www.informatics.jax.org/

^11^http://www.omim.org/

# Supplementary material for: Profiling, Bioinformatic, and Functional Data on the Developing Olfactory/GnRH System Reveal Cellular and Molecular Pathways Essential for This Process and Potentially Relevant for the Kallmann Syndrome
**Source:** Front Endocrinol (Lausanne). 2013 Dec 31;4:203. doi: 10.3389/fendo.2013.00203

Supplementary Figure 1. Collection of olfactory tissue samples from E14.5 embryos.

Embryonic heads were visually recognized for being *Dlx5*^{-/-} or wild-type, included in low-melting point agarose and sectioned (200 µm thick) with a vibratome. Sections were collected in RNase-free PBS and manually microdissected with fine pins to remove the Olfactory Epithelium (OE), the Vomero-Nasal Organ (VNO) (drawn in pink), or the Mesenchyme adjacent to either the OE or the VNO.

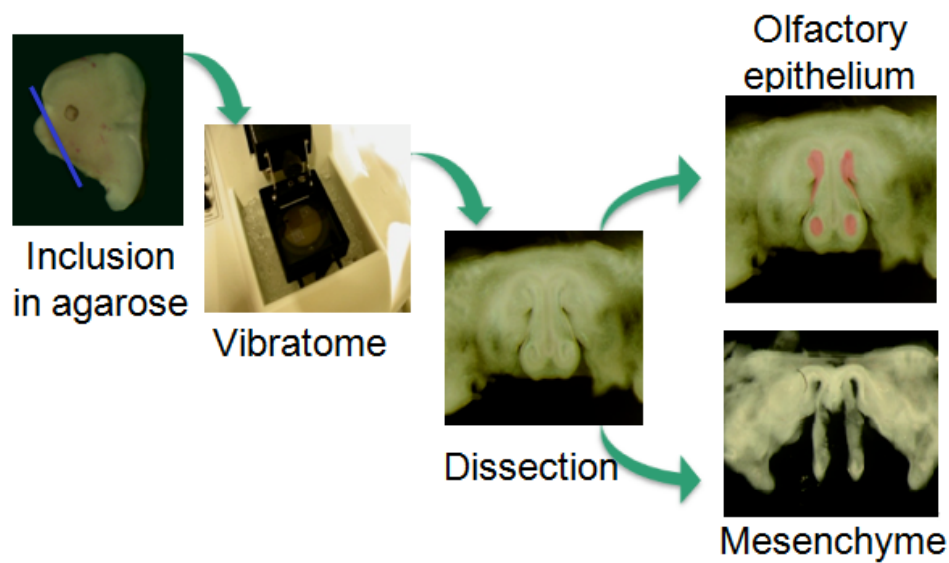

Supplementary Figure 2.

A. Real-Time qPCR to quantify the abundance of mRNAs of purely EPI genes (*FoxJ1*, *Fmo2* and *Ehf*), measured in OE (mixed samples) or in purely mesenchymal (MES) samples. In the MES samples, we estimated an average of less than 8% of EPI tissue.

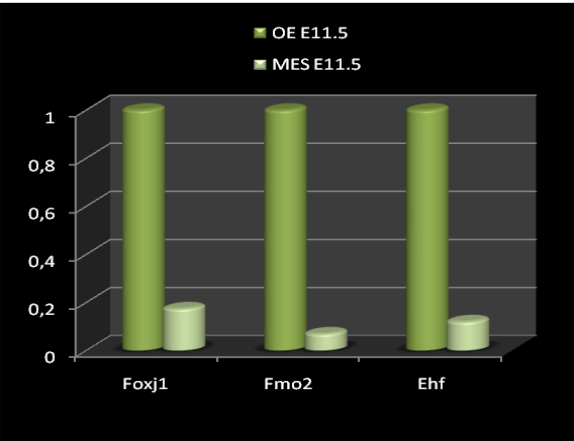

B. Real-Time qPCR to quantify the abundance of mRNAs of purely MES genes (*Sp7* and *Lect1*), measured in OE (mixed samples) and in purely mesenchymal (MES) samples. In the OE samples we estimated an average of 15% of MES tissue.

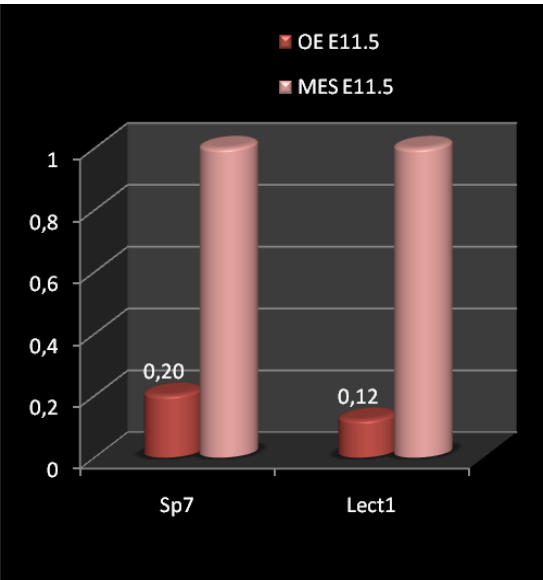

Supplementary Figure 3. The Dlx5 Position Weight Matrix of Dlx5 extracted from the Jaspard data base. This matrix was used to predict Dlx5 sites in the human and mouse genome, using conservation as a filtering criterium. More information in the Materials and Methods section and in Vieux-Rochas et al. PLoS One 2013.

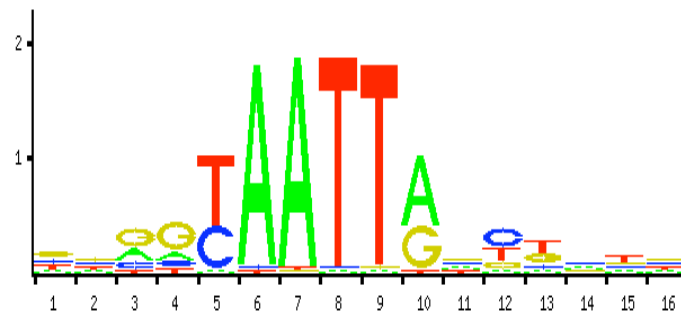

Supplementary Figure 4. A. Scheme showing the organization of the olfactory-type and VNO-type axons in the zebrafish embryos, relative to the olfactory placodes (OPL), the olfactory bulbs (OB), in frontal view. The olfactory nerve (ON) and the glomeruli (GL) are also indicated. **B.** Fluorescent micrographs to image the OE-type and the VNO-type axons by the use of, respectively, the *OMP::CFP* and the *Trpc2::Venus* transgenic fish strains.

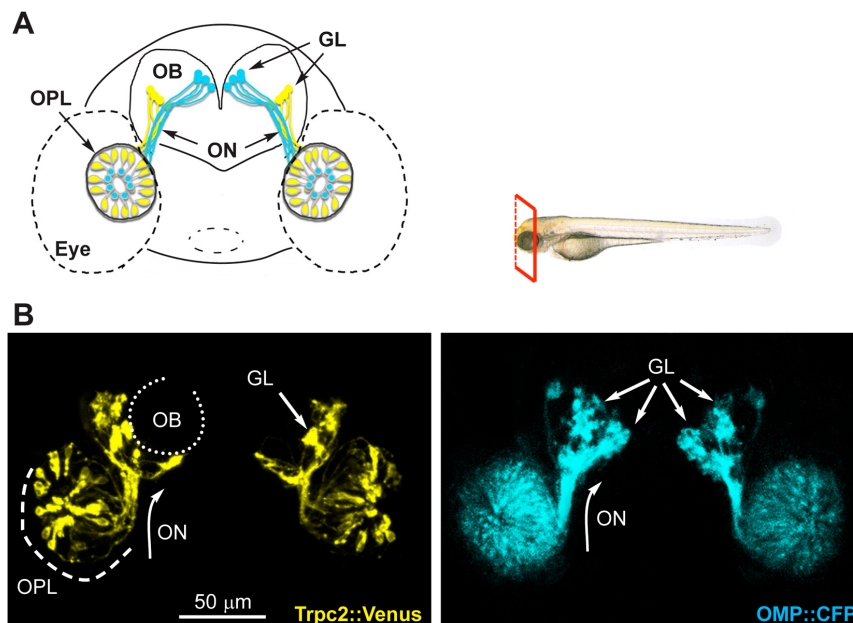

Supplementary Figure 5. Expression of *Dlx5* and selected *Dlx5* targets (indicated on the top left of each micrograph) in E14.5 mouse embryos, by in situ hybridization. Images were obtained from www.genepaint.org. Red arrows indicate expression in the olfactory neuroepithelium. Red asterisks indicate lack of expression.

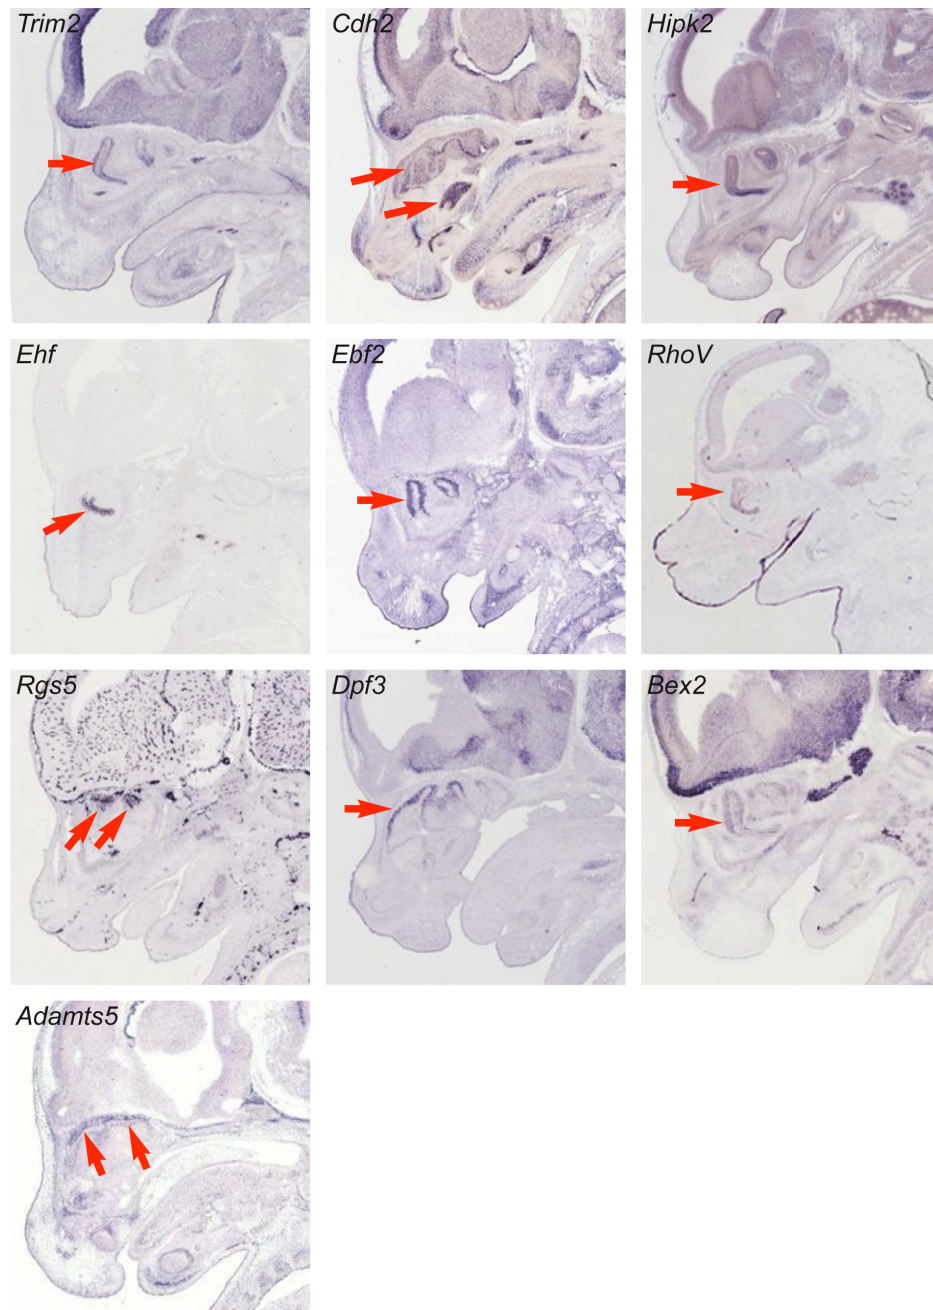

Supplementary Figure 6. Expression of genes (indicated on the top left of each micrograph) predicted/prioritized from the known human and mouse KS-disease genes, in E14.5 mouse embryos, by in situ hybridization. Images were obtained from www.genepaint.org. Red arrows indicate expression in the olfactory neuroepithelium, with the exception of *Adamts5*, whose expression is mesenchymal.

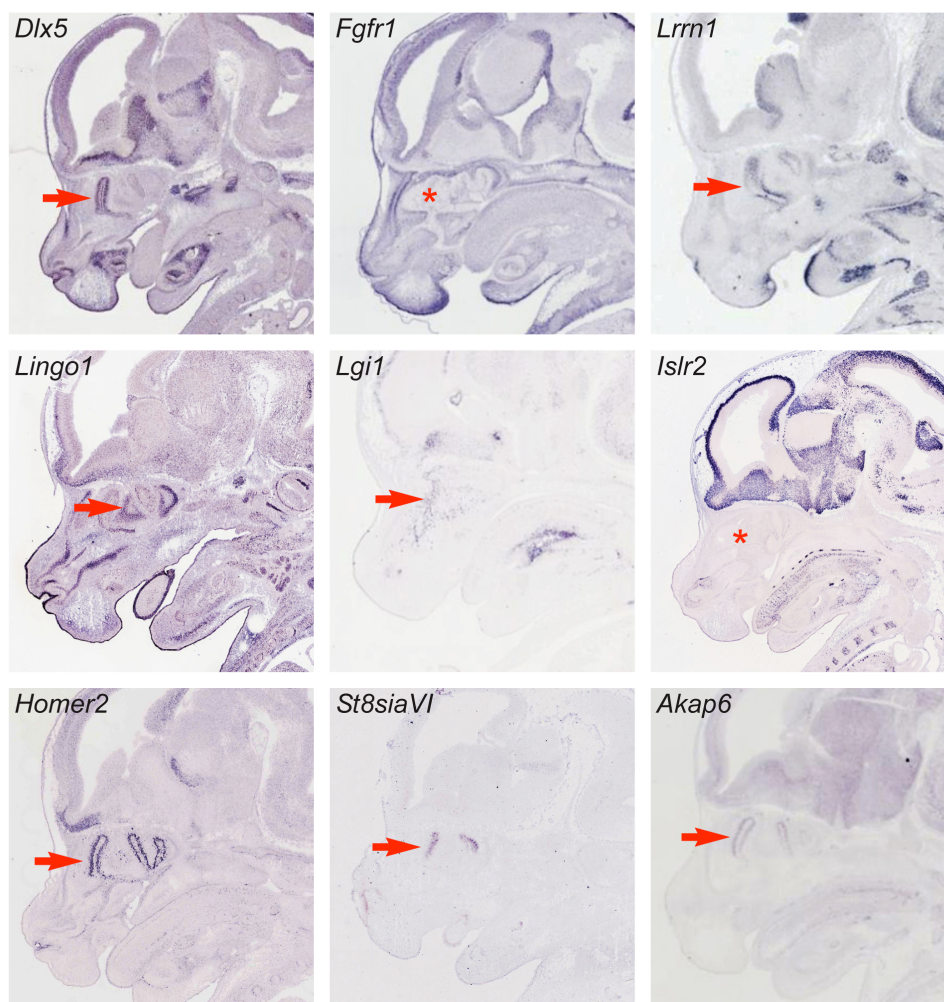

Supplementary Figure 7. Detailed expression of *EphA3* receptor, *EphrinA3*, *EphrinA5* and *Dlx5* in the olfactory region (OE, OB and VNO) of the mouse embryo. Except for *Dlx5*, in situ hybridization images were obtained from the publicly available database www.genepaint.org

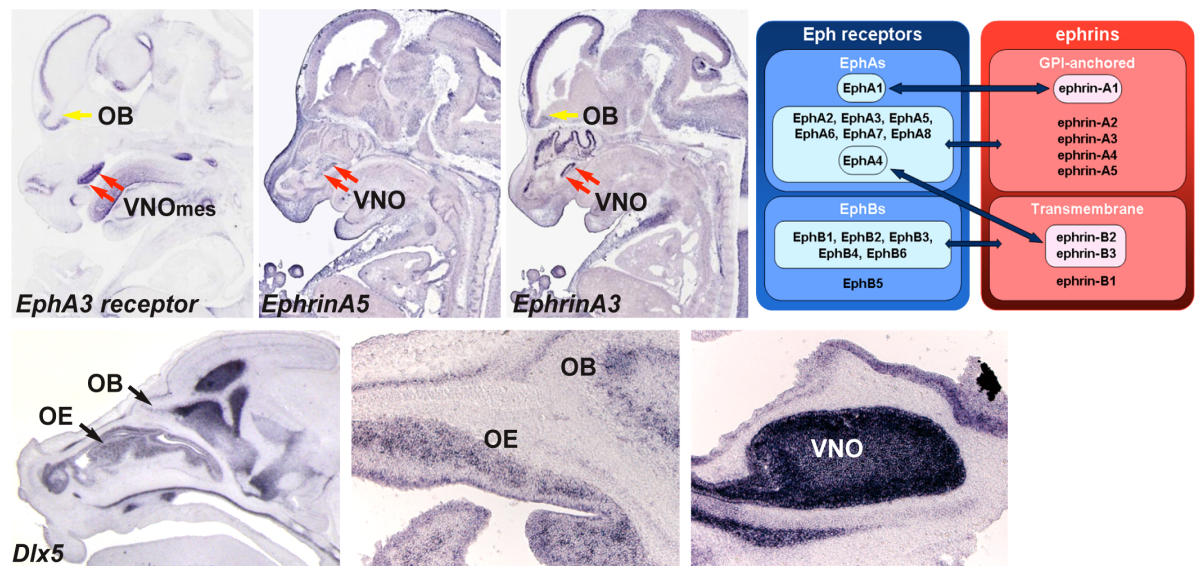

**Supplement:** Supplementary file 1

# Supplementary material for: Profiling, Bioinformatic, and Functional Data on the Developing Olfactory/GnRH System Reveal Cellular and Molecular Pathways Essential for This Process and Potentially Relevant for the Kallmann Syndrome
**Source:** Front Endocrinol (Lausanne). 2013 Dec 31;4:203. doi: 10.3389/fendo.2013.00203
**Supplement:** Supplementary file 2

Supplementary Table I Sequence of primers used for Real-Time qPCR (mouse)

<i>Akap6</i>	F	CGGTCGCGTCATTTTCTC
	R	GGGTTATCTTCACACACCATGA
<i>Cnga2</i>	F	AGGGAAAGGGCACCAAAA
	R	GCAATGACAAACAACCAAGC
<i>Dlx5</i>	F	CTGGTGACTGTGGCGAGTTA
	R	CAGAAGAGTCCCAAGCATCC
<i>Ermn</i>	F	GAAGACATGGCTTTCCGAGA
	R	CGCATCTCCTCTCTGCTCA
<i>Homer2</i>	F	GGAACAGCTATCGGATCATCA
	R	TCGGGGTGATAGTGCTGTTT
<i>Islr2</i>	F	AGGCAGAGCTGGAGGAGAC
	R	GATCTGCAGGGATCTGACCT
<i>Lgi1</i>	F	CAAAGGCCTGGATTCCTTAAC
	R	CCACAGTTGCATTGGTATGG
<i>Lingo2</i>	F	GGTACAGCAAAAGGAGTGCAT
	R	GAGTAACACCACAGCCAGACC
<i>Lrrn1</i>	F	GTCAGCCCAGCCTTAGGAC
	R	CTTGAACCGTATCACTCAATGC
<i>Rtp1</i>	F	CCCAACCTCAAGCACAAATG
	R	AGCACCAGGAACAGTGGAAC
<i>Snap25</i>	F	CGGAATTCGTGGATGAACGGGAGCAGA
	R	CGGAATTCGAATTTTCCTAGGTCCGTCAA
<i>St8siaVI</i>	F	TCCCCATTCGAGAGAACATT
	R	CACACTGGTTATAGGGATAGTCCA
<i>Gabrb2</i>	F	CGATGGCACTGTCCTGTATG
	R	ATACCGCCTTAGGTCCATCA
<i>Abcd2</i>	F	GCGCGGATGTTTTACCATAA
	R	GATGCTCACGGCACTGGTA
<i>Dapp1</i>	F	TCCAATGGACGTGATGGTAG
	R	GTTTGACAGAGTCTTTGGCTCTC
<i>Ehf</i>	F	TGTGATAGCTTCCTGCCT TCT
	R	CACCACTTCCTTCCAGAATCA
<i>FoxJ1</i>	F	GAACTTCTTCCAGAACCTTCCTC
	R	CCTCCGAACACGAATGTGA
<i>Fmo2</i>	F	TGATGGCAGACATTGTTGAAA
	R	CAACGTAGTTGGTCTGCAGTATCT
<i>Lect1</i>	F	TCTTCGTAGTTAGCTGGCATGA
	R	CAGTGACCAAGCAGAGCATC
<i>Sp7</i>	F	AGAGATCTGAGCTGGGTAGAGG
	R	AAGAGAGCCTGGCAAGAGG
<i>GAPDH</i>	F	TGTCAGCAATGCATCCTGCA
	R	TGTATGCAGGGATGATGTTC

Supplementary Table II. Sequences of Morpholino Oligonucleotides used for depletion of specific proteins in zebrafish embryos.

Gene	Description	Zfish homolog	Sequence	Morpholino targeting	Phenotype
**Dlx5**	distal-less homeobox 5	<i>dlx5a</i>	5'-CGAATACTCCAGTCATAGTTTGGAT-3'	ATG blocking	olfactory sensory neuron axon mistargeting, glomerular map formation delay, olfactory placode anatomical malformation, olfactory sensory neuron differentiation delay
			5'-TTATATAACAACCTTGCGGGC-3'	EX1-in1 splice junct.	
**Lrrn1**	leucine rich repeat protein 1, neuronal	<i>lrrn1</i>	5'-AAGAAAGTCCCTCTAGCCATTCTGA-3'	ATG blocking	olfactory sensory neuron axon mistargeting, glomerular map formation delay, olfactory placode anatomical malformation
**Islr2**	immunoglobulin superfamily containing leucine-rich repeat 2	<i>islr2</i>	5'-AGGTATTTGGTTGCCATTTTCAGCT-3'	ATG blocking	no phenotype
**Homer2**	homer homolog 2	<i>homer2</i>	5'-CATGTATCTGTCTGACCTTTGTTC-3'	EX1-in1 splice junct.	olfactory sensory neuron differentiation delay
**DAPP1**	dual adaptor for phosphotyrosine and 3-phosphoinositides 1	<i>dapp1</i>	5'-TGCTCTGAAAAAAGCGTGACATGA-3'	in2-EX3 splice junct.	no phenotype
**Lingo2**	leucine rich repeat and Ig domain containing 2	<i>lingo2</i>	5'-CTCAAAACAGTCCACCATACTGTCAT-3'	ATG blocking	olfactory sensory neuron axon mistargeting, glomerular map formation delay, olfactory placode anatomical malformation
**St8siaIV**	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 6	<i>st8sia6</i>	5'-AAGAGTCCTCATAACGCGCATCCAC-3'	ATG blocking	olfactory sensory neuron axon mistargeting, glomerular map formation delay, olfactory placode anatomical malformation
**Fgfr1**	Fibroblast growth factor receptor 1	<i>fgfr1a</i>	5'-GCAGCAGCGTGGTCTTCATTATCAT-3'	ATG blocking	olfactory sensory neuron axon mistargeting, glomerular map formation delay, olfactory placode anatomical malformation
			5'-CAAGAGAGCGCATGCTGCTTACGTA-3'	Splice junction	

Supplementary Table III. Differentially Expressed Genes in OE E14.5 vs. OPL 11.5.

Raw EPI data subtracted of the MES data. The gene symbols, gene names, Entrez gene ID, fold-change and significance are reported. DEGs are ranked according to the “fold-change”. For simplicity, the non-annotated probes and the *OR* genes have been eliminated from the Table.

entrez ID	symbol	gene name	M	FDR
18843	Plunc	palate, lung, and nasal epithelium associated	6,8106	0
66695	Aspn	asporin	6,5216	0
15891	Ibsp	integrin binding sialoprotein	6,2385	0
13108	Cyp2g1	cytochrome P450, family 2, subfamily g, polypeptide 1	6,0329	0
16840	Lect1	leukocyte cell derived chemotaxin 1	5,9658	0
19285	Ptrf	polymerase I and transcript release factor	5,7112	0
12409	Cbr2	carbonyl reductase 2	5,5542	0
	E030002O03Ri			
244180	k	RIKEN cDNA E030002O03 gene	5,3691	0
13179	Dcn	decorin	5,3554	0
66957	Serpinb11	serine (or cysteine) peptidase inhibitor, clade B (ovalbumin), member 11	5,3173	0
19695	Reg3g	regenerating islet-derived 3 gamma	5,2387	0
11475	Acta2	actin, alpha 2, smooth muscle, aorta	5,1567	0
13107	Cyp2f2	cytochrome P450, family 2, subfamily f, polypeptide 2	5,1613	0
20753	Sprr1a	small proline-rich protein 1A	4,9551	0
17180	Matn1	matrilin 1, cartilage matrix protein	5,0287	0
12842	Col1a1	collagen, type I, alpha 1	4,8225	0
12839	Col9a1	collagen, type IX, alpha 1	4,6579	0
				0,001
21826	Thbs2	thrombospondin 2	4,513	1
11522	Adh1	alcohol dehydrogenase 1 (class I)	4,3679	0,001
13717	Eln	elastin	4,1558	0,001
				9,00E-
213436	Zcchc5	zinc finger, CCHC domain containing 5	4,2173	04
				9,00E-
11595	Acan	aggrecan	4,1607	04
				0,001
13849	Ephx1	epoxide hydrolase 1, microsomal	4,0575	2
				0,001
16952	Anxa1	annexin A1	4,0471	2
				0,001
12818	Col14a1	collagen, type XIV, alpha 1	4,0688	2
				0,001
14261	Fmo1	flavin containing monooxygenase 1	3,9655	1
				0,001
18212	Ntrk2	neurotrophic tyrosine kinase, receptor, type 2	3,9969	1
21817	Tgm2	transglutaminase 2, C polypeptide	4,0017	0,001
13661	Ehf	ets homologous factor	4,0068	0,001
13516	Epyc	epiphycan	3,9413	0,001
				9,00E-
17183	Matn4	matrilin 4	3,9273	04

18295	Ogn	osteoglycin	3,9689	8,00E-04
16667	Krt17	keratin 17	3,9571	8,00E-04
22117	Tst	thiosulfate sulfurtransferase, mitochondrial	3,8494	8,00E-04
16678	Krt1	keratin 1	4,1192	0,0013
74145	F13a1	coagulation factor XIII, A1 subunit	3,7981	0,0012
55990	Fmo2	flavin containing monooxygenase 2	3,8158	0,0012
20256	Clec11a	C-type lectin domain family 11, member a	3,8322	0,0012
66166	S100a14	S100 calcium binding protein A14	3,7382	0,0020
258609	Olfr305	olfactory receptor 305	3,8145	0,0022
16948	Lox	lysyl oxidase	3,6659	0,0023
11922	Neurod6	neurogenic differentiation 6	3,7896	0,0023
18994	Pou3f4	POU domain, class 3, transcription factor 4	3,6952	0,0022
13732	Emp3	epithelial membrane protein 3	3,676	0,0026
116872	Serpinb7	serine (or cysteine) peptidase inhibitor, clade B, member 7	3,7282	0,0025
12833	Col6a1	collagen, type VI, alpha 1	3,5989	0,0027
20259	Scin	scinderin	3,687	0,0028
105785	Kdelr3	KDEL (Lys-Asp-Glu-Leu) endoplasmic reticulum protein retention receptor 3	3,5068	0,0028
18032	Nfix	nuclear factor I/X	3,5088	0,0027
16669	Krt19	keratin 19	3,521	0,0027
114332	Lyve1	lymphatic vessel endothelial hyaluronan receptor 1	3,4986	0,0028
18121	Nog	noggin	3,5417	0,0028
20379	Sfrp4	secreted frizzled-related protein 4	3,5261	0,0029
17112	Tm4sf1	transmembrane 4 superfamily member 1	3,4764	0,0028
17182	Matn3	matrilin 3	3,5359	0,0029
19132	Prph	peripherin	3,5105	0,0029
11828	Aqp3	aquaporin 3	3,433	0,0029
213043	Aox3l1	aldehyde oxidase 3-like 1	3,4515	0,0028

				0,003
11676	Aldoc	aldolase C, fructose-bisphosphate	3,3714	4
				0,003
258206	Olfr1264	olfactory receptor 1264	3,3876	3
				0,003
12950	Hapln1	hyaluronan and proteoglycan link protein 1	3,5629	4
				0,004
11858	Rnd2	Rho family GTPase 2	3,3233	3
				0,004
81799	C1qtnf3	C1q and tumor necrosis factor related protein 3	3,3245	3
				0,004
21923	Tnc	tenascin C	3,4312	6
				0,004
21924	Tnnc1	troponin C, cardiac/slow skeletal	3,2681	9
				0,004
117167	Steap4	STEAP family member 4	3,2714	8
				0,004
21824	Thbd	thrombomodulin	3,2804	7
				0,005
12816	Col12a1	collagen, type XII, alpha 1	3,308	3
				0,005
56429	Dpt	dermatopontin	3,3497	3
				0,005
170798	AY036118	cDNA sequence AY036118	3,5887	4
				0,005
17968	Ncam2	neural cell adhesion molecule 2	3,452	5
				0,005
53315	Sult1d1	sulfotransferase family 1D, member 1	3,2404	6
				0,006
98660	Atp1a2	ATPase, Na ⁺ /K ⁺ transporting, alpha 2 polypeptide	3,2008	1
				0,006
13809	Enpep	glutamyl aminopeptidase	3,1669	8
				0,006
12577	Cdkn1c	cyclin-dependent kinase inhibitor 1C (P57)	3,1487	8
				0,007
76365	Tbx18	T-box18	3,2393	8
				0,008
14238	Foxf2	forkhead box F2	3,2965	2
				0,008
14132	Fcgrt	Fc receptor, IgG, alpha chain transporter	3,1056	5
				0,009
12824	Col2a1	collagen, type II, alpha 1	3,1369	2
				0,009
330216	Mblac1	metallo-beta-lactamase domain containing 1	3,1697	1
18013	Neurod2	neurogenic differentiation 2	3,0808	0,009
				0,009
13522	Adam28	a disintegrin and metallopeptidase domain 28	3,0551	2
				0,009
22268	Upk1b	uroplakin 1B	3,0951	5
				0,010
12643	Chad	chondroadherin	3,0823	1
				0,010
11752	Anxa8	annexin A8	3,144	2

				0,010
19737	Rgs5	regulator of G-protein signaling 5	3,0171	2
				0,010
16803	Lbp	lipopolysaccharide binding protein	3,0588	2
				0,010
18378	Omp	olfactory marker protein	3,0711	5
				0,010
170574	Sp7	Sp7 transcription factor 7	3,0507	4
				0,011
246048	Chodl	chondrolectin	3,1474	2
				0,011
110012	Gm16517	predicted gene, Gm16517	2,9729	4
107250	Kazald1	Kazal-type serine peptidase inhibitor domain 1	2,9538	0,012
110935	Atp6v1b1	ATPase, H+ transporting, lysosomal V1 subunit B1	2,9426	0,012
				0,012
18979	Pon1	paraoxonase 1	2,9912	4
				0,012
54156	Egfl6	EGF-like-domain, multiple 6	2,9814	3
				0,012
67295	Rab3c	RAB3C, member RAS oncogene family	3,0176	2
				0,012
19737	Rgs5	regulator of G-protein signaling 5	2,9203	4
				0,012
21375	Tbr1	T-box brain gene 1	2,9949	4
				0,012
208890	Slc26a7	solute carrier family 26, member 7	2,9244	6
				0,012
13390	Dlx1	distal-less homeobox 1	3,0231	5
				0,012
15375	Foxa1	forkhead box A1	2,8913	9
				0,013
20888	Sult1c1	sulfotransferase family, cytosolic, 1C, member 1	2,9774	1
				0,013
20203	S100b	S100 protein, beta polypeptide, neural	2,9801	8
				0,013
16905	Lmna	lamin A	2,8903	7
				0,013
16665	Krt15	keratin 15	2,9492	6
				0,014
21743	Inmt	indolethylamine N-methyltransferase	2,8677	2
				0,014
77125	Il33	interleukin 33	2,863	2
				0,014
56213	Htra1	HtrA serine peptidase 1	2,8479	1
				0,014
56188	Fxyd1	FXDY domain-containing ion transport regulator 1	2,8289	9
16661	Krt10	keratin 10	2,9642	0,015
				0,015
20193	S100a1	S100 calcium binding protein A1	2,8266	1
				0,015
14859	Gsta3	glutathione S-transferase, alpha 3	2,8324	1
15229	Foxd1	forkhead box D1	2,8256	0,015

210622	Pamr1	peptidase domain containing associated with muscle regeneration 1	2,8474	0,014<br>9
259300	Ehd2	EH-domain containing 2	2,8161	0,015<br>7
97440	B3gnt9-ps	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 9, pseudogene	2,8099	0,016<br>2
74186	Ccdc3	coiled-coil domain containing 3	2,8122	0,016<br>3
14406	Gabrg2	gamma-aminobutyric acid (GABA) A receptor, subunit gamma 2	2,9812	0,018<br>0,018
11826	Aqp1	aquaporin 1	2,7757	3<br>0,019
259057	Olfr649	olfactory receptor 649	2,9959	2<br>0,019
207596	Thsd4	thrombospondin, type I, domain containing 4	2,7367	6<br>0,020
14623	Gjb6	gap junction protein, beta 6	2,742	6<br>0,020
17533	Mrc1	mannose receptor, C type 1	2,7065	7<br>0,021
63873	Trpv4	transient receptor potential cation channel, subfamily V, member 4	2,7292	5<br>0,021
223272	Itgbl1	integrin, beta-like 1	2,698	5<br>0,021
14560	Gdf10	growth differentiation factor 10	2,75	7<br>0,021
21384	Tbx15	T-box 15	2,7377	7<br>0,021
14178	Fgf7	fibroblast growth factor 7	2,7574	8<br>0,021
67951	Tubb6	tubulin, beta 6	2,6896	9<br>0,022
75600	Calml4	calmodulin-like 4	2,7024	0,022<br>0,022
20724	Serpinb5	serine (or cysteine) peptidase inhibitor, clade B, member 5	2,8605	2<br>0,022
17181	Matn2	matrilin 2	2,6677	3<br>0,022
73121	Fam101a	family with sequence similarity 101, member A	2,6827	4<br>0,023
232400	BC048546	cDNA sequence BC048546	2,6505	1<br>0,023
13507	Dsc3	desmocollin 3	2,845	2<br>0,023
12837	Col8a1	collagen, type VIII, alpha 1	2,6671	9<br>0,024
14184	Fgfr3	fibroblast growth factor receptor 3	2,6721	4<br>0,024
50916	Irx4	Iroquois related homeobox 4 (Drosophila)	2,6654	2<br>0,024
18858	Pmp22	peripheral myelin protein 22	2,6395	6<br>0,024
67405	Nts	neurotensin	2,6388	7

				0,024
258387	Olfr720	olfactory receptor 720	2,7039	6
				0,024
17313	Mgp	matrix Gla protein	2,6652	8
				0,025
224055	Rtp2	receptor transporter protein 2	2,6201	3
				0,025
243339	Tmem130	transmembrane protein 130	2,7805	3
				0,025
12789	Cnga2	cyclic nucleotide gated channel alpha 2	2,6075	3
				0,026
239114	Il17d	interleukin 17D	2,6017	1
				0,026
12389	Cav1	caveolin 1, caveolae protein	2,6117	2
12834	Col6a2	collagen, type VI, alpha 2	2,5924	0,026
				0,025
13482	Dpp4	dipeptidylpeptidase 4	2,6034	9
				0,026
244923	Klhl31	kelch-like 31 (Drosophila)	2,5703	8
				0,026
11459	Acta1	actin, alpha 1, skeletal muscle	2,6017	7
		potassium inwardly-rectifying channel, subfamily J,		0,026
211480	Kcnj14	member 14	2,6884	8
				0,027
12815	Col11a2	collagen, type XI, alpha 2	2,5905	6
				0,028
15223	Foxj1	forkhead box J1	2,5385	6
				0,028
17022	Lum	lumican	2,5526	6
				0,028
12835	Col6a3	collagen, type VI, alpha 3	2,5771	5
				0,028
11551	Adra2a	adrenergic receptor, alpha 2a	2,5268	4
				0,028
329941	Col8a2	collagen, type VIII, alpha 2	2,5388	5
				0,028
13038	Ctsk	cathepsin K	2,5566	8
		UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase,		0,028
26878	B3galt2	polypeptide 2	2,54	9
		immunoglobulin superfamily containing leucine-rich		0,028
320563	Islr2	repeat 2	2,7171	9
				0,029
17395	Mmp9	matrix metalloproteinase 9	2,5449	1
18619	Penk	preproenkephalin	2,5451	0,029
				0,029
23967	Osr1	odd-skipped related 1 (Drosophila)	2,5474	7
				0,029
74342	Lrrtm1	leucine rich repeat transmembrane neuronal 1	2,5185	7
				0,029
406186	Olfr142	olfactory receptor 142	2,6741	7
				0,031
12642	Ch25h	cholesterol 25-hydroxylase	2,4873	9

				0,032
11829	Aqp4	aquaporin 4	2,516	1
				0,032
12870	Cp	ceruloplasmin	2,5221	5
				0,032
226278	Prlhr	prolactin releasing hormone receptor	2,6642	4
				0,033
20750	Spp1	secreted phosphoprotein 1	2,5246	5
				0,034
13730	Emp1	epithelial membrane protein 1	2,4814	3
				0,035
116847	Prelp	proline arginine-rich end leucine-rich repeat	2,4648	1
				0,035
68631	Cryl1	crystallin, lambda 1	2,445	3
				0,036
216350	Tspan8	tetraspanin 8	2,4445	3
				0,036
107581	Col16a1	collagen, type XVI, alpha 1	2,4454	5
				0,036
71145	Scara5	scavenger receptor class A, member 5 (putative)	2,4389	4
				0,036
218215	Rnf144b	ring finger protein 144B	2,4658	4
				0,036
67606	Fibin	fin bud initiation factor homolog (zebrafish)	2,4629	3
				0,036
192166	Sardh	sarcosine dehydrogenase	2,4235	9
				0,036
16859	Lgals9	lectin, galactose binding, soluble 9	2,4375	7
				0,037
17470	Cd200	CD200 antigen	2,4547	1
				0,037
109042	Prkcdbp	protein kinase C, delta binding protein	2,4282	3
				0,037
11600	Angpt1	angiopoietin 1	2,4703	6
				0,037
114301	Palmd	palmdelphin	2,4497	7
		solute carrier family 40 (iron-regulated transporter),		0,037
53945	Slc40a1	member 1	2,4048	6
				0,037
338320	Mia2	melanoma inhibitory activity 2	2,5517	4
				0,037
14004	Chchd2	coiled-coil-helix-coiled-coil-helix domain containing 2	2,4331	3
		gamma-aminobutyric acid (GABA) A receptor, subunit		0,038
14395	Gabra2	alpha 2	2,519	7
				0,038
12832	Col5a2	collagen, type V, alpha 2	2,4177	7
				0,038
16870	Lhx2	LIM homeobox protein 2	2,4201	9
				0,039
73835	Ifitm5	interferon induced transmembrane protein 5	2,4327	3
				0,040
72169	Trim29	tripartite motif-containing 29	2,4836	5
239766	Rtp1	receptor transporter protein 1	2,3863	0,040

				5
				0,040
22402	Wisp1	WNT1 inducible signaling pathway protein 1	2,3934	5
				0,040
243771	Parp12	poly (ADP-ribose) polymerase family, member 12	2,3813	5
		complement component 1, q subcomponent, alpha		0,040
12259	C1qa	polypeptide	2,385	5
				0,040
12831	Col5a1	collagen, type V, alpha 1	2,3832	5
				0,040
12306	Anxa2	annexin A2	2,4058	9
				0,041
259086	Olfr609	olfactory receptor 609	2,6194	1
				0,041
16682	Krt4	keratin 4	2,3786	6
				0,041
11981	Atp9a	ATPase, class II, type 9A	2,3707	3
				0,041
18133	Nov	nephroblastoma overexpressed gene	2,3624	3
				0,041
68775	Atp6v1c2	ATPase, H+ transporting, lysosomal V1 subunit C2	2,3572	4
				0,041
11749	Anxa6	annexin A6	2,374	4
				0,041
26427	Creb3l1	cAMP responsive element binding protein 3-like 1	2,3902	3
				0,041
244179	Ubqln1	ubiquilin-like	2,3786	1
		EGF-like module containing, mucin-like, hormone		0,041
13733	Emr1	receptor-like sequence 1	2,3595	7
				0,041
12741	Cldn5	claudin 5	2,4016	8
		potassium voltage-gated channel, Isk-related		0,041
57814	Kcne4	subfamily, gene 4	2,3708	8
				0,042
228543	Rhov	ras homolog gene family, member V	2,3587	1
				0,043
258361	Olfr495	olfactory receptor 495	2,397	3
				0,043
234964	Ccdc67	coiled-coil domain containing 67	2,3939	5
				0,043
12405	Cbln2	cerebellin 2 precursor protein	2,358	8
320712	Abi3bp	ABI gene family, member 3 (NESH) binding protein	2,3873	0,044
				0,044
237213	Gla2	glycine receptor, alpha 2 subunit	2,5082	6
				0,044
259119	Olfr578	olfactory receptor 578	2,3555	4
				0,044
14241	Foxl1	forkhead box L1	2,4117	8
319713	Ablim3	actin binding LIM protein family, member 3	2,3996	0,045
				0,044
23876	Fbln5	fibulin 5	2,3476	8
216643	Gabrp	gamma-aminobutyric acid (GABA) A receptor, pi	2,3732	0,044

				8
16521	Kcnj5	potassium inwardly-rectifying channel, subfamily J, member 5	2,3747	0,0447
56338	Txnip	thioredoxin interacting protein	2,3305	0,0469
66864	Clec14a	C-type lectin domain family 14, member a	2,3277	0,0464
192734	AI646023	expressed sequence AI646023	2,3422	0,0464
16545	Kera	keratocan	2,3846	0,0462
72393	Faim2	Fas apoptotic inhibitory molecule 2	2,3246	0,0464
208098	Panx3	pannexin 3	2,4504	0,0464
66141	Ifitm3	interferon induced transmembrane protein 3	2,3032	0,0465
21345	Tagln	transgelin	2,3061	0,0464
20183	Rxrg	retinoid X receptor gamma	2,3055	0,0465
16598	Klf2	Kruppel-like factor 2 (lung)	2,3048	0,0464
	4930599N23Ri			
75379	k	RIKEN cDNA 4930599N23 gene	2,3861	0,047
12978	Csf1r	colony stimulating factor 1 receptor	2,2875	0,047
22772	Zic2	zinc finger protein of the cerebellum 2	2,4039	0,0469
20834	Znrf4	zinc and ring finger 4	2,458	0,0468
12508	Cd53	CD53 antigen	2,3094	0,0467
56710	Dbc1	deleted in bladder cancer 1 (human)	2,292	0,0477
68303	Fam114a1	family with sequence similarity 114, member A1	2,3013	0,0481
11815	Apod	apolipoprotein D	2,2898	0,048
53870	Cntn6	contactin 6	2,3367	0,0471
23796	Aplnr	apelin receptor	2,2923	0,0479
50781	Dkk3	dickkopf homolog 3 (Xenopus laevis)	2,3137	0,0479
18331	Olfr32	olfactory receptor 32	2,5132	0,0479
71233	Enkur	enkurin, TRPC channel interacting protein	2,2984	0,0479
72693	Zcchc12	zinc finger, CCHC domain containing 12	2,3699	0,0478
18166	Npy1r	neuropeptide Y receptor Y1	2,3196	0,0477

Supplementary Table IV. Differentially Expressed Genes (DEG) in OE E14.5 vs. OPL 11.5. Raw EPI data subtracted of the MES data. The gene symbols, gene names, Entrez gene ID, fold-change and significance are reported. DEGs are ranked according to the “fold-change”. The non-annotated probes and the *OR* genes have been eliminated.

probe	gene ID	symbol	gene name	M	FDR
688766					
1	74742	5830411J07Rik	RIKEN cDNA 5830411J07 gene	-4,7547	0,0054
689910					
0	17261	Mef2d	myocyte enhancer factor 2D	-4,5338	0,0085
684019			LIM domain containing preferred translocation partner		
9	210126	Lpp	in lipoma	-4,2936	0,0092
699807					
2	19823	Rnf7	ring finger protein 7	-3,8283	0,015
675353					
6	320138	A130050O07Rik	RIKEN cDNA A130050O07 gene	-3,6939	0,0158
696437					
7	319527	B230325K18Rik	RIKEN cDNA B230325K18 gene	-3,6349	0,017
692634					
4	69902	Mrto4	MRT4, mRNA turnover 4, homolog (S. cerevisiae)	-3,5704	0,0179
687058					
3	26930	Ppnr	per-pentamer repeat gene	-3,6277	0,0183
701599					
3	22294	Uxt	ubiquitously expressed transcript	-3,5627	0,0182
681549					
1	68189	5330431K02Rik	RIKEN cDNA 5330431K02 gene	-3,5109	0,0181
686003					
5	448986	Pnet-ps	prenatal ethanol induced mRNA, pseudogene	-3,4621	0,0195
698910					
1	414109	9830163H01Rik	RIKEN cDNA 9830163H01 gene	-3,1012	0,0334
689546					
0	80892	Zfhx4	zinc finger homeodomain 4	-3,0306	0,036
701384					
4	319963	9330119M13Rik	RIKEN cDNA 9330119M13 gene	-2,9064	0,0408
684679					
9	320756	9330155M09Rik	RIKEN cDNA 9330155M09 gene	-3,0642	0,0429
688944					
0	320687	A130004G07Rik	RIKEN cDNA A130004G07 gene	-2,8244	0,0441
696295					
1	319522	D930046H04Rik	RIKEN cDNA D930046H04 gene	-2,8115	0,0458
698379					
0	319911	D830024N08Rik	RIKEN cDNA D830024N08 gene	-2,7145	0,0476

Supplementary Table V. Differentially Expressed Genes (DEG) in VNO E14.5 vs. OPL 11.5. Raw EPI data subtracted of the MES data. The gene symbols, gene names, Entrez gene ID, fold-change and significance are reported. DEGs are ranked according to the “fold-change”. The non-annotated probes and the *OR* genes have been eliminated.

entrez ID	symbol	gene name	M	FDR
15891	Ibsp	integrin binding sialoprotein	8,319	0
18843	Plunc	palate, lung, and nasal epithelium associated	7,9589	0
66695	Aspn	asporin	7,1264	0
19695	Reg3g	regenerating islet-derived 3 gamma	6,466	0
13107	Cyp2f2	cytochrome P450, family 2, subfamily f, polypeptide 2	6,2299	0
12409	Cbr2	carbonyl reductase 2	6,075	0
11475	Acta2	actin, alpha 2, smooth muscle, aorta	5,9577	0
		serine (or cysteine) peptidase inhibitor, clade B		
66957	Serpinb11	(ovalbumin), member 11	5,7992	0
13108	Cyp2g1	cytochrome P450, family 2, subfamily g, polypeptide 1	5,6303	0
13179	Dcn	decorin	5,5046	0
16840	Lect1	leukocyte cell derived chemotaxin 1	5,3702	9,00E-04
21924	Tnnc1	troponin C, cardiac/slow skeletal	5,1952	8,00E-04
244180	E030002O03Rik	RIKEN cDNA E030002O03 gene	5,0783	7,00E-04
21826	Thbs2	thrombospondin 2	4,9636	7,00E-04
16667	Krt17	keratin 17	4,9583	6,00E-04
19285	Ptrf	polymerase I and transcript release factor	4,9515	6,00E-04
55990	Fmo2	flavin containing monooxygenase 2	4,6778	6,00E-04
16952	Anxa1	annexin A1	4,6554	5,00E-04
170574	Sp7	Sp7 transcription factor 7	4,6282	5,00E-04
20256	Clec11a	C-type lectin domain family 11, member a	4,6037	5,00E-04
		serine (or cysteine) peptidase inhibitor, clade B, member		
116872	Serpinb7	7	4,6	5,00E-04
11522	Adh1	alcohol dehydrogenase 1 (class I)	4,5541	4,00E-04
16545	Kera	keratocan	4,502	4,00E-04
246048	Chodl	chondrolectin	4,4821	4,00E-04
208098	Panx3	pannexin 3	4,4815	4,00E-04
12842	Col1a1	collagen, type I, alpha 1	4,4439	4,00E-04
13661	Ehf	ets homologous factor	4,3905	7,00E-04
18295	Ogn	osteoglycin	4,372	7,00E-04
21923	Tnc	tenascin C	4,3651	7,00E-04
11459	Acta1	actin, alpha 1, skeletal muscle	4,3085	6,00E-04
20753	Spr1a	small proline-rich protein 1A	4,428	6,00E-04
17386	Mmp13	matrix metalloproteinase 13	4,2758	6,00E-04
12818	Col14a1	collagen, type XIV, alpha 1	4,2776	6,00E-04
20750	Spp1	secreted phosphoprotein 1	4,2134	6,00E-04
21952	Tnni1	troponin I, skeletal, slow 1	4,1747	5,00E-04
66166	S100a14	S100 calcium binding protein A14	4,229	5,00E-04
16669	Krt19	keratin 19	4,1039	5,00E-04
12839	Col9a1	collagen, type IX, alpha 1	4,0467	0,001
18979	Pon1	paraoxonase 1	4,0517	0,001
13717	Eln	elastin	4,004	9,00E-04

12833	Col6a1	collagen, type VI, alpha 1	3,9862	9,00E-04
73835	Ifitm5	interferon induced transmembrane protein 5	4,0228	9,00E-04
11752	Anxa8	annexin A8	3,9369	9,00E-04
13732	Emp3	epithelial membrane protein 3	3,8846	0,001
16948	Lox	lysyl oxidase	3,8826	0,001
20379	Sfrp4	secreted frizzled-related protein 4	3,8954	0,0012
17928	Myog	myogenin	3,794	0,0012
22117	Tst	thiosulfate sulfurtransferase, mitochondrial	3,7899	0,0011
18121	Nog	noggin	3,8771	0,0011
14261	Fmo1	flavin containing monooxygenase 1	3,786	0,0011
17180	Matn1	matrilin 1, cartilage matrix protein	3,7559	0,0011
213436	Zcchc5	zinc finger, CCHC domain containing 5	3,7582	0,001
117167	Steap4	STEAP family member 4	3,6862	0,0012
13849	Ephx1	epoxide hydrolase 1, microsomal	3,6717	0,0011
19132	Prph	peripherin	3,6111	0,0011
56429	Dpt	dermatopontin	3,6106	0,0011
27047	Omd	osteomodulin	3,5998	0,0011
237831	Slc13a5	solute carrier family 13 (sodium-dependent citrate transporter), member 5	3,6316	0,0012
11828	Aqp3	aquaporin 3	3,5957	0,0012
107250	Kazald1	Kazal-type serine peptidase inhibitor domain 1	3,5974	0,0012
14178	Fgf7	fibroblast growth factor 7	3,6034	0,0012
20888	Sult1c1	sulfotransferase family, cytosolic, 1C, member 1	3,5615	0,0014
11472	Actn2	actinin alpha 2	3,5682	0,0014
18212	Ntrk2	neurotrophic tyrosine kinase, receptor, type 2	3,5696	0,0015
17901	Myl1	myosin, light polypeptide 1	3,5174	0,0015
12350	Car3	carbonic anhydrase 3	3,5575	0,0015
12373	Casq2	calsequestrin 2	3,5126	0,0015
81799	C1qtnf3	C1q and tumor necrosis factor related protein 3	3,5115	0,0015
16870	Lhx2	LIM homeobox protein 2	3,5004	0,0016
11595	Acan	aggrecan	3,4659	0,0017
17907	Mylpf	myosin light chain, phosphorylatable, fast skeletal muscle KDEL (Lys-Asp-Glu-Leu) endoplasmic reticulum protein	3,4515	0,0017
105785	Kdelr3	retention receptor 3	3,4531	0,0016
70935	Speer4f	spermatogenesis associated glutamate (E)-rich protein 4f	3,6705	0,0016
16665	Krt15	keratin 15	3,4316	0,0016
17395	Mmp9	matrix metalloproteinase 9	3,4301	0,0018
53315	Sult1d1	sulfotransferase family 1D, member 1	3,4441	0,0019
21817	Tgm2	transglutaminase 2, C polypeptide	3,4274	0,0021
15375	Foxa1	forkhead box A1	3,4155	0,0021
12816	Col12a1	collagen, type XII, alpha 1	3,3891	0,0022
20259	Scin	scinderin	3,403	0,0023
13507	Dsc3	desmocollin 3	3,4065	0,0024
11600	Angpt1	angiopoietin 1	3,3645	0,0025
110935	Atp6v1b1	ATPase, H ⁺ transporting, lysosomal V1 subunit B1	3,3527	0,0024
18378	Omp	olfactory marker protein	3,363	0,0024
16905	Lmna	lamin A	3,3328	0,0025
12835	Col6a3	collagen, type VI, alpha 3	3,3277	0,0024

18032	Nfix	nuclear factor I/X	3,2964	0,0029
20724	Serpnb5	serine (or cysteine) peptidase inhibitor, clade B, member 5	3,2907	0,0029
14859	Gsta3	glutathione S-transferase, alpha 3	3,2834	0,0029
74186	Ccdc3	coiled-coil domain containing 3	3,2605	0,0029
12577	Cdkn1c	cyclin-dependent kinase inhibitor 1C (P57)	3,2673	0,0029
74442	Sgms2	sphingomyelin synthase 2	3,2628	0,0029
258296	Olfr745	olfactory receptor 745	3,2682	0,0029
213043	Aox3l1	aldehyde oxidase 3-like 1	3,2372	0,003
20716	Serpina3n	serine (or cysteine) peptidase inhibitor, clade A, member 3N	3,2778	0,003
244923	Klhl31	kelch-like 31 (Drosophila)	3,2279	0,0032
67951	Tubb6	tubulin, beta 6	3,2335	0,0031
319875	Tmprss11bnl	transmembrane protease, serine 11b N terminal like	3,1997	0,0031
13809	Enpep	glutamyl aminopeptidase	3,1947	0,0031
58994	Smpd3	sphingomyelin phosphodiesterase 3, neutral	3,1939	0,0031
170798	AY036118	cDNA sequence AY036118	3,5388	0,0032
11676	Aldoc	aldolase C, fructose-bisphosphate	3,1832	0,0032
13038	Ctsk	cathepsin K	3,1828	0,0032
22268	Upk1b	uroplakin 1B	3,1774	0,0033
74145	F13a1	coagulation factor XIII, A1 subunit	3,1624	0,0034
12389	Cav1	caveolin 1, caveolae protein	3,1604	0,0034
56188	Fxyd1	FXYD domain-containing ion transport regulator 1	3,118	0,0037
70008	Ace2	angiotensin I converting enzyme (peptidyl-dipeptidase A) 2	3,1023	0,0038
239790	Ostn	ostecocrin	3,1154	0,0038
54156	Egfl6	EGF-like-domain, multiple 6	3,094	0,0038
22270	Upk3a	uroplakin 3A	3,0881	0,0038
320712	Abi3bp	ABI gene family, member 3 (NESH) binding protein	3,0946	0,0037
12837	Col8a1	collagen, type VIII, alpha 1	3,0848	0,004
234964	Ccdc67	coiled-coil domain containing 67	3,0488	0,0046
11826	Aqp1	aquaporin 1	3,0495	0,0046
11529	Adh7	alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide	3,051	0,0046
13522	Adam28	a disintegrin and metallopeptidase domain 28	3,0495	0,0046
207596	Thsd4	thrombospondin, type I, domain containing 4	3,0162	0,005
74342	Lrrtm1	leucine rich repeat transmembrane neuronal 1	3,0149	0,0054
12834	Col6a2	collagen, type VI, alpha 2	2,9851	0,0056
14238	Foxf2	forkhead box F2	3,0465	0,006
22402	Wisp1	WNT1 inducible signaling pathway protein 1	2,9505	0,006
13516	Epyc	epiphycan	2,9322	0,0063
114301	Palmd	palmdelphin	2,9363	0,0063
17183	Matn4	matrilin 4	2,9254	0,0064
14132	Fcgrt	Fc receptor, IgG, alpha chain transporter	2,9266	0,0064
66139	Tmem8c	transmembrane protein 8C	2,9123	0,0067
17112	Tm4sf1	transmembrane 4 superfamily member 1	2,8987	0,0068
15223	Foxj1	forkhead box J1	2,891	0,0071
110012	Gm16517	predicted gene, Gm16517	2,8384	0,0079

53870	Cntn6	contactin 6	2,8376	0,0079
68680	Fitm1	fat storage-inducing transmembrane protein 1	2,8442	0,0081
330216	Mblac1	metallo-beta-lactamase domain containing 1	2,9319	0,008
21824	Thbd	thrombomodulin	2,8138	0,008
11829	Aqp4	aquaporin 4	2,819	0,008
208890	Slc26a7	solute carrier family 26, member 7	2,7984	0,0079
259300	Ehd2	EH-domain containing 2	2,8024	0,008
11647	Alpl	alkaline phosphatase, liver/bone/kidney	2,7842	0,0081
21743	Inmt	indolethylamine N-methyltransferase	2,7751	0,0087
56401	Lepre1	leprecan 1	2,7559	0,0089
13346	Des	desmin	2,7648	0,0088
53945	Slc40a1	solute carrier family 40 (iron-regulated transporter), member 1	2,7302	0,0087
16682	Krt4	keratin 4	2,7343	0,0087
17181	Matn2	matrilin 2	2,7315	0,0087
12832	Col5a2	collagen, type V, alpha 2	2,7238	0,009
18858	Pmp22	peripheral myelin protein 22	2,7132	0,0093
258702	Olf410	olfactory receptor 410	2,6896	0,0095
19220	Ptgfr	prostaglandin F receptor	2,701	0,0096
13512	Dsg3	desmoglein 3	2,708	0,0095
20309	Cxcl15	chemokine (C-X-C motif) ligand 15	2,6925	0,0098
12306	Anxa2	annexin A2	2,6855	0,0098
17022	Lum	lumican	2,6822	0,01
244416	Ppp1r3b	protein phosphatase 1, regulatory (inhibitor) subunit 3B	2,6628	0,0099
72169	Trim29	tripartite motif-containing 29	2,6562	0,0101
97440	B3gnt9-ps	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 9, pseudogene	2,6663	0,0102
99543	Olfml3	olfactomedin-like 3	2,6591	0,0102
12638	Cftr	cystic fibrosis transmembrane conductance regulator homolog	2,65	0,0111
11435	Chrna1	cholinergic receptor, nicotinic, alpha polypeptide 1 (muscle)	2,64	0,0112
26878	B3galt2	UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 2	2,6346	0,0114
13730	Emp1	epithelial membrane protein 1	2,6063	0,0119
17203	Mc5r	melanocortin 5 receptor	2,6196	0,0118
18741	Pitx2	paired-like homeodomain transcription factor 2	2,6338	0,0119
20193	S100a1	S100 calcium binding protein A1	2,616	0,0119
12950	Hapln1	hyaluronan and proteoglycan link protein 1	2,634	0,0119
12180	Smyd1	SET and MYND domain containing 1	2,5939	0,0122
23876	Fbln5	fibulin 5	2,6057	0,0122
12772	Ccr2	chemokine (C-C motif) receptor 2	2,5975	0,0125
11749	Anxa6	annexin A6	2,5762	0,0125
13876	Erg	avian erythroblastosis virus E-26 (v-ets) oncogene related	2,583	0,0128
109042	Prkcdp	protein kinase C, delta binding protein	2,5709	0,013
12491	Cd36	CD36 antigen	2,5717	0,013
19737	Rgs5	regulator of G-protein signaling 5	2,547	0,0139
259015	Olf1038-ps	olfactory receptor 1038, pseudogene	2,6472	0,0138

14560	Gdf10	growth differentiation factor 10	2,5552	0,0139
14164	Fgf1	fibroblast growth factor 1	2,5293	0,0138
21345	Tagln	transgelin	2,543	0,0139
12643	Chad	chondroadherin	2,5715	0,0138
17533	Mrc1	mannose receptor, C type 1	2,5395	0,0139
63873	Trpv4	transient receptor potential cation channel, subfamily V, member 4	2,5332	0,0138
20308	Ccl9	chemokine (C-C motif) ligand 9	2,5461	0,0141
14184	Fgfr3	fibroblast growth factor receptor 3	2,5242	0,014
54420	Cldn8	claudin 8	2,5488	0,014
67606	Fibin	fin bud initiation factor homolog (zebrafish)	2,5163	0,0143
13193	Dcx	doublecortin	2,5107	0,0137
227753	Gsn	gelsolin	2,5023	0,0149
12505	Cd44	CD44 antigen	2,4828	0,0161
12821	Col17a1	collagen, type XVII, alpha 1	2,4778	0,0162
99899	Ifi44	interferon-induced protein 44	2,4821	0,0169
18573	Pde1a	phosphodiesterase 1A, calmodulin-dependent	2,4845	0,0169
114332	Lyve1	lymphatic vessel endothelial hyaluronan receptor 1	2,4834	0,0168
20324	Sdpr	serum deprivation response	2,5532	0,0169
23796	Aplnr	apelin receptor	2,4793	0,0168
107581	Col16a1	collagen, type XVI, alpha 1	2,4649	0,017
12789	Cnga2	cyclic nucleotide gated channel alpha 2	2,4598	0,0176
258767	Olfr1176	olfactory receptor 1176	2,4652	0,0175
231997	Fkbp14	FK506 binding protein 14	2,4656	0,0175
51801	Ramp1	receptor (calcitonin) activity modifying protein 1	2,4827	0,0174
68303	Fam114a1	family with sequence similarity 114, member A1	2,4427	0,0174
17313	Mgp	matrix Gla protein	2,4624	0,0176
228543	Rhov	ras homolog gene family, member V	2,4654	0,0179
66042	Sostdc1	sclerostin domain containing 1	2,4358	0,0178
77125	Il33	interleukin 33	2,4354	0,0177
23967	Osr1	odd-skipped related 1 (Drosophila)	2,4752	0,0177
18012	Neurod1	neurogenic differentiation 1	2,4451	0,0177
319713	Ablim3	actin binding LIM protein family, member 3	2,4137	0,0178
56338	Txnip	thioredoxin interacting protein	2,4235	0,018
75379	4930599N23Rik	RIKEN cDNA 4930599N23 gene	2,4345	0,0181
64103	Tnmd	tenomodulin	2,4089	0,0181
216725	Adamts2	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 2	2,4051	0,0183
67896	Ccdc80	coiled-coil domain containing 80	2,4007	0,0186
12831	Col5a1	collagen, type V, alpha 1	2,4066	0,0186
69642	2310046A06Rik	RIKEN cDNA 2310046A06 gene	2,3949	0,019
108075	Ltbp4	latent transforming growth factor beta binding protein 4	2,3849	0,0193
51812	Mcrs1	microspherule protein 1	2,4971	0,0197
216350	Tspan8	tetraspanin 8	2,3798	0,0197
258564	Olfr1015	olfactory receptor 1015	2,3973	0,0199
66180	1110036O03Rik	RIKEN cDNA 1110036O03 gene	2,3653	0,0203
234356	Csgalnact1	chondroitin sulfate N-acetylgalactosaminyltransferase 1	2,3625	0,0203
20429	Shox2	short stature homeobox 2	2,3709	0,0202

17873	Gadd45b	growth arrest and DNA-damage-inducible 45 beta	2,3669	0,0206
17700	Mstn	myostatin	2,3478	0,0206
11622	Ahr	aryl-hydrocarbon receptor	2,3517	0,0207
20319	Sfrp2	secreted frizzled-related protein 2	2,344	0,0212
11684	Alox12	arachidonate 12-lipoxygenase	2,3423	0,0213
13506	Dsc2	desmocollin 2	2,3696	0,0212
211480	Kcnj14	potassium inwardly-rectifying channel, subfamily J, member 14	2,4518	0,0218
329941	Col8a2	collagen, type VIII, alpha 2	2,3334	0,0219
66864	Clec14a	C-type lectin domain family 14, member a	2,3439	0,0225
68631	Cryl1	crystallin, lambda 1	2,3221	0,0228
14241	Foxl1	forkhead box L1	2,3553	0,0231
71233	Enkur	enkurin, TRPC channel interacting protein	2,3242	0,0233
67776	Vwa5a	von Willebrand factor A domain containing 5A	2,3307	0,0233
57814	Kcne4	potassium voltage-gated channel, Isk-related subfamily, gene 4	2,3493	0,0234
63913	Fam129a	family with sequence similarity 129, member A	2,305	0,0238
14004	Chchd2	coiled-coil-helix-coiled-coil-helix domain containing 2	2,3181	0,0243
210622	Pamr1	peptidase domain containing associated with muscle regeneration 1	2,338	0,0242
338368	Fam109b	family with sequence similarity 109, member B	2,3178	0,0242
24084	Tekt2	tektin 2	2,2989	0,0245
13731	Emp2	epithelial membrane protein 2	2,2964	0,0245
21956	Tnnt2	troponin T2, cardiac	2,3052	0,0249
26427	Creb3l1	cAMP responsive element binding protein 3-like 1	2,308	0,025
20203	S100b	S100 protein, beta polypeptide, neural	2,3444	0,0254
52377	Rcn3	reticulocalbin 3, EF-hand calcium binding domain	2,2855	0,0255
67198	Spats2l	spermatogenesis associated, serine-rich 2-like	2,2846	0,0259
18619	Penk	preproenkephalin	2,2864	0,0259
16780	Lamb3	laminin, beta 3	2,285	0,0258
227618	Lrrc26	leucine rich repeat containing 26	2,2789	0,026
105349	Akr1c18	aldo-keto reductase family 1, member C18	2,2877	0,0261
12022	Barx1	BarH-like homeobox 1	2,3026	0,0262
19737	Rgs5	regulator of G-protein signaling 5	2,301	0,0265
269784	Cntn4	contactin 4	2,3043	0,0265
20723	Serpnb9	serine (or cysteine) peptidase inhibitor, clade B, member 9	2,281	0,0265
224055	Rtp2	receptor transporter protein 2	2,3041	0,0268
105298	Epdr1	ependymin related protein 1 (zebrafish)	2,2618	0,0268
13837	Epha3	Eph receptor A3	2,3365	0,0271
16155	Il10rb	interleukin 10 receptor, beta	2,2669	0,0272
54399	Bet1l	blocked early in transport 1 homolog (S. cerevisiae)-like	2,2583	0,027
243771	Parp12	poly (ADP-ribose) polymerase family, member 12	2,2531	0,0273
68659	Fam198b	family with sequence similarity 198, member B	2,2447	0,0274
18772	Pkp1	plakophilin 1	2,2469	0,0275
75472	1700009P17Rik	RIKEN cDNA 1700009P17 gene	2,2626	0,0275
16521	Kcnj5	potassium inwardly-rectifying channel, subfamily J, member 5	2,2693	0,0275

13482	Dpp4	dipeptidylpeptidase 4	2,2805	0,0274
		a disintegrin-like and metallopeptidase (reprolysin type)		
239337	Adamts12	with thrombospondin type 1 motif, 12	2,2468	0,0275
17927	Myod1	myogenic differentiation 1	2,247	0,0275
59083	Fetub	fetuin beta	2,2396	0,0274
		serine (or cysteine) peptidase inhibitor, clade B, member		
20725	Serpinb8	8	2,2359	0,0275
20556	Slfn2	schlafen 2	2,2858	0,0275
218215	Rnf144b	ring finger protein 144B	2,2508	0,0277
16009	Igfbp3	insulin-like growth factor binding protein 3	2,2291	0,028
20893	Bhlhe40	basic helix-loop-helix family, member e40	2,2315	0,0279
13036	Ctsh	cathepsin H	2,2496	0,0279
12824	Col2a1	collagen, type II, alpha 1	2,2396	0,0279
209512	Taar2	trace amine-associated receptor 2	2,246	0,0281
74782	Glt8d2	glycosyltransferase 8 domain containing 2	2,2521	0,0284
50781	Dkk3	dickkopf homolog 3 (<i>Xenopus laevis</i>)	2,2549	0,0282
11449	Chrng	cholinergic receptor, nicotinic, gamma polypeptide	2,2108	0,0283
60596	Gucy1a3	guanylate cyclase 1, soluble, alpha 3	2,2365	0,0285
21687	Tek	endothelial-specific receptor tyrosine kinase	2,2045	0,0293
239766	Rtp1	receptor transporter protein 1	2,1989	0,0296
223272	Itgbl1	integrin, beta-like 1	2,2143	0,0301
16985	Lsp1	lymphocyte specific 1	2,19	0,0302
12671	Chrm3	cholinergic receptor, muscarinic 3, cardiac	2,3051	0,0303
109272	Mybpc1	myosin binding protein C, slow-type	2,1881	0,0303
13040	Ctss	cathepsin S	2,1724	0,0314
12741	Cldn5	claudin 5	2,1948	0,0314
75465	Dynlrb2	dynein light chain roadblock-type 2	2,2216	0,0314
246316	Lgi2	leucine-rich repeat LGI family, member 2	2,1943	0,0315
244954	Prss35	protease, serine, 35	2,1802	0,0316
12759	Clu	clusterin	2,1794	0,0316
69585	Hfe2	hemochromatosis type 2 (juvenile) (human homolog)	2,168	0,0316
67483	1700028P14Rik	RIKEN cDNA 1700028P14 gene	2,2145	0,0321
		glial cell line derived neurotrophic factor family receptor		
14587	Gfra3	alpha 3	2,1665	0,032
107585	Dio3	deiodinase, iodothyronine type III	2,1971	0,032
		procollagen-proline, 2-oxoglutarate 4-dioxygenase		
18452	P4ha2	(proline 4-hydroxylase), alpha II polypeptide	2,1731	0,0322
30878	Apln	apelin	2,1789	0,0323
66141	Ifitm3	interferon induced transmembrane protein 3	2,1675	0,0324
16859	Lgals9	lectin, galactose binding, soluble 9	2,1501	0,0331
21828	Thbs4	thrombospondin 4	2,1382	0,0347
239336	Rxfp3	relaxin family peptide receptor 3	2,2078	0,0346
13655	Egr3	early growth response 3	2,1535	0,0347
11551	Adra2a	adrenergic receptor, alpha 2a	2,164	0,0348
		potassium voltage-gated channel, Isk-related subfamily,		
57442	Kcne3	gene 3	2,2155	0,035
109323	C1qtnf7	C1q and tumor necrosis factor related protein 7	2,2027	0,0352
258609	Olfir305	olfactory receptor 305	2,2702	0,0352

18186	Nrp1	neuropilin 1	2,1138	0,0371
192166	Sardh	sarcosine dehydrogenase	2,1191	0,0377
20405	Sh3gl1	SH3-domain GRB2-like 1	2,1093	0,038
56213	Htra1	HtrA serine peptidase 1	2,1018	0,038
21813	Tgfb2	transforming growth factor, beta receptor II	2,101	0,0384
67917	Zcchc3	zinc finger, CCHC domain containing 3	2,0874	0,0385
406186	Olfr142	olfactory receptor 142	2,2661	0,0399
12508	Cd53	CD53 antigen	2,0872	0,04
23959	Nt5e	5' nucleotidase, ecto	2,1099	0,0399
75533	Nme5	non-metastatic cells 5, protein expressed in (nucleoside-diphosphate kinase)	2,0956	0,0406
11858	Rnd2	Rho family GTPase 2	2,1019	0,0407
259108	Olfr550	olfactory receptor 550	2,1633	0,0405
71145	Scara5	scavenger receptor class A, member 5 (putative)	2,0717	0,0406
27280	Phlda3	pleckstrin homology-like domain, family A, member 3	2,0819	0,0405
13390	Dlx1	distal-less homeobox 1	2,07	0,0404
214704	Iqub	IQ motif and ubiquitin domain containing	2,0748	0,0404
69693	Pof1b	premature ovarian failure 1B	2,0851	0,0406
12843	Col1a2	collagen, type I, alpha 2	2,0963	0,0405
21898	Tlr4	toll-like receptor 4	2,0596	0,0423
329659	E130311K13Rik	RIKEN cDNA E130311K13 gene	2,0636	0,0427
64074	Smoc2	SPARC related modular calcium binding 2	2,0651	0,044
11816	Apoe	apolipoprotein E	2,0458	0,0442
13733	Emr1	EGF-like module containing, mucin-like, hormone receptor-like sequence 1	2,0438	0,0446
107587	Osr2	odd-skipped related 2 (Drosophila)	2,0323	0,0453
320736	E130203B14Rik	RIKEN cDNA E130203B14 gene	2,0395	0,0459
239789	Gm606	predicted gene 606	2,0671	0,0459
20465	Sim2	single-minded homolog 2 (Drosophila)	2,0334	0,0463
19354	Rac2	RAS-related C3 botulinum substrate 2	2,0459	0,0464
20503	Slc16a7	solute carrier family 16 (monocarboxylic acid transporters), member 7	2,0474	0,0467
121021	Cspg4	chondroitin sulfate proteoglycan 4	2,02	0,0472
216616	Efemp1	epidermal growth factor-containing fibulin-like extracellular matrix protein 1	2,0224	0,0479
209195	Clic6	chloride intracellular channel 6	2,0254	0,0484
56843	Trpm5	transient receptor potential cation channel, subfamily M, member 5	2,0079	0,0484
20183	Rxrg	retinoid X receptor gamma	2,0168	0,0486
68792	Srpx2	sushi-repeat-containing protein, X-linked 2	2,0182	0,0487
22413	Wnt2	wingless-related MMTV integration site 2	2,0179	0,0487
231633	Tmem119	transmembrane protein 119	2,0177	0,0487
12053	Bcl6	B-cell leukemia/lymphoma 6	2,0257	0,0496
19227	Pthlh	parathyroid hormone-like peptide	2,015	0,0496
56277	Tmem45a	transmembrane protein 45a	2,0081	0,0497

Supplementary Table VI. Differentially Expressed Genes (DEG) in VNO E14.5 vs. OPL 11.5. Raw EPI data subtracted of the MES data. The gene symbols, gene names, Entrez gene ID, fold-change and significance are reported. DEGs are ranked according to the “fold-change”. The non-annotated probes and the *OR* genes have been eliminated.

probe	gene ID	symbol	gene name	M	FDR
6922864	76455	2310067E19Rik	RIKEN cDNA 2310067E19 gene	-4,9009	0,0017
6964377	319527	B230325K18Rik	RIKEN cDNA B230325K18 gene	-4,2047	0,0031
6815491	68189	5330431K02Rik	RIKEN cDNA 5330431K02 gene	-3,2445	0,0126
6837413	21378	Tbrg3	transforming growth factor beta regulated gene 3	-3,197	0,0145
6887661	74742	5830411J07Rik	RIKEN cDNA 5830411J07 gene	-2,9288	0,0227
6753536	320138	A130050O07Rik	RIKEN cDNA A130050O07 gene	-2,9571	0,0232
7016827	319912	A630012P03Rik	RIKEN cDNA A630012P03 gene	-2,8408	0,0269
6959326	22718	Zfp60	zinc finger protein 60	-2,6314	0,0339
6822216	320268	B930095G15Rik	RIKEN cDNA B930095G15 gene	-2,4508	0,0445
6977778	21672	Prdx2	peroxiredoxin 2	-2,4614	0,0447
6860035	448986	Pnet-ps	prenatal ethanol induced mRNA, pseudogene	-2,4162	0,0483
6768075	12140	Fabp7	fatty acid binding protein 7, brain	-2,4223	0,0493
6779838	15126	Hba-x	hemoglobin X, alpha-like embryonic chain in Hba complex	-2,3843	0,0491

Supplementary Table VII *OR* genes up-regulated comparing OE E14.5 vs. OPL E11.5

**Entrez<br>Gene ID**	**Gene<br>Symbol**
258206	Olfr1264
406186	Olfr142
258609	Olfr305
18331	Olfr32
258361	Olfr495
259119	Olfr578
259086	Olfr609
259057	Olfr649
258387	Olfr720

Supplementary Table VIII. *OR* genes up-regulated comparing VNO E14.5 vs. OPL 11.5

**Entrez<br>Gene ID**	**Gene Symbol**
258564	Olfr1015
259015	Olfr1038-ps
258767	Olfr1176
406186	Olfr142
258609	Olfr305
258702	Olfr410
259108	Olfr550
258296	Olfr745

Two *OR* genes (Olfr142 and Olfr305) that are common DEGs in the OE and in the VNO.

Supplementary Table IX. Genes up-regulated in MES adjacent to OE E14.5 vs. OPL 11.5. The gene symbols, gene names, Entrez gene ID, fold-change and significance are reported. DEGs are ranked according to the “fold-change”. The non-annotated probes have been eliminated.

**log2_FC**	**P value**	**Gene Name**	**Symbol**	**Entrez ID**
7,020926	0	asporin	Aspn	66695
6,878321	0	integrin binding sialoprotein	Ibsp	15891
6,333516	0	UDP glucuronosyltransferase 2 family, polypeptide A1 /// UDP glucuronosyltransferase 2 family, polypeptide A2	Ugt2a1 /// Ugt2a2	94215 ///<br>552899
5,740818	0	cytochrome P450, family 2, subfamily g, polypeptide 1	Cyp2g1	13108
4,6878	0	sulfotransferase family 1E, member 1	Sult1e1	20860

4,506353	0	thrombospondin 2	Thbs2	21826
4,257045	0	matrix Gla protein	Mgp	17313
4,235144	0	decorin	Dcn	13179
4,221623	0	leukocyte cell derived chemotaxin 1	Lect1	16840
4,110293	0	carboxypeptidase A3, mast cell	Cpa3	12873
4,092956	0	alcohol dehydrogenase 1 (class I)	Adh1	11522
4,0613	0	sulfotransferase family, cytosolic, 1C, member 1	Sult1c1	20888
4,056491	0	pannexin 3	Panx3	208098
4,030325	0	single-minded homolog 1 (Drosophila)	Sim1	20464
3,92139	0	aggrecan	Acan	11595
3,871971	0	folliculin-like 5	Fstl5	213262
3,818071	0	chondrolectin	Chodl	246048
3,708396	0	secreted phosphoprotein 1	Spp1	20750
3,700873	0	contactin 4	Cntn4	269784
3,662004	0	regenerating islet-derived 3 gamma	Reg3g	19695
3,599462	0	matrilin 1, cartilage matrix protein	Matn1	17180
3,534496	0	solute carrier family 27 (fatty acid transporter), member 2	Slc27a2	26458
3,450084	0	aldehyde oxidase 3-like 1	Aox3l1	213043
3,442222	0	matrix metalloproteinase 13	Mmp13	17386
3,349603	0	carbonyl reductase 2	Cbr2	12409
3,317606	0	annexin A1	Anxa1	16952
3,30187	0	acyl-CoA synthetase medium-chain family member 4	Acsf4	233801
3,290533	0	cytochrome P450, family 2, subfamily f, polypeptide 2	Cyp2f2	13107
3,259806	0	ermin, ERM-like protein	Ermn	77767
3,180495	0	G protein-coupled receptor 126	Gpr126	215798
3,158429	0	aquaporin 1	Aqp1	11826
3,137965	0	E74-like factor 5	Elf5	13711
3,102837	0	sodium channel, voltage-gated, type IX, alpha	Scn9a	20274
3,091725	0	osteoglycin	Ogn	18295
3,072179	0	matrix metalloproteinase 9	Mmp9	17395
3,0613	0	SV2 related protein homolog (rat)-like	Svop1	320590
3,052895	0	matrilin 4	Matn4	17183
3,025618	0	periostin, osteoblast specific factor	Postn	50706
3,010425	0	serine/threonine kinase 32A	Stk32a	269019
2,993092	0	palate, lung, and nasal epithelium associated	Plunc	18843
2,990796	0	zinc finger, CCHC domain containing 5	Zcchc5	213436
2,952322	0	collagen, type XIV, alpha 1	Col14a1	12818
2,925769	0	tripartite motif-containing 66	Trim66	330627
2,912673	0	cadherin 12	Cdh12	215654
2,910502	0	sulfotransferase family 1D, member 1	Sult1d1	53315
2,894322	0	keratin 1	Krt1	16678
2,891108	0	C-type lectin domain family 11, member a	Clec11a	20256
2,874084	0	ets homologous factor	Ehf	13661
2,867752	0	alkaline phosphatase, liver/bone/kidney	Alpl	11647
2,841663	0	trace amine-associated receptor 7D /// trace amine-associated receptor 7E /// trace amine-associated receptor 7A /// trace amine-associated receptor 7B /// trace amine-associated receptor 7F	Taar7d /// Taar7e /// Taar7a /// Taar7b /// Taar7f	435206 /// 276742 /// 215856 /// 209517 /// 435207
2,832385	0	testis expressed gene 15	Tex15	104271
2,798868	0	Sp7 transcription factor 7	Sp7	170574
2,771027	0	glutamyl aminopeptidase	Enpep	13809
2,743714	0	flavin containing monooxygenase 1	Fmo1	14261

2,669327	0	sphingomyelin synthase 2	Sgms2	74442
2,663831	0	elastin	Eln	13717
2,647467	0	fibroblast growth factor 7	Fgf7	14178
2,642054	0	coiled-coil domain containing 3	Ccdc3	74186
2,630394	0	nescient helix loop helix 1	Nhlh1	18071
2,617941	0	serine (or cysteine) peptidase inhibitor, clade B (ovalbumin), member 11	Serpinb11	66957
2,558942	0	actin, alpha 2, smooth muscle, aorta	Acta2	11475
2,517875	0	solute carrier family 13 (sodium-dependent citrate transporter), member 5	Slc13a5	237831
2,515398	0	3'-phosphoadenosine 5'-phosphosulfate synthase 2	Papss2	23972
2,512102	0	serine (or cysteine) peptidase inhibitor, clade B, member 7	Serpinb7	116872
2,483581	0	secreted frizzled-related protein 4	Sfrp4	20379
2,482775	0	B-cell leukemia/lymphoma 6	Bcl6	12053
2,478748	0	ATP-binding cassette, sub-family A (ABC1), member 8a	Abca8a	217258
2,475535	0	paraoxonase 1	Pon1	18979
2,454032	0	nuclear factor I/X	Nfix	18032
2,451662	0	sphingomyelin phosphodiesterase 3, neutral	Smpd3	58994
2,441438	0	neurexin I	Nrxn1	18189
2,438307	0	predicted gene, ENSMUSG00000067698 /// RIKEN cDNA 5031410I06 gene /// spermatogenesis associated glutamate (E)-rich protein 4a	ENSMUSG00000067698 /// 5031410I06Rik /// Speer4a	434689 /// 381622 /// 75657
2,423526	0	potassium large conductance calcium-activated channel, subfamily M, alpha member 1	Kcnma1	16531
2,41889	0	polymerase I and transcript release factor	Ptrf	19285
2,414268	0	lipase, member I	Lipi	320355
2,400492	0	collagen, type XII, alpha 1	Col12a1	12816
2,39973	0	CD44 antigen	Cd44	12505
2,377819	0	creatine kinase, mitochondrial 1, ubiquitous	Ckmt1	12716
2,375572	0	odd-skipped related 1 (Drosophila)	Osr1	23967
2,368849	0	ABI gene family, member 3 (NESH) binding protein	Abi3bp	320712
2,363642	0	caveolin 1, caveolae protein	Cav1	12389
2,362158	0	synaptosomal-associated protein 25	Snap25	20614
2,334971	0	mal, T-cell differentiation protein 2	Mal2	105853
2,316169	0	CD36 antigen	Cd36	12491
2,306859	0	epithelial membrane protein 3	Emp3	13732
2,296191	0,0001	interferon induced transmembrane protein 5	Ifitm5	73835
2,291945	0	ATPase, Na ⁺ /K ⁺ transporting, beta 1 polypeptide	Atp1b1	11931
2,289122	0,0001	Purkinje cell protein 4	Pcp4	18546
2,266038	0,0001	integrin, beta-like 1	Itgb1l	223272
2,266038	0,0001	aquaporin 3	Aqp3	11828
2,264651	0,0001	RIKEN cDNA E030002O03 gene	E030002O03Rik	244180
2,259116	0,0001	keratin 23	Krt23	94179
2,254289	0,0001	tenascin C	Tnc	21923
2,235824	0,0001	dermatopontin	Dpt	56429
2,233786	0,0001	collagen, type VI, alpha 1	Col6a1	12833
2,231752	0,0001	CD55 antigen	Cd55	13136
2,231752	0,0001	scinderin	Scin	20259
2,231075	0,0001	glial cell line derived neurotrophic factor family receptor alpha 2	Gfra2	14586
2,222296	0,0001	activating transcription factor 5	Atf5	107503
2,213571	0,0001	flavin containing monooxygenase 2	Fmo2	55990
2,212902	0,0001	N-myc downstream regulated gene 1	Ndrp1	17988

2,18968	0,0001	cholesterol 25-hydroxylase	Ch25h	12642
2,188365	0,0001	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3D	Sema3d	108151
2,18705	0,0001	collagen, type VIII, alpha 1	Col8a1	12837
2,176577	0,0001	cAMP responsive element binding protein 3-like 1	Creb3l1	26427
2,173319	0,0001	carboxypeptidase A6	Cpa6	329093
2,172669	0,0001	Rho GDP dissociation inhibitor (GDI) gamma	Arhgdig	14570
2,172018	0,0001	S100 calcium binding protein A14	S100a14	66166
2,171368	0,0001	tenomodulin	Tnmd	64103
2,170719	0,0001	deiodinase, iodothyronine type III	Dio3	107585
2,155213	0,0001	sparc/osteonectin, cwcw and kazal-like domains proteoglycan 1	Spock1	20745
2,148161	0,0001	odd-skipped related 2 (Drosophila)	Osr2	107587
2,144967	0,0001	matrilin 3	Matn3	17182
2,142417	0,0001	prostaglandin F receptor	Ptgfr	19220
2,139871	0,0001	collagen, type VI, alpha 3	Col6a3	12835
2,137965	0,0001	EGF-like-domain, multiple 6	Egfl6	54156
2,117787	0,0001	nephroblastoma overexpressed gene	Nov	18133
2,113411	0,0001	hyaluronan and proteoglycan link protein 1	Hapln1	12950
2,10036	0,0001	leucine rich repeat and Ig domain containing 2	Lingo2	242384
2,081308	0,0001	regulator of G-protein signaling 5	Rgs5	19737
2,079478	0,0001	olfactory receptor 24	Olfir24	18322
2,07765	0,0001	receptor transporter protein 1	Rtp1	239766
2,057091	0,0002	olfactory receptor 1475 /// olfactory receptor 1474 /// olfactory receptor 1471 /// olfactory receptor 1472	Olfir1475 /// Olfir1474 /// Olfir1471 /// Olfir1472	258298 /// 258123 /// 258231 /// 258685
2,056491	0,0001	epoxide hydrolase 1, microsomal	Ephx1	13849
2,054692	0,0001	elongation factor RNA polymerase II-like 3	Ell3	269344
2,026205	0,0001	potassium voltage-gated channel, Isk-related subfamily, gene 4	Kcne4	57814
2,022097	0,0002	calsyntenin 2	Clstn2	64085
2,02034	0,0002	N-terminal EF-hand calcium binding protein 1	Necab1	69352
2,01917	0,0002	myelin transcription factor 1-like	Myt1l	17933
2,016833	0,0002	connective tissue growth factor	Ctgf	14219
2,011588	0,0002	small proline-rich protein 1A	Spr1a	20753
2,004045	0,0002	otoraplin	Otor	57329
2,003467	0,0002	transient receptor potential cation channel, subfamily V, member 4	Trpv4	63873
1,990796	0,0002	cadherin 8	Cdh8	12564
1,98736	0,0002	ELAV (embryonic lethal, abnormal vision, Drosophila)-like 3 (Hu antigen C)	Elavl3	15571
1,975964	0,0002	thrombospondin, type I, domain containing 7B	Thsd7b	210417
1,975964	0,0002	C1q and tumor necrosis factor related protein 3	C1qtnf3	81799
1,972563	0,0002	alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide	Adh7	11529
1,971431	0,0002	KDEL (Lys-Asp-Glu-Leu) endoplasmic reticulum protein retention receptor 3	Kdelr3	105785
1,957916	0,0002	stefin A3	Stfa3	20863
1,957916	0,0002	phosphate regulating gene with homologies to endopeptidases on the X chromosome (hypophosphatemia, vitamin D resistant rickets)	Phex	18675
1,954557	0,0002	glutamate receptor, ionotropic, kainate 1	Grik1	14805
1,953998	0,0002	nuclear receptor binding protein 2	Nrbp2	223649
1,946194	0,0002	angiotensin I converting enzyme (peptidyl-dipeptidase A) 2	Ace2	70008

1,945082	0,0002	Ca2+-dependent secretion activator	Cadps	27062
1,935117	0,0002	SPARC related modular calcium binding 2	Smoc2	64074
1,932361	0,0002	osteomodulin	Omd	27047
1,926317	0,0002	coagulation factor XIII, A1 subunit	F13a1	74145
1,921937	0,0002	aldehyde dehydrogenase family 1, subfamily A1	Aldh1a1	11668
1,91648	0,0002	carboxylesterase 3	Ces3	104158
1,913216	0,0003	basic helix-loop-helix family, member e41	Bhlhe41	79362
1,905088	0,0003	microtubule associated monooxygenase, calponin and LIM domain containing 2	Mical2	320878
1,901311	0,0003	neurogenic differentiation 1	Neurod1	18012
1,899695	0,0003	growth differentiation factor 10	Gdf10	14560
1,899695	0,0003	transient receptor potential cation channel, subfamily M, member 5	Trpm5	56843
1,898081	0,0003	leucine zipper protein 2	Luzp2	233271
1,894322	0,0003	CDC42 effector protein (Rho GTPase binding) 3	Cdc42ep3	260409
1,892714	0,0003	matrilin 2	Matn2	17181
1,8847	0,0003	a disintegrin and metallopeptidase domain 28	Adam28	13522
1,8864	0,0092	early B-cell factor 2	Ebf2	13592
1,883635	0,0003	chondroitin sulfate N-acetylgalactosaminyltransferase 1	Csgalnact1	234356
1,881507	0,0003	piccolo (presynaptic cytomatrix protein)	Pclo	26875
1,874613	0,0003	spondin 1, (f-spondin) extracellular matrix protein	Spon1	233744
1,86986	0,0003	angiopoietin 1	Angpt1	11600
1,8604	0,0003	RIKEN cDNA 8030451F13 gene	8030451F13Rik	109272
1,858829	0,0003	STEAP family member 4	Steap4	117167
1,85726	0,0003	stathmin-like 2	Stmn2	20257
1,854649	0,0003	RIKEN cDNA 4932418E24 gene	4932418E24Rik	329366
1,847881	0,0003	chloride intracellular channel 6	Clie6	209195
1,846324	0,0003	adenylate cyclase 2	Adecy2	210044
1,843733	0,0003	osteocrin	Ostn	239790
1,842698	0,0003	troponin C, cardiac/slow skeletal	Tnnc1	21924
1,841663	0,0003	RIKEN cDNA 9530019H20 gene	9530019H20Rik	320999
1,838048	0,0003	RAB25, member RAS oncogene family	Rab25	53868
1,831358	0,0003	collagen, type I, alpha 1	Coll1a1	12842
1,829306	0,0003	lamin A	Lmna	16905
1,825721	0,0004	lectin, galactose binding, soluble 9	Lgals9	16859
1,822146	0,0004	histidine decarboxylase	Hdc	15186
1,818071	0,0003	calcium/calmodulin-dependent protein kinase ID	Camk1d	227541
1,817562	0,0004	grainyhead-like 1 (Drosophila)	Grhl1	195733
1,815022	0,0004	regulator of G-protein signaling 5	Rgs5	19737
1,81046	0,0004	keratin 17	Krt17	16667
1,802889	0,0004	fatty acid binding protein 7, brain	Fabp7	12140
1,802386	0,0004	glycoprotein m6a	Gpm6a	234267
1,798366	0,0004	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 12	Adamts12	239337
1,791857	0,0004	olfactory receptor 495	Olfr495	258361
1,791358	0,0004	chondroadherin	Chad	12643
1,787368	0,0004	mitogen-activated protein kinase 10	Mapk10	26414
1,777443	0,0004	runt related transcription factor 1	Runx1	12394
1,776454	0,0004	mucin 4	Muc4	140474
1,772505	0,0005	melanocortin 5 receptor	Mc5r	17203
1,770535	0,0004	Fas apoptotic inhibitory molecule 2	Faim2	72393
1,765621	0,0005	cyclic nucleotide gated channel alpha 2	Cnga2	12789
1,765131	0,0005	visinin-like 1	Vsnl1	26950

1,76366	0,0004	very low density lipoprotein receptor	Vldlr	22359
1,75877	0,0004	collagen, type XI, alpha 1	Col11a1	12814
1,755844	0,0005	claudin 9	Cldn9	56863
1,750009	0,0005	forkhead box A1	Foxa1	15375
1,749038	0,0005	cDNA sequence BC048546	BC048546	232400
1,745648	0,0005	olfactory receptor 550	Olfr550	259108
1,744197	0,0005	leucine-rich repeat LGI family, member 2	Lgi2	246316
1,739372	0,0005	coagulation factor C homolog (Limulus polyphemus)	Coch	12810
1,736485	0,0006	keratin 15	Krt15	16665
1,734083	0,0005	lumican	Lum	17022
1,733603	0,0005	protein tyrosine phosphatase, receptor type, V	Ptprv	13924
1,732165	0,0005	Fc receptor, IgG, alpha chain transporter	Fcgrt	14132
1,731685	0,0005	keratin 18	Krt18	16668
1,730249	0,0005	Ca2+-dependent activator protein for secretion 2	Cadps2	320405
1,728813	0,0005	solute carrier family 44, member 5	Slc44a5	242259
1,727857	0,0005	monoamine oxidase B	Maob	109731
1,721183	0,0005	cysteine-rich protein 1 (intestinal)	Crip1	12925
1,717857	0,0005	neuropilin 1	Nrp1	18186
1,717382	0,0005	secreted frizzled-related protein 2	Sfrp2	20319
1,710284	0,0006	fibroblast growth factor 12	Fgf12	14167
1,708868	0,0006	serine/threonine kinase 32B	Stk32b	64293
1,708396	0,0006	cytoplasmic polyadenylation element binding protein 1	Cpeb1	12877
1,7051	0,0006	mast cell protease 2	Mcpt2	17225
1,70275	0,0006	cytochrome b reductase 1	Cybrd1	73649
1,70275	0,0006	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3C	Sema3c	20348
1,700404	0,0006	dual specificity phosphatase 10	Dusp10	63953
1,693854	0,0007	tubulin tyrosine ligase-like family, member 6	Ttll6	237930
1,692921	0,0006	leptin receptor	Lepr	16847
1,691523	0,0006	aldolase C, fructose-bisphosphate	Aldoc	11676
1,688264	0,0006	suppressor of cytokine signaling 2	Socs2	216233
1,685942	0,0007	transmembrane protein 45a	Tmem45a	56277
1,68455	0,0007	thrombospondin, type I, domain containing 4	Thsd4	207596
1,682233	0,0007	collagen, type VI, alpha 2	Col6a2	12834
1,663831	0,0008	tescalcin	Tesc	57816
1,663374	0,0007	peripheral myelin protein 22	Pmp22	18858
1,660635	0,0007	transglutaminase 2, C polypeptide	Tgm2	21817
1,658356	0,0007	V-set and transmembrane domain containing 2A	Vstm2a	211739
1,657445	0,0007	nucleolar protein 4	Nol4	319211
1,654263	0,0008	epithelial membrane protein 1	Emp1	13730
1,647016	0,0009	DNA segment, Chr 12, ERATO Doi 647, expressed	D12Ert647e	52668
1,640254	0,0008	tandem C2 domains, nuclear	Tc2n	74413
1,638543	0,0407	neuregulin 1	Nrg1	211323
1,636212	0,0008	sparc/osteonectin, cwcv and kazal-like domains proteoglycan 2	Spock2	94214
1,629947	0,0009	wingless-related MMTV integration site 2	Wnt2	22413
1,628162	0,0008	paired-like homeodomain transcription factor 2	Pitx2	18741
1,628162	0,0008	met proto-oncogene	Met	17295
1,628162	0,0009	calmodulin-like 4	Calml4	75600
1,625934	0,0009	kelch-like 31 (Drosophila)	Klhl31	244923
1,625044	0,0009	Kazal-type serine peptidase inhibitor domain 1	Kazald1	107250
1,624154	0,0009	deleted in bladder cancer 1 (human)	Dbc1	56710
1,623265	0,0009	trinucleotide repeat containing 4	Tnrc4	78784

1,623265	0,0009	glycosyltransferase 8 domain containing 4	Glt8d4	232313
1,622376	0,0009	N-myc downstream regulated gene 2	Ndrg2	29811
1,618384	0,0009	interferon induced transmembrane protein 3	Ifitm3	66141
1,609112	0,0009	solute carrier family 26, member 7	Slc26a7	208890
1,606474	0,001	tumor protein D52	Tpd52	21985
1,65223	0,0055	neural cell adhesion molecule 2	Ncam2	17968
1,606035	0,0009	carbonic anhydrase 3	Car3	12350
1,604718	0,001	immunoglobulin-like domain containing receptor 1	Ildr1	106347
1,60165	0,001	CD9 antigen	Cd9	12527
1,59942	0,0029	peripherin	Prph	19132
1,59031	0,001	S100 protein, beta polypeptide, neural	S100b	20203
1,589008	0,001	RAS-like, estrogen-regulated, growth-inhibitor	Rerg	232441
1,58814	0,001	early growth response 1	Egr1	13653
1,585973	0,001	RALBP1 associated Eps domain containing protein 2	Reps2	194590
1,585107	0,0011	preproenkephalin 1	Penk1	18619
1,584241	0,0011	bone morphogenetic protein 5	Bmp5	12160
1,579922	0,0011	RIKEN cDNA D930020B18 gene	D930020B18Rik	216393
1,57906	0,0011	RNA binding motif protein 47	Rbm47	245945
1,576906	0,0011	sclerostin domain containing 1	Sostdc1	66042
1,575615	0,0011	CD200 antigen	Cd200	17470
1,573896	0,0011	dynein, axonemal, heavy chain 11	Dnahe11	13411
1,572179	0,0012	ribosomal protein L39-like	Rpl39l	68172
1,564478	0,0011	contactin associated protein-like 5B	Cntnap5b	241175
1,562346	0,0012	synaptic vesicle glycoprotein 2 b	Sv2b	64176
1,56192	0,0012	coagulation factor II (thrombin) receptor-like 1	F2rl1	14063
1,560983	0,0389	LIM homeobox protein 2	Lhx2	16870
1,560643	0,0012	synaptotagmin I	Syt1	20979
1,557667	0,0012	a disintegrin and metallopeptidase domain 12 (meltrin alpha)	Adam12	11489
1,556818	0,0012	beta-1,4-N-acetyl-galactosaminyl transferase 3	B4galnt3	330406
1,555121	0,0012	tenascin N	Tnn	329278
1,553426	0,0012	avian erythroblastosis virus E-26 (v-ets) oncogene related	Erg	13876
1,550465	0,0012	A kinase (PRKA) anchor protein 6	Akap6	238161
1,547932	0,0012	amyloid beta (A4) precursor protein binding, family A, member 1	Apba1	319924
1,546667	0,0012	Hedgehog-interacting protein	Hhip	15245
1,545824	0,0013	phosphatase, orphan 1 /// ABI gene family, member 3	Phospho1 /// Abi3	237928 /// 66610
1,541618	0,0013	HtrA serine peptidase 1	Htra1	56213
1,541198	0,0013	orthodenticle homolog 2 (Drosophila)	Otx2	18424
1,53952	0,0013	cadherin-like 26	Cdh26	381409
1,530322	0,0013	mitogen-activated protein kinase 13	Mapk13	26415
1,530322	0,0013	collagen, type XVI, alpha 1	Col16a1	107581
1,530322	0,0013	solute carrier family 24 (sodium/potassium/calcium exchanger), member 2	Slc24a2	76376
1,527408	0,0013	receptor transporter protein 2	Rtp2	224055

Supplementary Table X. Genes down-regulated in MES adjacent to OE E14.5 vs. OPL 11.5. The gene symbols, gene names, Entrez gene ID, fold-change and significance are reported. DEGs are ranked according to the “fold-change”. The non-annotated probes have been eliminated.

log2 FC	P value	Gene Name	Symbol	Entrez ID
-1,54617	0,0004	nuclear receptor subfamily 2, group F, member 1	Nr2f1	13865
-1,56662	0,0003	carbonic anhydrase 2	Car2	12349
-1,57425	0,0003	immunoglobulin superfamily containing leucine-rich repeat 2	Islr2	320563
-1,57701	0,0003	transforming growth factor, beta induced	Tgfbi	21810
-1,5912	0,0003	Friend leukemia integration 1	Fli1	14247
-1,60231	0,0002	stimulated by retinoic acid gene 6	Stra6	20897
-1,61753	0,0002	insulin-like growth factor 2 mRNA binding protein 1	Igf2bp1	140486
-1,63469	0,0002	hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 2	Hsd3b2	15493
		hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 6	Hsd3b6	15497
		hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 3	Hsd3b3	15494
-1,66015	0,0002	RIKEN cDNA 2610318N02 gene	2610318N02Rik	70458
-1,676	0,0002	fibronectin leucine rich transmembrane protein 2	Flrt2	399558
-1,68769	0,0002	crystallin, mu	Crym	12971
-1,75249	0,0001	SH3-domain GRB2-like 3	Sh3gl3	20408
-1,77707	0,0001	homeobox, msh-like 2	Msx2	17702
-1,79456	0,0001	sal-like 4 (Drosophila)	Sall4	99377
-1,79581	0,0001	dual specificity phosphatase 9	Dusp9	75590
-1,79693	0,0001	forkhead box F2	Foxf2	14238
-1,85834	0,0001	cerebellin 1 precursor protein	Cbln1	12404
-1,87019	0,0001	olfactory receptor 20	Olfr20	258925
-1,87531	0,0001	ubiquitin-like 4B	Ubl4b	67591
-1,90497	0	R-spondin 2 homolog (Xenopus laevis)	Rspo2	239405
-1,90981	0	glycophorin A	Gypa	14934
-1,91594	0	Cbp/p300-interacting transactivator with Glu/Asp-rich carboxy-terminal domain 1	Cited1	12705
-1,92847	0	aristaless-like homeobox 3	Alx3	11694
-2,00043	0	polycystic kidney and hepatic disease 1-like 1	Pkhd1l1	192190
-2,00141	0	limb expression 1 homolog (chicken)	Lix1	66643
-2,02404	0	forkhead box C2	Foxc2	14234
-2,04282	0	RIKEN cDNA 1200009O22 gene	1200009O22Rik	66873
-2,07173	0	gene regulated by estrogen in breast cancer protein	Greb1	268527
-2,11357	0	Kell blood group	Kel	23925
-2,1552	0	5-hydroxytryptamine (serotonin) receptor 3B	Htr3b	57014
-2,21844	0	solute carrier family 4 (anion exchanger), member 1	Slc4a1	20533
-2,38722	0	Rhesus blood group-associated A glycoprotein	Rhag	19743
-2,41099	0	hemogen	Hemgn	93966
-2,42366	0	sal-like 4 (Drosophila)	Sall4	99377
-2,47171	0	carbonic anhydrase 14	Car14	23831
-2,63939	0	RIKEN cDNA 5031408O05 gene /// gene model 784, (NCBI)	5031408O05Rik	331491
			/// Gm784	333564
-2,75666	0	hemoglobin X, alpha-like embryonic chain in Hba complex	Hba-x	15126
-2,9805	0	T-box 22	Tbx22	245572
-3,66812	0	forkhead box F1a	Foxf1a	15227
-5,35247	0	hemoglobin Z, beta-like embryonic chain /// predicted gene, EG436003	Hbb-bh1<br>EG436003	15132<br>436003

supplementary Table XI. Genes up-regulated in MES adjacent to VNO E14.5 vs. OPL 11.5. The gene symbols, gene names, Entrez gene ID, fold-change and significance are reported. DEGs are ranked according to the “fold-change”. The non-annotated probes have been eliminated.

log2 FC	P value	Gene Name	Symbol	Entrez ID
6,965784	0	asporin	Aspn	66695
6,097888	0	UDP glucuronosyltransferase 2 family, polypeptide A1 /// UDP glucuronosyltransferase 2 family, polypeptide A2	Ugt2a1 /// Ugt2a2	94215 /// 552899
5,6878	0	palate, lung, and nasal epithelium associated	Plunc	18843
5,321928	0	cytochrome P450, family 2, subfamily g, polypeptide 1	Cyp2g1	13108
4,717857	0	leukocyte cell derived chemotaxin 1	Lect1	16840
4,536168	0	regenerating islet-derived 3 gamma	Reg3g	19695
4,512925	0	matrix Gla protein	Mgp	17313
4,356975	0	sulfotransferase family 1E, member 1	Sult1e1	20860
4,237864	0	follistatin-like 5	Fstl5	213262
4,132894	0	matrilin 1, cartilage matrix protein	Matn1	17180
4,016249	0	contactin 4	Cntn4	269784
3,974829	0	thrombospondin 2	Thbs2	21826
3,895395	0	sodium channel, voltage-gated, type IX, alpha	Scn9a	20274
3,867752	0	aggrecan	Acan	11595
3,809954	0	aldehyde oxidase 3-like 1	Aox3l1	213043
3,789861	0	ets homologous factor	Ehf	13661
3,719756	0	E74-like factor 5	Elf5	13711
3,717857	0	serine (or cysteine) peptidase inhibitor, clade B (ovalbumin), member 11	Serpinb11	66957
3,647467	0	cytochrome P450, family 2, subfamily f, polypeptide 2	Cyp2f2	13107
3,634867	0	carbonyl reductase 2	Cbr2	12409
3,53952	0	ABI gene family, member 3 (NESH) binding protein	Abi3bp	320712
3,431287	0	ermin, ERM-like protein	Ermn	77767
3,417348	0	solute carrier family 27 (fatty acid transporter), member 2	Slc27a2	26458
3,406598	0	integrin, beta-like 1	Itgb1l	223272
3,395929	0	tripartite motif-containing 66	Trim66	330627
3,394411	0	serine/threonine kinase 32A	Stk32a	269019
3,388355	0	integrin binding sialoprotein	Ibsp	15891
3,373327	0	decorin	Dcn	13179
3,36736	0	aquaporin 1	Aqp1	11826
3,365871	0	nescient helix loop helix 1	Nhlh1	18071
3,365871	0	collagen, type XIV, alpha 1	Col14a1	12818
3,257045	0	zinc finger, CCHC domain containing 5	Zcche5	213436
3,184425	0	sulfotransferase family, cytosolic, 1C, member 1	Sult1c1	20888
3,155855	0	glutamyl aminopeptidase	Enpep	13809
3,148161	0	annexin A1	Anxa1	16952
3,090496	0	sulfotransferase family 1D, member 1	Sult1d1	53315
3,079478	0	periostin, osteoblast specific factor	Postn	50706
3,069755	0	G protein-coupled receptor 126	Gpr126	215798
3,0613	0	V-set and transmembrane domain containing 2A	Vstm2a	211739
3,030325	0	osteoglycin	Ogn	18295
2,98965	0	RIKEN cDNA 4930431L04 gene	4930431L04Rik	270049
2,953439	0	early B-cell factor 2	Ebf2	13592
2,937878	0	CD55 antigen	Cd55	13136
2,925769	0	elastin	Eln	13717
2,912673	0	matrilin 4	Matn4	17183
2,909418	0	testis expressed gene 15	Tex15	104271

2,863546	0	myelin transcription factor 1-like	Myt1l	17933
2,842698	0	regulator of G-protein signaling 5	Rgs5	19737
2,824188	0	neurexin I	Nrxn1	18189
2,809954	0	actin, alpha 2, smooth muscle, aorta	Acta2	11475
2,782893	0	activating transcription factor 5	Atf5	107503
2,768076	0	olfactory receptor 430	Olfr430	258713
2,756331	0	scinderin	Scin	20259
2,693388	0	epoxide hydrolase 1, microsomal	Ephx1	13849
2,693388	0	odd-skipped related 2 (Drosophila)	Osr2	107587
2,6878	0	keratocan	Kera	16545
2,681307	0	aquaporin 3	Aqp3	11828
2,67761	0	creatine kinase, mitochondrial 1, ubiquitous	Ckmt1	12716
2,673923	0	sparc/osteonectin, cwcv and kazal-like domains proteoglycan 1	Spock1	20745
2,652901	0	ATPase, Na ⁺ /K ⁺ transporting, beta 1 polypeptide	Atp1b1	11931
2,652901	0	ELAV (embryonic lethal, abnormal vision, Drosophila)-like 3 (Hu antigen C)	Elavl3	15571
2,646564	0	tandem C2 domains, nuclear	Tc2n	74413
2,639355	0	olfactory receptor 972	Olfr972	258603
2,635764	0	SV2 related protein homolog (rat)-like	Svopl	320590
2,614403	0	hyaluronan and proteoglycan link protein 1	Hapln1	12950
2,586406	0	osteomodulin	Omd	27047
2,576906	0	coiled-coil domain containing 3	Ccdc3	74186
2,573467	0	receptor transporter protein 1	Rtp1	239766
2,572608	0	collagen, type VIII, alpha 1	Col8a1	12837
2,564905	0	mucin 4	Muc4	140474
2,564905	0	acyl-CoA synthetase medium-chain family member 4	Acsm4	233801
2,558942	0	piccolo (presynaptic cytomatrix protein)	Pclo	26875
2,527824	0	CD36 antigen	Cd36	12491
2,526161	0	gene model 606, (NCBI)	Gm606	239789
2,508814	0	thrombospondin, type I, domain containing 7B	Thsd7b	210417
2,506353	0	leucine-rich repeat LGI family, member 2	Lgi2	246316
2,490051	0	S100 calcium binding protein A14	S100a14	66166
2,477141	0	flavin containing monooxygenase 1	Fmo1	14261
2,475535	0	interferon inducible GTPase 1 /// interferon-inducible GTPase-like /// RIKEN cDNA F830016B08 gene /// predicted gene, EG240327	Iigp1 /// LOC435565 /// F830016B08Rik /// EG240327	60440 /// 435565 /// 240328 /// 240327
2,453241	0	Rho GDP dissociation inhibitor (GDI) gamma	Arhgdig	14570
2,442222	0	3'-phosphoadenosine 5'-phosphosulfate synthase 2	Papss2	23972
2,428178	0	mal, T-cell differentiation protein 2	Mal2	105853
2,4243	0	connective tissue growth factor	Ctgf	14219
2,421979	0	B-cell leukemia/lymphoma 6	Bcl6	12053
2,41889	0	RIKEN cDNA 4932418E24 gene	4932418E24Rik	329366
2,39973	0	keratin 17	Krt17	16667
2,397448	0	flavin containing monooxygenase 2	Fmo2	55990
2,383078	0	collagen, type XXIV, alpha 1	Col24a1	71355
2,374823	0	tubulin tyrosine ligase-like family, member 6	Ttll6	237930
2,36736	0,0001	paraoxonase 1	Pon1	18979
2,365128	0,0001	aldolase C, fructose-bisphosphate	Aldoc	11676
2,354759	0,0001	cytoplasmic polyadenylation element binding protein 1	Cpeb1	12877
2,344465	0,0001	stathmin-like 2	Stmn2	20257
2,323372	0,0001	leucine rich repeat and Ig domain containing 2	Lingo2	242384
2,321207	0,0001	Ca ²⁺ -dependent secretion activator	Cadps	27062
2,314733	0,0001	olfactory receptor 1006	Olfr1006	258563

2,312581	0,0001	a disintegrin and metallopeptidase domain 28	Adam28	13522
2,312581	0,0001	microtubule associated monooxygenase, calponin and LIM domain containing 2	Mical2	320878
2,310432	0,0001	elongation factor RNA polymerase II-like 3	Ell3	269344
2,298318	0,0001	collagen, type XI, alpha 1	Col11a1	12814
2,297608	0,0001	epiphycan	Epyc	13516
2,278584	0,0001	serine (or cysteine) peptidase inhibitor, clade B, member 7	Serpinb7	116872
2,277184	0,0001	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3C	Sema3c	20348
2,268122	0,0001	N-myc downstream regulated gene 1	Ndrp1	17988
2,266732	0,0001	Ca2+-dependent activator protein for secretion 2	Cadps2	320405
2,263265	0,0001	alcohol dehydrogenase 1 (class I)	Adh1	11522
2,258425	0,0001	calsyntenin 2	Clstn2	64085
2,254978	0,0001	forkhead box A1	Foxa1	15375
2,254289	0,0001	indolethylamine N-methyltransferase	Inmt	21743
2,237864	0,0001	leucine-rich repeat LGI family, member 1	Lgi1	56839
2,227016	0,0001	matrilin 3	Matn3	17182
2,225666	0,0001	chloride intracellular channel 6	Clic6	209195
2,21424	0,0001	runt related transcription factor 1	Runx1	12394
2,182459	0,0001	mitogen-activated protein kinase 10	Mapk10	26414
2,177882	0,0001	aryl-hydrocarbon receptor	Ahr	11622
2,174621	0,0001	gamma-aminobutyric acid (GABA-A) receptor, subunit alpha 1	Gabra1	14394
2,171368	0,0001	olfactory receptor 498	Olfr498	258304
2,159718	0,0001	STEAP family member 4	Steap4	117167
2,155213	0,0001	thiosulfate sulfurtransferase, mitochondrial	Tst	22117
2,15457	0,0001	cyclic nucleotide gated channel alpha 2	Cnga2	12789
2,152003	0,0001	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3D	Sema3d	108151
2,145605	0,0001	tumor protein D52	Tpd52	21985
2,143054	0,0001	tescalcain	Tesc	57816
2,136696	0,0001	Fas apoptotic inhibitory molecule 2	Faim2	72393
2,128472	0,0001	solute carrier family 24 (sodium/potassium/calcium exchanger), member 2	Slc24a2	76376
2,124063	0,0001	fatty acid binding protein 7, brain	Fabp7	12140
2,123434	0,0001	immunoglobulin-like domain containing receptor 1	Ildr1	106347
2,122177	0,0001	matrix metallopeptidase 9	Mmp9	17395
2,11904	0,0001	growth differentiation factor 10	Gdf10	14560
2,11904	0,0001	cDNA sequence BC048546	BC048546	232400
2,11466	0,0001	glutamate receptor, ionotropic, kainate 1	Grik1	14805
2,107803	0,0001	N-myc downstream regulated gene 2	Ndrp2	29811
2,098506	0,0001	RIKEN cDNA E030002O03 gene	E030002O03Rik	244180
2,075824	0,0001	keratin 18	Krt18	16668
2,073393	0,0001	collagen, type XII, alpha 1	Col12a1	12816
2,072786	0,0001	potassium large conductance calcium-activated channel, subfamily M, alpha member 1	Kcnma1	16531
2,070967	0,0001	trinucleotide repeat containing 4	Tnrc4	78784
2,069755	0,0001	myosin VC	Myo5c	208943
2,067334	0,0001	potassium inwardly-rectifying channel, subfamily J, member 3	Kcnj3	16519
2,06673	0,0001	nuclear factor I/X	Nfix	18032
2,066125	0,0001	RAS-like, estrogen-regulated, growth-inhibitor	Rerg	232441
2,057692	0,0001	RIKEN cDNA A930006J02 gene	A930006J02Rik	77790
2,0511	0,0002	RIKEN cDNA D930030D11 gene	D930030D11Rik	320874
2,048711	0,0001	secreted frizzled-related protein 4	Sfrp4	20379

2,045134	0,0001	transient receptor potential cation channel, subfamily V, member 4	Trpv4	63873
2,035638	0,0002	thrombospondin, type I, domain containing 4	Thsd4	207596
2,033274	0,0002	keratin 15	Krt15	16665
2,031504	0,0002	RAB4B, member RAS oncogene family /// melanoma inhibitory activity 1	Rab4b /// Mia1	19342 /// 12587
2,029146	0,0002	RAB25, member RAS oncogene family	Rab25	53868
2,025618	0,0002	A kinase (PRKA) anchor protein 6	Akap6	238161
2,018001	0,0002	regulator of G-protein signaling 5	Rgs5	19737
2,000577	0,0002	neuropilin 1	Nrp1	18186
1,999423	0,0002	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3E	Sema3e	20349
1,997117	0,0002	orthodenticle homolog 2 (Drosophila)	Otx2	18424
1,977668	0,0002	grainyhead-like 1 (Drosophila)	Grhl1	195733
1,971431	0,0002	ELAV (embryonic lethal, abnormal vision, Drosophila)-like 4 (Hu antigen D)	Elavl4	15572
1,968605	0,0002	Purkinje cell protein 4	Pcp4	18546
1,966912	0,0002	olfactory receptor 68	Olfr68	18369
1,964658	0,0002	S100 protein, beta polypeptide, neural	S100b	20203
1,963532	0,0002	coagulation factor II (thrombin) receptor-like 1	F2rl1	14063
1,942862	0,0002	grancalcin	Gca	227960
1,941199	0,0002	reticulon 1	Rtn1	104001
1,938984	0,0002	RIKEN cDNA D930020B18 gene	D930020B18Ri<br>k	216393
1,935669	0,0002	glutamate receptor, ionotropic, delta 2	Grid2	14804
1,931811	0,0002	claudin 9	Cldn9	56863
1,926317	0,0002	keratin 19	Krt19	16669
1,924673	0,0002	fibronectin leucine rich transmembrane protein 1	Flrt1	396184
1,924673	0,0003	calmodulin-like 4	Calml4	75600
1,923031	0,0002	keratin 23	Krt23	94179
1,921937	0,0002	beta-1,4-N-acetyl-galactosaminyl transferase 3	B4galnt3	330406
1,91648	0,0002	nephroblastoma overexpressed gene	Nov	18133
1,911587	0,0002	solute carrier family 16 (monocarboxylic acid transporters), member 4	Slc16a4	229699
1,909418	0,0002	synaptotagmin I	Syt1	20979
1,907793	0,0003	mesothelin-like	Msln1	328783
1,905629	0,0003	olfactory receptor 1176	Olfr1176	258767
1,904548	0,0003	chondroadherin	Chad	12643
1,904008	0,0003	small proline-rich protein 1A	Sprrla	20753
1,903468	0,0002	DnaJ (Hsp40) homolog, subfamily C, member 6	Dnajc6	72685
1,90185	0,0003	tetraspanin 8	Tspan8	216350
1,901311	0,0003	stathmin-like 3	Stmn3	20262
1,899157	0,0003	guanylate cyclase 1, soluble, alpha 3	Gucyl1a3	60596
1,897543	0,0002	nucleolar protein 4	Nol4	319211
1,897006	0,0003	ATPase, H ⁺ transporting, lysosomal V1 subunit B1	Atp6v1b1	110935
1,894858	0,0003	odd Oz/ten-m homolog 1 (Drosophila)	Odz1	23963
1,891108	0,0003	secreted frizzled-related protein 2	Sfrp2	20319
1,890573	0,0003	olfactory receptor 344	Olfr344	258621
1,884168	0,0003	fibroblast growth factor 7	Fgf7	14178
1,878321	0,0003	potassium voltage-gated channel, Isk-related subfamily, gene 4	Kcne4	57814
1,878321	0,0003	internexin neuronal intermediate filament protein, alpha	Ina	226180
1,867226	0,0003	carboxylesterase 3	Ces3	104158
1,861972	0,0003	nuclear receptor binding protein 2	Nrbp2	223649
1,854127	0,0003	cyclin-dependent kinase inhibitor 1A (P21)	Cdkn1a	12575
1,847362	0,0003	CD9 antigen	Cd9	12527

1,838564	0,0004	C1q and tumor necrosis factor related protein 3	C1qtnf3	81799
1,835986	0,0003	family with sequence similarity 107, member A	Fam107a	268709
1,833413	0,0003	potassium voltage-gated channel, Shal-related family, member 2	Kcnd2	16508
1,832385	0,0003	claudin 3	Cldn3	12739
1,831871	0,0003	collagen, type IX, alpha 3	Col9a3	12841
1,829928	0,0016	LIM homeobox protein 2	Lhx2	16870
1,827256	0,0003	receptor transporter protein 2	Rtp2	224055
1,821636	0,0004	neural cell adhesion molecule 2	Ncam2	17968
1,812486	0,0004	bone morphogenetic protein 5	Bmp5	12160
1,808943	0,0004	neurexophilin 1	Nxph1	18231
1,808943	0,0004	dynein light chain roadblock-type 2	Dynlrb2	75465
1,803393	0,0004	desmocollin 2	Dsc2	13506
1,802889	0,0004	tetraspanin 1	Tspan1	66805
1,79636	0,0004	claudin 7	Cldn7	53624
1,795358	0,0004	suppressor of cytokine signaling 2	Socs2	216233
1,793357	0,0004	transglutaminase 2, C polypeptide	Tgm2	21817
1,79371	0,0146	doublecortin	Dcx	13193
1,788863	0,0004	RNA binding motif protein 47	Rbm47	245945
1,782893	0,0004	mitogen-activated protein kinase 10	Mapk10	26414
1,782397	0,0004	RIKEN cDNA 9130221D24 gene	9130221D24Rik	77669
1,781901	0,0004	caveolin 1, caveolae protein	Cav1	12389
1,77596	0,0004	polymerase I and transcript release factor	Ptrf	19285
1,772013	0,0004	chondrolectin	Chodl	246048
1,762192	0,0004	F-box protein 32	Fbxo32	67731
1,755844	0,0004	otraplin	Otor	57329
1,752923	0,0005	epithelial cell adhesion molecule	Epcam	17075
1,739854	0,0005	olfactory receptor 24	Olfr24	18322
1,73889	0,0005	canopy 1 homolog (zebrafish)	Cnpy1	269637
1,728813	0,0005	RAB6B, member RAS oncogene family	Rab6b	270192
1,724516	0,0006	ATPase, H+ transporting, lysosomal V0 subunit A4 /// RIKEN cDNA D630045J12 gene	Atp6v0a4 /// D630045J12Rik	140494 /// 330286
1,717382	0,0006	olfactory receptor 1264	Olfr1264	258206
1,713119	0,0006	FGGY carbohydrate kinase domain containing	Fggy	75578
1,711701	0,0006	very low density lipoprotein receptor	Vldlr	22359
1,70934	0,0005	expressed sequence AI646023	AI646023	192734
1,707925	0,0006	pannexin 3	Panx3	208098
1,70275	0,0006	transient receptor potential cation channel, subfamily M, member 5	Trpm5	56843
1,698998	0,0006	leucine rich repeat containing G protein coupled receptor 5	Lgr5	14160
1,696658	0,0006	cAMP responsive element binding protein 3-like 1	Creb3l1	26427
1,697324	0,0011	peripherin	Prph	19132
1,69619	0,0006	chondroitin sulfate N-acetylgalactosaminyltransferase 1	Csgalnact1	234356
1,691057	0,0006	S100 calcium binding protein A1	S100a1	20193
1,687335	0,0006	adenylate cyclase 2	Adcy2	210044
1,680845	0,0006	transient receptor potential cation channel, subfamily M, member 3	Trpm3	226025
1,677149	0,0006	neurotrophic tyrosine kinase, receptor, type 2	Ntrk2	18212
1,676226	0,0006	endothelin receptor type B	Ednrb	13618
1,673003	0,0007	cytochrome P450, family 2, subfamily a, polypeptide 4 /// cytochrome P450, family 2, subfamily a, polypeptide 5	Cyp2a4 /// Cyp2a5	13086 /// 13087
1,671623	0,0007	monoamine oxidase B	Maob	109731
1,669327	0,0006	calcium/calmodulin-dependent protein kinase II inhibitor 1	Camk2n1	66259
1,669327	0,0006	sodium channel, voltage-gated, type III, beta	Scn3b	235281
1,663831	0,0007	Eph receptor A6	Epha6	13840

How the deposited data were processed for this re-analysis (not part of the article)

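Olfactory tissue of mouse embryos was profiled on 30 Affymetrix Mouse Exon 1.0 ST arrays. The time course holds 24 arrays, 3 for each of the EPI and MES fractions of the OPL at E11.5, the OE at E12.5, the OE at E14.5 and the VNO at E14.5. The other 6 arrays are WT and Dlx5-null OE at E12.5, 3 of each, from tissues that the paper names as OE and VNO. For the mutant the authors took all of the nasal epithelium, in which OE and respiratory epithelium could not be separated, so genotype and dissection differ together. Each replicate is a separate pool of embryos. The authors extracted RNA, depleted ribosomal RNA, hybridized it and computed RMA values, with the methods naming Bioconductor and a separate run for the arrays of each pairwise comparison, and the submitters' notes naming RMA without a version and the mm9 assembly. The deposited values are 1 table on the log2 scale. It was found to hold at least a pair of separately normalized tables: 101 clusters are empty on all time-course arrays and 7 on all Dlx5 arrays, and the array medians of the time course lie below those of all Dlx5 arrays. Comparisons were therefore made only within the time course or within the Dlx5 arrays. Within the time course the array medians also differ between groups, so a common scale of its arrays is not established. The precision is limited by the number of arrays, and background signal per probe is not in the files, so no detection limit is given.

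Of the transcript clusters, 14996 carry 1 gene symbol, 1019 several and 7324 none. Genes were read from clusters with 1 symbol, on the brightest cluster where a gene has more than 1, which was so for 135 of 14860 genes. Symbols follow the current gene table, with the paper's earlier name given where it differs. Genes of the paper that have no cluster with a single symbol were not analysed here.

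Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on the values of the 6 arrays of the pair as deposited. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all clusters, and a gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 0.9 in size, the thresholds of the paper. Rank Products were computed in R on the same arrays with 100 permutations, in a script written for this purpose, at an estimated share of false positives of at most 0.05 and the same minimum fold change. Of gene lists, 32 were fixed before the data were examined, as were the comparisons, the rule for naming genes and most alternatives. Each list was tested with limma's camera at a preset correlation of 0.01 and again with the correlation estimated from the arrays, with adjustment over the lists of a comparison. Genes were named in the text by rule: the 10 largest rises and the 10 largest falls among called genes of a comparison whose arrays did not overlap, each gene the paper names, whose values in its tables had been seen, and 2 to 4 called members of largest change for each list described.

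The correction for mesenchyme followed the formula of the paper on the linear scale, with a mesenchymal fraction of 0.15, and 0.1 and 0.2 as alternatives. Genes lost after the correction were compared with genes up in the MES by Fisher's exact test, two-sided. For the Dlx5 arrays, where limma called no gene other than 1 OR gene, genes called by Rank Products were placed in the time course against 10000 random lists of genes of like expression. The code was tested on simulated data: arrays were drawn from the mean of each cluster and its spread within groups, changes of known size were added to 200 clusters, and the share recovered was counted, as were calls among unchanged clusters.

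The alternatives tried were Rank Products, quantile normalization of the arrays compared, clusters brighter than the median only, the mean of a gene's clusters, an intensity trend in the variance prior, no minimum fold change, a single fit over all arrays of the time course, a replicate block, other values of the fraction and of the floor, and leaving out each array in turn. Centring of the arrays on their medians, and E12.5 in place of E11.5 in the EPI comparisons, were added after seeing the data. The Gene Ontology analyses of the paper were not repeated, since no ontology annotation was at hand, and qPCR, in situ, zebrafish and network data are not in the files. The paper's supplementary tables were held only in part. As a check of the fraction labels, made after the data were seen, the genes of the held tables of EPI OE and EPI VNO, which the paper gives after its correction for mesenchyme, and of MES OE at E14.5 were looked up in each comparison. Many were called in several comparisons, so the check tells the labels apart only in part.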

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

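The tests weighed here were chosen after the results were seen, apart from the 4 that place the genes called in the Dlx5-null OE by Rank Products against the normal time course, and so were the counts over other splits of the arrays.

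Most clusters were higher in the EPI OE at E12.5 than in the EPI OPL at E11.5, with a median difference of 0.54 over all clusters. A rise of many genes with development is argued against by the vomeronasal receptor genes, which differed by a median of 0.514, 73 of 83 of them upward, although most are not yet in use at this stage. Arrays that were not brought to a common scale remain open: the dimmest clusters, those least able to change, had a median difference of 0.537, about as large. The brightest clusters had a median difference of 0.236, which argues against a single even offset for them. A difference of scale that varies with brightness stays open. In the EPI VNO at E14.5 against E11.5, all clusters differed by a median of 0.31. The dimmest clusters there differed by only 0.0808, but they lie near the floor of the arrays and exclude nothing. The brightest clusters differed by 0.191, which argues against a single even offset for them. A difference of scale that varies with brightness stays open there too. Quantile normalization moved the calls from 2938 higher and 119 lower to 1577 and 372. A difference in biology between E11.5 and E12.5 for single genes stays open, and quantile normalization leaves 182 genes higher.

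Bone and cartilage genes were among the largest rises in the EPI fraction at E14.5. In the OE these genes had a median EPI value of 94.2% of the MES value, over the 26 called up in EPI. In the VNO it was 98.4%, over 28 such genes. Over all 33 measured genes, called or not, it was 84.1% and 95.8%, with none under 20%. Background was not removed, so genes near the floor read alike in both fractions at any share. The 26 and 28 genes were also picked for rising in EPI. These percentages therefore cannot decide whether mesenchyme made up 15% of the EPI samples, the paper's qPCR estimate from Sp7 and Lect1. In the OE, Cnmd (the paper's Lect1) read 9.95 in EPI and 10.10 in MES, and Sp7 8.15 and 9.15. Those differences are smaller than that share would give, and the cause was not tested. In the VNO no share of the matching MES sample would reach the values, because 7 bone genes were higher in EPI than in MES under both scalings. Bone and muscle dissected along with the EPI VNO and not with the MES sample may account for it, as 9 of 13 skeletal muscle genes were also higher in the EPI VNO, a comparison the paper did not make, with Tnnc1 higher by 3.10 and Myog by 2.13. Expression of such genes by the epithelium itself was not tested and stays open.

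In the Dlx5-null OE the immature neuron list had a median of -0.58 and the nasal mesenchyme list one of 0.41, with adjusted p = 0.48 for each with an estimated correlation, and limma called no gene outside the OR genes. Genes called lower by Rank Products were higher in EPI than in MES at E12.5, with a median difference from all genes of 1.02, and genes called higher were higher in MES, with -0.659. At E11.5 and in the OE at E14.5 the lower genes stood at 0.914 and 0.332, and the higher genes at -0.176 and 0.086. A smaller share of epithelium in the null samples could give the E12.5 values, and those samples hold all of the nasal epithelium where the WT samples hold OE and VNO. The lower genes also rose in normal OE development, by a median of 0.523 over all genes, as a delay could give, but the higher genes did not fall there by E14.5, with 0.386, and stood at -0.147 by E12.5, so that only the E14.5 value argues against a delay for that part. Bright clusters alone kept 12 of the 53 lower and 17 of the 21 higher genes. Their E14.5 values were 0.376 and 0.383, neither past the threshold. By E12.5 the lower genes stood at 0.425, and at 0.560 with bright clusters only, both past the threshold. A smaller share of sensory epithelium, from this dissection or with every other tissue larger, cannot be told apart from a change in gene expression, since the endothelial, macrophage, erythroid and muscle lists together moved by 0.0217 (standard error 0.0543) and the nasal mesenchyme list by 0.31 (standard error 0.20). The loss of Dlx5 acting on these genes in their own cells stays open.

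Changes from E11.5 to E14.5 differed between EPI and MES by the interaction term for many genes: the EPI change minus the MES change was positive for 2102 genes and negative for 165 in the OE, and for 3594 and 261 in the VNO, and after quantile normalization for 809 and 351, and 1122 and 615. With the arrays regrouped, 7 of 100 splits for the OE and 6 of 100 for the VNO gave at least as many such genes, with 6761 and 6038 as the highest of the others against 2267 and 3855, so these splits do not exclude chance. They also give no chance level, since regrouped arrays keep the differences between ages and fractions, a structure of the samples to which splits with several times the real count point. Called in opposite directions in EPI and MES under both scalings were, in the OE, Nfyc (EPI change minus MES change 2.75), Foxd1 (2.49), Selenok (-4.38), Dnph1 (2.38), Zcchc3 (2.42) and Foxl1 (1.94). In the VNO they were St18 (-2.31), Wif1 (2.48), H2bu2 (-2.59), Selenok (-3.43), Dnph1 (2.72), Echdc3 (2.02), Zcchc3 (2.71), Ifnk (2.17), Speer4f1 (3.19) and Pth1r (2.61). A direct comparison of the EPI VNO with the EPI OE at E14.5, which the paper did not make, gave 32 genes higher and 2 lower, and 0 and 0 after quantile normalization.

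The 10 splits of 6 arrays into 3 and 3 are too few for a share under 0.05. The real split gave, for EPI at E12.5, OE E14.5 and VNO E14.5, 2439, 2207 and 3057 called genes, for MES 233, 1043 and 1342, for the corrected EPI samples 4529, 3188 and 4597, for EPI against MES at E11.5, E12.5, OE E14.5 and VNO E14.5 3755, 818, 977 and 1054, and for EPI VNO against OE 34. The highest of the other splits was 0 in each of these, so 1 of 10 splits reached the real value. For the Dlx5 comparison the real value and the highest of the others were 0, which 10 of 10 splits reach.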

How the results depend on the processing

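Of the values of named genes under the alternatives, 10257 kept their side of the threshold, 370 lost their call, 172 gained one and 5 reversed. Direction was not compared for genes called in neither setting, so changes of sign among them are not counted. Many of these genes were named for large called changes, and dropping the minimum fold change cannot lose a call, which favours the first number. Of the values of the lists 212 kept their direction and their side of the threshold, 267 lost their call and 1 reversed. Centring, E12.5 in place of E11.5, Rank Products for EPI against MES, quantile normalization of the lists, of the interaction and of the lost genes, and the lost genes by Rank Products were added after seeing the data. The replicate numbers do not pair the arrays: with group means removed, r between arrays of the same number lay between -0.162 and 0.27. What the arrays' signal over background limits cannot be given from these values. Unless a cause is named, the cause was not tested. In the lists of values that follow, counts are of genes higher and lower.

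By Rank Products the counts were, for EPI at E12.5, 27 higher, for EPI OE E14.5 355 and 14, for EPI VNO E14.5 472 and 17, for MES E12.5 13 lower, for MES OE E14.5 408 and 63, for MES VNO E14.5 391 and 65, for the Dlx5-null 21 and 53, for EPI VNO against OE 17 and 21, for corrected EPI E12.5 25 higher, for corrected OE E14.5 252 and 12, for corrected VNO E14.5 349 and 7. For EPI against MES they were 22 higher in MES at E11.5, 173 higher in EPI and 107 in MES at E12.5, 11 higher in MES in the OE at E14.5 and 6 in the VNO. The odds ratio of lost against kept genes among Rank Products calls was 0.837 in the OE and 0.895 in the VNO, against over 1 by limma.

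After quantile normalization the counts were 182 and 264 for EPI at E12.5, 353 lower for EPI OE E14.5, 1577 and 372 for EPI VNO E14.5, 214 lower for MES OE E14.5, 285 lower for MES VNO E14.5, 0 and 0 for EPI VNO against OE, 310 and 530 for corrected E12.5, 516 lower for corrected OE E14.5 and 2222 and 605 for corrected VNO E14.5. EPI against MES gave 541 higher in EPI and 171 in MES at E11.5, 281 higher in MES at E12.5, 934 and 187 in the OE at E14.5 and 949 and 264 in the VNO. The interaction gave 809 and 351 in the OE and 1122 and 615 in the VNO, 13 lists passed for EPI at E12.5 and 12 for corrected E12.5, and the OR list in the corrected OE moved to a median of 0.62. With arrays centred on their medians the counts were 166 and 461, 1315 and 340, and 1445 and 395 for EPI at E12.5, OE E14.5 and VNO E14.5, 0 and 0 for EPI VNO against OE, 304 and 915, 1758 and 465, and 1980 and 613 for the corrected samples, and for EPI against MES 525 and 188 at E11.5, 338 higher in MES at E12.5, 1059 and 128 in the OE at E14.5 and 1405 and 157 in the VNO.

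Without a minimum fold change, which by construction adds calls, the counts were 9251 and 367, 4732 and 774, and 8307 and 926 for EPI at E12.5, OE E14.5 and VNO E14.5, 1240 and 288, 2539 and 5062, and 2536 and 4237 for MES, 9048 and 361, 4712 and 524, and 8458 and 738 for the corrected samples, and for EPI against MES 406 and 11199, 1379 and 5589, 839 and 3848, and 2676 and 4235. With bright clusters only, which tests fewer genes, they were 1087 higher for EPI at E12.5, 456 and 546 higher for MES OE and MES VNO E14.5, 1 and 1 for the Dlx5-null, 6 lower for EPI VNO against OE, 2203 higher for corrected E12.5, and 2181, 432 and 329 higher in MES than in EPI at E11.5, OE E14.5 and VNO E14.5. There r between OE and VNO changes was 0.920, and the genes called lower and higher in the Dlx5-null stood at 0.376 and 0.383 in the OE at E14.5 relative to all genes, no longer past the threshold, and the higher ones at 0.0093 at E12.5.

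With the EPI E12.5 arrays in place of E11.5 the counts were 459 and 809 in the OE and 851 and 567 in the VNO, and Neurod1 and Ebf2 in the OE went to -1.01 and -1.12, Lhx2 and Ebf2 in the VNO to -1.16 and -1.05 and Mrto4 in the VNO to 0.82. A fit over all 24 arrays gave 229 and 121 for EPI VNO against OE and 196 genes higher in EPI than in MES in the OE at E14.5. An intensity trend gave 16 and 1 for EPI VNO against OE, and a replicate block 0 and 0. EPI minus MES of the genes called higher in the Dlx5-null was -0.176 at E11.5 and 0.086 in the OE at E14.5.

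With an estimated correlation 0 lists passed in each comparison, against 8 for EPI at E12.5 and 25 for MES OE E14.5 with the preset value, except 2 for EPI VNO against OE, 1 and 2 for the corrected OE and VNO E14.5, and 2 and 1 for EPI against MES at E11.5 and E12.5. Leaving out 1 array gave, for EPI VNO against OE, 0 higher and 0 lower without any 1 array other than EPI OE E14.5 replicate 3 (EPI VNO E14.5 replicate 1 among them) and 77 and 15 without that array, for corrected OE E14.5 1948 to 3333 higher and 138 (without EPI OPL E11.5 replicate 3) to 255 (without EPI OE E14.5 replicate 3) lower, for EPI against MES in the OE at E14.5 86 (without MES OE E14.5 replicate 3) to 233 (without EPI OE E14.5 replicate 3) higher in EPI, and an r between OE and VNO of 0.795 (without EPI OE E14.5 replicate 3) to 0.903 (without EPI OE E14.5 replicate 2).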

Differences from the paper's values

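A count is called near the paper's where the larger is at most 1.5 times the smaller. The counts in this part use the adjusted p and fold change that the paper states, with limma where the paper used Rank Products. Of the alternatives set before the data were examined, the ones that did not bring a count near the paper's, unless said otherwise, were all 24 time-course arrays or all 12 corrected arrays in a single fit, bright clusters only, an intensity trend, the mean of a gene's clusters, no minimum fold change, quantile normalization, the replicate block, and for corrected samples a fraction of 0.1 or 0.2 and a floor of 1.

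For genes up in EPI at E12.5 the paper gives 29 and limma 2387, and Rank Products brings it near. In the EPI OE at E14.5 the paper gives 358 up and 17 down, and limma 2023 and 184, and in the EPI VNO 459 up and 21 down, and limma 2938 and 119. Rank Products brings all 4 counts near. With E12.5 in place of E11.5, chosen after seeing the values, the OE count of genes up was 459, but of 220 genes in the held part of the paper's table of EPI OE, which lists corrected values, it called 165, where the uncorrected E11.5 comparison gave 211 by limma and 202 by Rank Products, and the corrected one 213 and 207. For MES at E12.5 the paper gives 118 up and limma 210, and bright clusters only (143), quantile normalization (176) and Rank Products (145) come near, as does centring (170), chosen after seeing the values. For MES OE at E14.5 the paper gives 284 up and 41 down and limma 686 and 357, and for MES VNO 293 up and 35 down and limma 845 and 497. Rank Products comes near for the genes up, and for the genes down no alternative does. The counts here leave out OR genes, which the paper does not say of its MES counts, and with the 37 OR genes that Rank Products called up added the MES OE count would not be near.

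For the corrected EPI samples the paper gives 9 up at E12.5 and limma 4434, and no alternative comes near, Rank Products included. It gives 57 down there and limma 95, and bright clusters only (84), a fraction of 0.1 (75) and leaving out EPI OPL E11.5 replicate 3 (80) come near, while Rank Products does not. In the corrected OE at E14.5 the paper gives 250 up and 19 down and limma 2938 and 250, and in the corrected VNO 347 up and 14 down and limma 4410 and 187. Rank Products comes near for the genes up, and no alternative does for the genes down.

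For the Dlx5-null OE the paper gives 25 genes up and 121 down and limma 0 and 0. Rank Products comes near for the genes up and, with 53, not for the genes down. A log2 fold change of 0.9 or more alone gave 30 up and 130 down, and with an unadjusted p under 0.05 27 and 115, both counted after seeing the values. For OR genes down the paper gives 35 and limma 1, and Rank Products gives 35, while quantile normalization does not come near. For Gabrb2 the paper's log2 fold change is 1.0063619 and the value here 0.6952. The mean of its clusters comes within the error of the paper's value, as does leaving out null replicate 2, null replicate 3, WT replicate 2 or WT replicate 3. Bright clusters only, an intensity trend, no minimum fold change, quantile normalization, Rank Products and the replicate block do not. The other 16 log2 fold changes of Table 1 lie within 1 standard error of the values here.

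The larger counts contain the genes of the paper's tables, by a check made after the values were seen: of 302 genes in the held table of EPI VNO, of corrected values, limma called 297 without the correction and 298 with it, and of 245 in that of MES OE 244. Those tables were drawn from these samples, and other comparisons called many of the same genes. In the EPI OE limma called 283 of the EPI VNO genes, and in the EPI VNO 207 of the MES OE genes.

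Among single genes, the paper lists NeuroD and Lhx2 among the rising genes of the OE and the VNO and Dcx among those of the VNO. Its table of the OE holds Neurod2 and Neurod6, which were called up in the corrected OE here too, and that of the VNO Neurod1, which was not called there, nor was Dcx. Lhx2 was not called in either organ at E14.5, with or without the correction. In size too the values differ: the paper's tables of corrected values give large rises for Lhx2 in both organs. They also do so for Neurod1 and Dcx in the VNO. The corrected values of these genes here were small or negative. Prph in both organs and Ncam2 in the OE rose here as well, by less than in those tables. The cause was not tested. Lhx2 was called up in the EPI OE at E12.5 and in MES beside the OE and the VNO at E14.5. The paper lists follistatin among the MES genes. Its MES tables, as far as held, give the follistatin-like gene Fstl5 as rising in both tissues and do not hold Fst. Whether the paper means Fst or Fstl5 is not stated. Fst was not called in MES here. The mean of Fstl5 in MES went from 6.07 at E11.5 to 9.98 beside the OE and 10.29 beside the VNO at E14.5. The paper has GnRH as changed in the time course of the OE and VNO, and Gnrh1 was not called at E14.5 in EPI or in MES. At E12.5 it was called up, by limma alone in EPI, with 1.20, and under both scalings and by Rank Products in MES. The paper finds no human reference gene among those changed in the Dlx5-null OE, and Gnrh1 was called lower there by Rank Products, as it is in the paper's own heatmap (Fig. 3A). It finds no other reference gene in the time course, and Prokr2 was called lower in the EPI OE and VNO and Chd7 lower and Prok2 higher in the EPI VNO by limma under both scalings, though not by Rank Products. Of the mouse reference genes it finds only Lhx2 and GnRH in the time course, though it lists neuropilin 1 in the VNO, and Nrp1 was called up in the EPI OE and VNO at E14.5 by limma under both scalings and by Rank Products. The paper calls a RIKEN cluster Homer2, and the cluster with the symbol Homer2 was at -0.44.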

Other observations

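At E12.5 the EPI and MES fractions of the OE were set side by side, which the paper does by qPCR only. Higher in EPI were Cldn6, an embryonic claudin, by 2.43 on the log2 scale (standard error 0.16, n = 3 against 3, adjusted p = 0.00125 from limma), Fezf2, a zinc finger factor of the forebrain, by 2.21, Neurod1 by 2.12 and Otx2, a homeobox factor of the head, by 2.04. Higher in MES were Cnmd, with -2.86, Sim1, with -2.62, Hey2, a target of Notch signalling, with -2.45, and Lef1, with -2.40. Of 21 genes of immature neurons 7 were higher in EPI, also over the list alone (camera adjusted p = 4.90e-13, and adjusted p = 0.038 with an estimated correlation). Of 21 cartilage genes 12 were higher in MES and of 33 collagens 11, with adjusted p = 0.35 for each with an estimated correlation. By limma 307 genes were higher in EPI and 511 in MES, and 435 and 281 after quantile normalization.

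In the VNO at E14.5 bone and muscle genes were higher in EPI than in MES: Ibsp stood at 11.55 against 7.53, a difference of 4.02, Phex, a protease of mineralizing bone, was higher by 2.20 and Des, desmin, by 1.90. Of 12 bone genes 7 were higher in EPI (camera adjusted p = 3.00e-06, and adjusted p = 0.080 with an estimated correlation). Of the paper's epithelial markers, Foxj1, a factor of ciliated cells, was higher in EPI by 0.94 in the OE at E14.5 and by 0.65 in the VNO, Fmo2, a monooxygenase, by 1.06 and 1.57, and Ehf by 0.99 and 0.74. At E12.5 Foxj1 was lower in EPI, with -0.64, Fmo2 was higher by 0.74 and Ehf was higher too. From these epithelial markers the paper estimated by qPCR a small share of epithelium in MES. The array differences are smaller than that share would give, and the cause was not tested. Of its mesenchymal markers, Cnmd had values of -0.16 in the OE at E14.5 and -0.78 in the VNO, and Sp7 was lower in EPI in the OE, with -0.99, and higher by 1.75 in the VNO.

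Across 14090 genes, which are not independent replicates, r between the change in the Dlx5-null OE and the difference between EPI and MES was -0.33 at E12.5 and -0.40 at E11.5, and r with the change in normal OE development to E14.5 was -0.0087.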
